# *Cis*-regulatory basis of sister cell type divergence in the vertebrate retina

**DOI:** 10.7554/eLife.48216

**Published:** 2019-10-21

**Authors:** Daniel P Murphy, Andrew EO Hughes, Karen A Lawrence, Connie A Myers, Joseph C Corbo

**Keywords:** retina, bipolar cell, cis-regulatory element, sister cell type, ATAC-seq, photoreceptor, Mouse

## Abstract

Multicellular organisms evolved via repeated functional divergence of transcriptionally related sister cell types, but the mechanisms underlying sister cell type divergence are not well understood. Here, we study a canonical pair of sister cell types, retinal photoreceptors and bipolar cells, to identify the key *cis*-regulatory features that distinguish them. By comparing open chromatin maps and transcriptomic profiles, we found that while photoreceptor and bipolar cells have divergent transcriptomes, they share remarkably similar *cis*-regulatory grammars, marked by enrichment of K50 homeodomain binding sites. However, cell class-specific enhancers are distinguished by enrichment of E-box motifs in bipolar cells, and Q50 homeodomain motifs in photoreceptors. We show that converting K50 motifs to Q50 motifs represses reporter expression in bipolar cells, while photoreceptor expression is maintained. These findings suggest that partitioning of Q50 motifs within cell type-specific *cis*-regulatory elements was a critical step in the evolutionary divergence of the bipolar transcriptome from that of photoreceptors.

## eLife digest

Humans see the world through a light-sensitive tissue at the back of the eye called the retina, which is made up of three layers that each contain specific cell types. The layers form a circuit, with light-sensing photoreceptor cells in the outermost layer connected to bipolar cells in the middle layer, which connect to the brain via specialized cells in the innermost layer. Photoreceptors and bipolar cells share similar characteristics and are thought to be ‘sister cells’ which evolved from a common ancestral cell type. However, it is not well understood how these two cells types diverged during evolution.

Every cell type has a specific role, which is largely determined by the set of genes that it switches on or off. Specialized regions of DNA, called enhancers, determine whether a gene is turned on or off in a particular cell type. In each cell, DNA strands are bundled together with proteins into a coiled structure known as chromatin. In some cells, a particular enhancer may be ‘shut down’ and rendered inactive on account of being tightly packed within chromatin. Whilst in other cells, the same enhancer may be ‘open’ and ready for action. For a given cell type, which genes are turned on is determined, in part, by which enhancers are open.

One way to distinguish between cells is by examining how their chromatin is packaged to see which enhancers are open. Researchers have previously characterized the chromatin structure of photoreceptor cells, but the structure of chromatin in bipolar cells, and how it compares to that of photoreceptors, remained unknown. Now, Murphy et al. have examined the chromatin profile of bipolar cells from the mouse retina in order to gain a better understanding of how these two cell types may be evolutionarily related.

The analysis revealed that although bipolar and photoreceptor cells switch on different sets of genes, the enhancers open in each cell type are very similar. Despite this similarity, Murphy et al. were able to detect subtle differences in short sequences of DNA, known as motifs, present in bipolar and photoreceptor enhancers. Further experiments showed that one of these motifs may be responsible for turning photoreceptor genes off in bipolar cells. This motif therefore appears to play a critical role in distinguishing photoreceptors from bipolar cells.

This comparison of photoreceptor and bipolar cells has provided a possible mechanism whereby photoreceptor and bipolar cells diverged in evolution from a single common ancestral cell type. This insight may help explain how complex organisms with many cell types may have evolved from a single-cell ancestor long ago.

## Introduction

Complex tissues require the coordinated activity of a wide array of specialized cell types. It has been proposed that cellular diversity arises in the course of evolution through a ‘division of labor’ process, in which a multifunctional ancestral cell type gives rise to descendant cell types with divergent and novel functions (Arendt et al., 2009; Brunet and King, 2017). Such descendants are often referred to as ‘sister’ cell types, and typically share a range of morphological, functional, and transcriptional features while at the same time displaying key differences (Arendt, 2003; Arendt et al., 2016). A canonical example of sister cell types are mammalian retinal photoreceptors and bipolar cells (BCs) (Arendt, 2008; Lamb, 2013). In a typical vertebrate retina, photoreceptors synapse onto bipolar cells, which, in turn, synapse onto retinal ganglion cells that send their axons to the brain. Bipolar cells therefore constitute the central interneuronal cell class in the vertebrate retina. In mice, an array of 15 distinct bipolar cell types, broadly categorized as ON and OFF based on their response to light onset/offset, serve as a scaffold upon which the complex information-processing circuitry of the retina is built (Euler et al., 2014). In this paper, we refer to photoreceptors and bipolar cells as cell ‘classes’, since they each comprise multiple distinct cell types.

During retinal development, photoreceptors and bipolar cells arise from the same population of OTX2-expressing progenitor cells (Koike et al., 2007; Wang et al., 2014; Emerson et al., 2013), share a similar elongate morphology (Lamb, 2013), and possess the molecular machinery required for ribbon synapse formation, a structure not found in any other retinal cell class (tom Dieck and Brandstätter, 2006). In some vertebrate species, a subset of bipolar cells exhibit additional photoreceptor-like features, including localization of their cell bodies in the outer nuclear layer and the presence of an inner segment-like structure known as Landolt’s club, which extends from the dendrite to the outer limiting membrane and contains a 9+0 cilium (Tauchi, 1990; Hendrickson, 1966; Locket, 1970; Quesada and Génis-Gálvez, 1985). These ‘transitional’ cell types point to the evolutionary origin of bipolar cells from photoreceptors (Arendt, 2008; Lamb, 2013).

Both shared and divergent features of sister cell types are mediated by the transcriptional regulatory networks that govern gene expression in each cell type. In vertebrates, photoreceptors and bipolar cells express the paired-type homeodomain (HD) TFs CRX and OTX2, which are master regulators of gene expression in both cell classes (Omori et al., 2011; Nishida et al., 2003; Hennig et al., 2008; Corbo et al., 2010). A third paired-type HD TF, VSX2, is expressed specifically in bipolar cells and is required for bipolar fate (Livne-Bar et al., 2006; Liu et al., 1994). Paired-type homeodomains recognize a core ‘TAAT’ motif, with additional specificity conferred by amino acids in positions 47, 50, and 54 of the homeodomain (Treisman et al., 1989; Noyes et al., 2008; Berger et al., 2008) In particular, a lysine at position 50 (K50, as found in CRX and OTX2) favors recognition of TAATCC, whereas a glutamine (Q50, as found in VSX2) favors recognition of TAATT^A^/_G_. Thus, substitution of a single amino acid in the HD toggles the TF’s binding preference for the nucleotides 3’ of the TAAT core (Treisman et al., 1989). Various bHLH TFs, which recognize E-box motifs (CANNTG), also play important roles in photoreceptor and bipolar cell gene expression programs (Tomita et al., 2000; Akagi et al., 2004). For example, NEUROD1 is required for photoreceptor survival, and BHLHE22 and BHLHE23 are required for development of OFF cone bipolar cells and rod bipolar cells, respectively (Bramblett et al., 2004; Feng et al., 2006; Huang et al., 2014; Pennesi et al., 2003).

Our lab has previously shown that the *cis-*regulatory elements (CREs; i.e., enhancers and promoters) of mouse rods and cones are strongly enriched for K50 HD motifs as well as moderately enriched for Q50 HD and E-box motifs (Hughes et al., 2017). In addition, we recently used a massively parallel reporter assay to analyze the activity of thousands of photoreceptor enhancers identified by CRX ChIP-seq and found that both K50 HD and E-box motifs are positively correlated with enhancer activity in photoreceptors while Q50 HD motifs have a weakly negative correlation with enhancer activity (Hughes et al., 2018). In contrast, studies of individual reporters have shown that Q50 HD motifs mediate weak activation of expression via RAX, and that RAX can either enhance or suppress the transactivation activity of CRX, depending upon RAX expression levels (Irie et al., 2015; Kimura et al., 2000). Thus, Q50 HD motifs appear to have both positive and negative effects of photoreceptor enhancer activity, depending on context. In contrast, Q50 motifs in bipolar cells appear to be strongly repressive when bound by VSX2, which has been proposed to inhibit the expression of photoreceptor genes in bipolar cells (Livne-Bar et al., 2006; Dorval et al., 2006; Clark et al., 2008). The opposing effects on transcriptional activity mediated by K50 and Q50 motifs suggest that even subtle changes in HD binding sites may mediate major differences in gene expression. Indeed, a recent study in *Drosophila* showed that single base pair substitutions that interconvert Q50 and K50 half-sites within dimeric motifs are sufficient to switch the specificity of opsin expression within photoreceptor sub-types (Rister et al., 2015).

Photoreceptors and bipolar cells offer an attractive model system in which to examine the mechanisms of *cis*-regulatory divergence in evolution and development, but the *cis*-regulatory landscape of bipolar cells is currently unknown. To elucidate the *cis*-regulatory grammar of bipolar cells we isolated specific bipolar cell populations from mouse retina and obtained profiles of open chromatin and gene expression. By comparing these datasets to matching data from mouse rod and cone photoreceptors we identified differential enrichment of Q50 motifs in photoreceptor-specific enhancers and a corresponding enrichment of E-boxes in bipolar-specific enhancers. We propose that the differential partitioning of Q50 motifs in photoreceptor and bipolar enhancers was a key evolutionary innovation contributing to transcriptomic divergence between the two cell classes.

## Results

### Photoreceptors and bipolar cells exhibit divergent transcriptional profiles

To obtain cell class-specific transcriptome profiles of mouse bipolar cells, we used fluorescence-activated cell sorting (FACS) to purify bipolar cell populations from adult mice. We first isolated all bipolar cells using *Otx2*-GFP mice. This line harbors a GFP cassette knocked into the endogenous *Otx2* locus (Fossat et al., 2007). Adult *Otx2*-GFP mice display high-level GFP in bipolar cells and low-level expression in photoreceptors (Figure 1B). To purify ON and OFF bipolar cells separately, we crossed *Otx2*-GFP mice with a *Grm6*-YFP line, in which YFP is driven by the *Grm6* promoter and expressed only in ON bipolar cells (Morgan et al., 2011). In the double transgenic mice (*Otx2*-GFP^+^; *Grm6*-YFP^+^), ON bipolar cells co-express GFP and YFP and can be separated from OFF bipolar cells based on fluorescence intensity (Figure 1B). We subjected OFF bipolar cells to a second round of sorting to maximize purity from the adjacent weakly fluorescent photoreceptor population. Purity of bipolar cell populations was confirmed by RT-qPCR which showed enrichment of ON- and OFF-specific genes in the appropriate populations and depletion of markers for other retinal cell classes as compared to whole retina (Figure 1C and Figure 1—figure supplement 2). 

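Expression was measured in 15 RNA-seq libraries, 3 each from all bipolar cells (pan-BC), ON bipolar cells (ON-BC), OFF bipolar cells (OFF-BC), wild-type rods, and photoreceptors of *Nrl*-/- mice, which stand in for blue cones. The bipolar cells were sorted from mice at postnatal day 42 to 48, and their cDNA was made with a kit for very small amounts of RNA before single-end sequencing. The rod and blue cone libraries came from mice at postnatal day 56 in an earlier study of the same laboratory, so that cell class and study differ together in every comparison of bipolar cells with photoreceptors. The authors aligned the reads to GRCm38 with STAR, counted them on RefSeq genes with HTSeq, and deposited 1 table of 24062 genes in which the counts of each library had been divided by 1 size factor. Each of the 230384 values above 0 was a whole multiple of the step between values in its library (within 0.01 of a read), and this step was used to recover the counted reads. A library held a median of 14850793 counted reads in pan-BC (range 12445524 to 15569580), 15322523 in ON-BC (14974898 to 15695544), 13883651 in OFF-BC (12329548 to 14633867), 19003811 in rods (18332615 to 20852758) and 25337316 in blue cones (24174923 to 26266746). The paper lists larger numbers of sequenced reads (Supplementary file 3), and the values here rest on the reads counted on genes. Populations were compared with limma on log2 of the normalized count plus 1, with all 15 libraries in 1 model, and each gene was tested against a log2 fold change of 1 at a false discovery rate of 0.05. Adding 1 makes the fold changes of genes with few reads smaller than a ratio of counts would be. The 14024 genes that passed edgeR's filter on low counts were tested. Pearson correlations of the log2 values between replicates of a population lay between 0.985 and 0.991, with a median of 0.989 over 15 pairs of libraries. They run across genes, which are not independent replicates, and Spearman's correlation gave the value farthest from this median, 0.976.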

We then used RNA-seq to profile gene expression in purified populations of bipolar cells, obtaining highly reproducible profiles across biological replicates (Figure 1—figure supplement 1).

**Figure 1.**
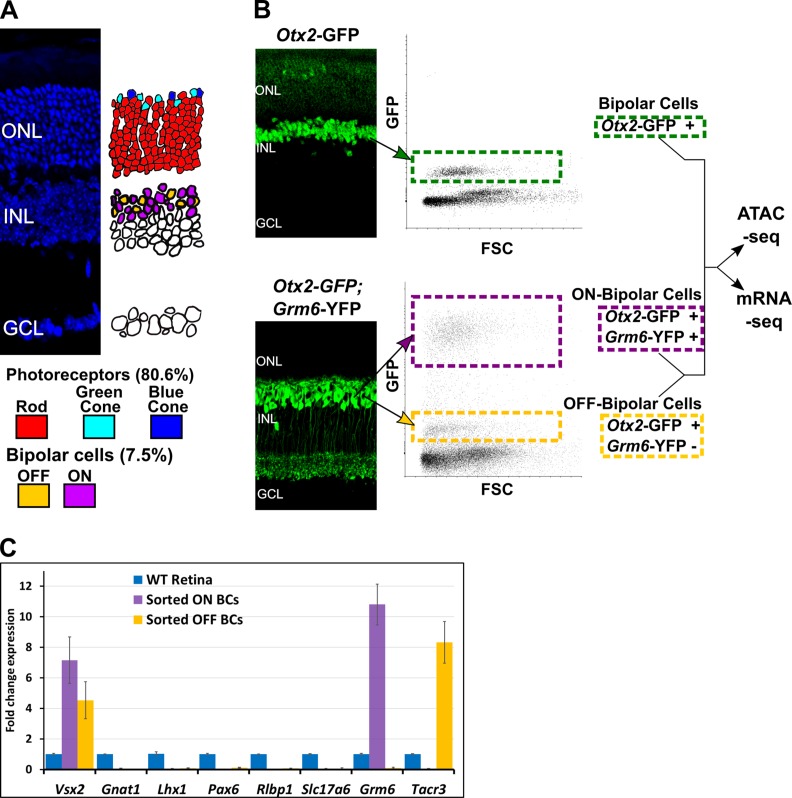
Isolation of bipolar cell populations from adult mouse retina. (**A**) Left, Histological section of adult mouse retina stained with 4′,6-diamidino-2-phenylindole (DAPI), to highlight nuclei. ONL = outer nuclear layer, INL = inner nuclear layer, GCL = ganglion cell layer. Right, Schematic depiction of the location and relative abundance of photoreceptor and bipolar cell types. Percentage representation for each cell population in the mouse retina is shown, based on Jeon et al. (1998). (**B**) Left, Histologic sections of retina from transgenic mice expressing fluorescent marker proteins. In *Otx2*-GFP mice, GFP is strongly expressed in all bipolar cells, and weakly in photoreceptors. In *Grm6*-YFP mice, YFP is expressed exclusively in ON bipolar cells. Bipolar cell populations in the INL are linked to their position on FACS scatterplots with arrows (FSC = Forward Scatter). (**Top**). All bipolar cells from *Otx2*-GFP^+^ mice are boxed in green. Bottom: in *Otx2*-GFP^+^;*Grm6*-YFP^+^ mice, ON bipolar cells (purple box) are separable from OFF bipolar cells (gold box) based on intensity of fluorescence. (**C**) RT-qPCR analysis of retinal cell class markers (Macosko et al., 2015) in sorted ON (purple) and OFF (gold) bipolar cells normalized to expression in whole retina (blue). *Vsx2* = bipolar cells; *Gnat1* = rod photoreceptors; *Lhx1* = horizontal cells; *Pax6* = amacrine, ganglion, horizontal cells; *Rlbp1* = Müller glia; *Slc17a6* = ganglion cells; *Grm6* = ON bipolar cells; *Tacr3* = OFF bipolar cells (Types 1A, 1B, and 2).

**Figure 1—figure supplement 1.**
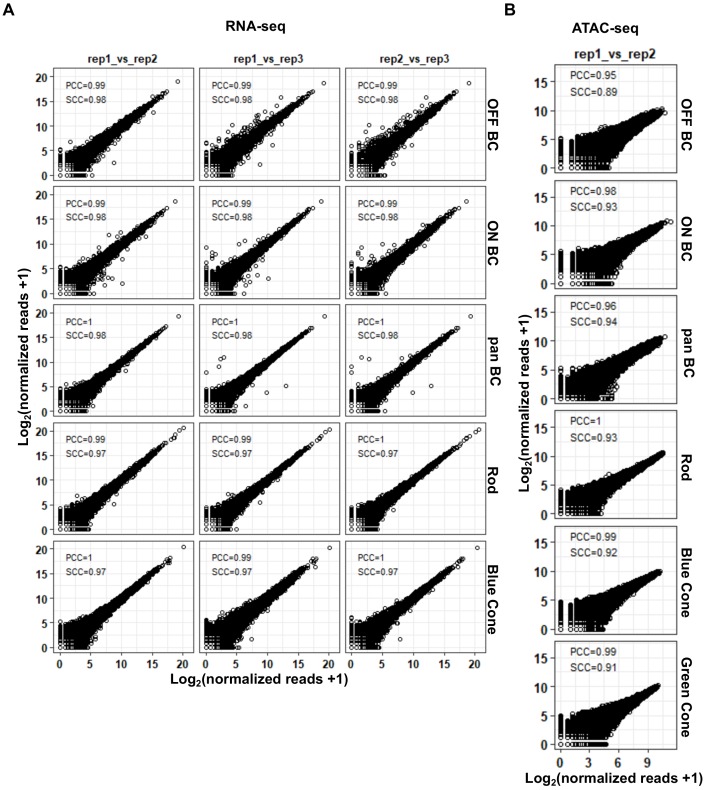
Reproducibility of ATAC-seq and RNA-seq datasets. (**A**) Pairwise comparison between biological replicates of RNA-seq from purified photoreceptor and bipolar cell populations. For each sample, normalized read counts from one biological replicate are plotted against normalized read counts of another biological replicate. (**B**) Pairwise comparison between biological replicates of ATAC-seq from purified photoreceptor and bipolar cell populations as in A. PCC: Pearson Correlation Coefficient. SCC: Spearman Correlation Coefficient.

**Figure 1—figure supplement 2.**
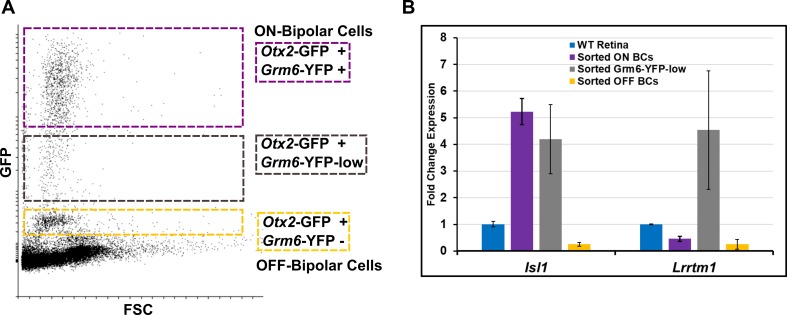
BC5D is likely excluded from both ON and OFF populations. (**A**) FACS scatterplot showing the range of GFP/YFP fluorescence in *Otx2*-GFP; *Grm6*-YFP mouse, as in Figure 1B. An additional population (YFP-low, boxed in gray) between the ON and OFF populations was collected for analysis by RT-qPCR. (**B**) RT-qPCR analysis as in Figure 1C in sorted ON, OFF, and YFP-low populations. The YFP-low population expresses the ON bipolar cell marker *Isl1*, and is enriched for *Lrrtm1*, a marker for ON bipolar cell type 5D.

To define the transcriptional differences between photoreceptor and bipolar cells we compared RNA-seq data from bipolar cells to similar data from wild-type rods and *Nrl*^-/-^ photoreceptors previously generated in our lab (Hughes et al., 2017). We used *Nrl*^-/-^ photoreceptors as a surrogate for blue cones (i.e., *Opn1sw*-expressing cones) since mouse photoreceptors lacking *Nrl* transdifferentiate into blue cones during development (Daniele et al., 2005; Nikonov et al., 2005). 

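The normalized count of *Nrl*, the gene disrupted in the blue cone surrogate, was 11480, 16600 and 14470 in the 3 rod libraries and 657.3, 764.1 and 485.5 in the 3 *Nrl*-/- libraries. Counts were made per gene, so they do not show whether the remaining reads lie in the disrupted part. Its count was 128.4 ± 3.98 (SD, n = 3) in pan-BC, 110.2 ± 25.3 in ON-BC and 20.54 ± 5.26 in OFF-BC. *Opn1sw* had 1222000 ± 101000 (SD, n = 3) normalized counts in the *Nrl*-/- libraries and 7477 ± 102 in rods. Between rods and *Nrl*-/- photoreceptors the log2 fold change of *Nrl* was 4.49 (standard error 0.22, limma adjusted p = 6.56e-10).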

We identified a total of 5259 genes with at least a two-fold difference in expression between bipolar cells and either rods or blue cones (FDR < 0.05) (Supplementary file 5). 

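In total, 7213 genes differed by at least the tested threshold between pan-BC and rods or blue cones. Of these, 4336 were higher in pan-BC, 2848 were lower, and 29 were higher than in 1 photoreceptor type and lower than in the other. Pan-BC differed from rods at 6047 genes, 3836 of them higher in pan-BC, and from blue cones at 5077 genes, 3162 of them higher. Genes of likely photoreceptor carry-over had been removed from these numbers by the rule in the methods. The alternative that moved the total most was edgeR's quasi-likelihood F test with a minimum fitted fold change in place of a test against it, which gave 9430 genes. The largest fitted change against rods was that of *Lyve1*, with 2751 ± 197 (SD, n = 3) normalized counts in pan-BC and reads in only 1 rod library (2.161 normalized counts), a log2 fold change of 10.87 (standard error 0.44, limma adjusted p = 2.91e-12). *Hdc* had 2133 ± 144 in rods and 0.6725 ± 1.16 in pan-BC, a log2 fold change of -10.53 (standard error 0.59, limma adjusted p = 1.69e-10). The fitted changes of both genes depend on the 1 added before the logarithm, as do those of the other genes below with few or no reads in 1 population. Against blue cones, *Grin2b* had 2298 ± 171 in pan-BC and was listed at 0 in all 3 blue cone libraries, and *Moxd1* had 2411 ± 335 in blue cones and was listed at 0 in all 3 pan-BC libraries. The other genes selected by the size of their change were *Slc7a14* (log2 fold change 10.46) above rods and *Ppara* (-10.12) and *Ahrr* (-9.62) below them, and *Slco5a1* (10.14) and *Nrg1* (9.77) above blue cones and *Ahrr* (-8.88) below them. *Crp*, also chosen by this rule, had 449.5 ± 51.3 normalized counts in blue cones and was listed at 0 in pan-BC.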

Despite the large number of differentially expressed genes, published single-cell RNA-seq profiles indicate that the bipolar cell transcriptome is more similar to that of photoreceptors than to that of any other retinal cell class (Macosko et al., 2015).

To evaluate the functional differences between photoreceptor and bipolar cell gene expression programs we compared the top ~ 30% most differentially expressed genes in each cell class (832 bipolar cell, 818 photoreceptor) using the gene ontology (GO) analysis tool, PANTHER (Thomas et al., 2003). Top bipolar-enriched GO terms were typical of many neuronal cell types and related to aspects of synaptic transmission, while photoreceptor-enriched GO terms mainly related to light-sensing (Supplementary file 6). Next, we compared the list of differentially expressed genes to a database of mouse TFs (AnimalTFDB3.0; Hu et al., 2019), which revealed that 394 of the differentially expressed genes encode putative transcriptional regulators (Supplementary file 5). These include TFs known to be responsible for controlling gene expression in rods (*Nrl, Nr2e3, Neurod1*), cones (*Thrb*), bipolar cells (*Vsx2*, *Neurod4*), or both cell classes (*Crx*). 

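*Nrl* was lower in pan-BC than in rods, with a log2 fold change of -6.76 (standard error 0.22, limma adjusted p = 3.61e-13), and lower than in blue cones (-2.27). *Nr2e3* had 210.5 ± 42.3 (SD, n = 3) normalized counts in pan-BC and 33720 ± 8030 in rods, a log2 fold change of -7.31 (standard error 0.26, limma adjusted p = 1.06e-12). Against blue cones, where it had 68.16 ± 16.8, *Nr2e3* was higher in pan-BC, with a log2 fold change of 1.62 (standard error 0.26, limma adjusted p = 0.0413), and the carry-over rule removed it from the genes counted as higher in pan-BC, as possible rod material. Over 21 alternatives this adjusted p ran from 5.17e-06 to 0.186, the latter without blue cone replicate 3. It was also above 0.05 without pan-BC replicate 2 (0.124), without pan-BC replicate 3 (0.121), with TMM scaling (0.0679) and without a filter on low counts (0.0536). *Neurod1* was lower in pan-BC (11530 ± 1100) than in rods (41950 ± 2900) and blue cones (43480 ± 2110), with log2 fold changes of -1.87 (standard error 0.15, limma adjusted p = 5.13e-05) and -1.92 (limma adjusted p = 3.89e-05). *Thrb* had 381 ± 28.2 in pan-BC, 6197 ± 375 in rods and 10590 ± 1210 in blue cones, so that its log2 fold change was -4.02 against rods and -4.79 against blue cones (limma adjusted p = 3.31e-11 and 8.83e-12). *Neurod4* was higher in pan-BC (17830 ± 1300) than in rods (175.3 ± 61.2) and blue cones (614.2 ± 198), with log2 fold changes of 6.71 and 4.90. *Crx* was detected in all populations but was lower in pan-BC (9552 ± 304) than in rods (64910 ± 5850) and blue cones (41410 ± 2090), with log2 fold changes of -2.76 (standard error 0.14, limma adjusted p = 5.22e-09) and -2.12 (limma adjusted p = 2.5e-06).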

Nearly one-third (176) of differentially expressed TFs are members of the zinc finger (ZF) family, many of which are more highly expressed in rods compared to bipolar cells but not in blue cone compared to bipolar cells. Conversely, of the top 10% differentially expressed TFs, the majority (25 of 35) are more highly expressed in bipolar cells compared to either rods or cones, and of these, most (16 of 25) are classified as HD, ZF or bHLH. Thus, the transcriptomes of bipolar cells and photoreceptors are significantly divergent, despite various functional and morphological similarities between the two cell classes.

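Of the genes that differed between pan-BC and either photoreceptor type, 4336 were higher in pan-BC, 2848 were lower, and 29 were higher against 1 type and lower against the other. Leaving out these 29, the share higher in pan-BC was 60.4%. The share was most changed by scaling each library to its total alone, without a factor for composition, which gave 70.2%. In the 3 rod libraries the 10 genes with the most reads took 20.02% to 23.55% of all counted reads, against 8.92% to 9.35% in the 3 pan-BC libraries.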

In contrast, comparison of the transcriptomes of ON and OFF bipolar cells identified only 680 genes that were differentially expressed by at least two-fold (317 ON- and 363 OFF-enriched at FDR < 0.05; Supplementary file 5). This figure is less than half of the number of differentially expressed genes identified between rods and blue cones (1,471), indicating that the transcriptomes of the two categories of bipolar cells are quite similar.

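Between ON-BC and OFF-BC, 874 genes differed, of which 393 were higher in ON-BC and 481 in OFF-BC. By edgeR's F test with a minimum fitted fold change, the alternative that moved this number most, there were 1946. Of the genes that the paper lists, 672 could be matched by name, and 573 of these were among the 874, all in the direction that the paper gives. DESeq2 on the recovered reads called 939 genes, including 660 of the 672. The largest increase in ON-BC was that of *Grm6*, the gene whose promoter drives YFP in the sorted mice, with 13500 ± 300 (SD, n = 3) normalized counts in ON-BC and 267.6 ± 284 in OFF-BC, a log2 fold change of 6.24 (standard error 0.55, limma adjusted p = 2.7e-06). *A230077H06Rik* and *Il1rapl2* followed by limma, with log2 fold changes of 6.15 and 6.06. The order depends on the test. *Il1rapl2* lay above *Grm6* by edgeR (5.90 against 5.68) and by DESeq2 (5.91 against 5.66). The largest increases in OFF-BC were those of *Cadps2*, *Fam19a4* and *Esam*, with log2 fold changes of -8.35, -7.96 and -7.89. *Cadps2* had 472.1 ± 89.2 normalized counts in OFF-BC and reads in only 1 ON-BC library (1.96 normalized counts, limma adjusted p = 3.82e-09), so that its fitted change depends on the 1 added before the logarithm. Among genes that the paper uses as markers, *Tacr3* had 2094 ± 568 in OFF-BC and 13.08 ± 9.55 in ON-BC, a log2 fold change of -7.60 (standard error 0.81, limma adjusted p = 1.4e-05).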

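Rods and blue cones differed at 2231 genes, 650 of them higher in rods, by the same limma test. Under each of the alternatives applied to both comparisons, more genes differed between rods and blue cones than between ON-BC and OFF-BC. With edgeR's F test, which gave the highest number of calls between ON-BC and OFF-BC, 4287 genes differed between rods and blue cones. The largest differences were at *Abca13*, with 1362 ± 74.4 (SD, n = 3) normalized counts in rods and 1.246 ± 1.15 in blue cones (log2 fold change 9.41, standard error 0.58, limma adjusted p = 2.45e-09), and at *Tnc*, with 3.039 ± 1.92 in rods and 1756 ± 198 in blue cones (log2 fold change -8.89, standard error 0.41, limma adjusted p = 6.32e-11). *Fam160a1* (9.28) was also among the highest in rods, and *Pik3ap1* (-8.42) and *Wscd2* (-8.38) among the highest in blue cones. From the number of genes that differ between bipolar cells and photoreceptors the paper concludes that the transcriptomes of these classes are divergent, and from the smaller number between ON and OFF bipolar cells than between rods and cones it concludes that the bipolar subclasses are more similar to each other.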

Of note, a recent study by Shekhar et al. (2016), described single-cell expression profiles for bipolar cell types using Drop-seq. To compare our results with this study, we pooled data from Shekhar et al. across inferred cell types to generate ‘pseudo-bulk’ ON, OFF, and pan bipolar cell gene expression profiles. We found that expression estimates from bulk and pooled pseudo-bulk single-cell RNA-seq are well correlated (Pearson correlation coefficients range from 0.82 to 0.85, Figure 2—figure supplement 1A–C). Similarly, pairwise comparisons showed that bulk ON, OFF, and pan bipolar cell populations were most strongly correlated with their pseudo-bulk counterparts, suggesting that the two approaches yield similar cell type-specific expression profiles (Figure 2—figure supplement 1D).

Shekhar et al. also identified an ON bipolar cell type (BC5D) that expresses low levels of *Grm6* and could thus have been incorrectly sorted into our OFF population. To evaluate this possibility, we examined RNA-seq data for *Lrrtm1*, a gene specific to BC5D bipolar cells (Shekhar et al., 2016). We observed low read counts for *Lrrtm1* in both ON and OFF bipolar populations, suggesting that BC5D cells were not sorted into either group. 

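*Lrrtm1* had 94.69 ± 23.3 (SD, n = 3) normalized counts in ON-BC and 79.8 ± 31.7 in OFF-BC, from 77, 124 and 81 reads and from 60, 47 and 105 reads. The log2 fold change between ON-BC and OFF-BC was 0.29 (standard error 0.43, limma adjusted p = 1). Pan-BC, which were sorted on GFP alone from mice without the *Grm6*-YFP transgene, had 448.2 ± 98.4 normalized counts, and every pan-BC library lay above every ON-BC and OFF-BC library. The log2 fold change of pan-BC was 2.23 against ON-BC (standard error 0.43, limma adjusted p = 0.311) and 2.52 against OFF-BC (limma adjusted p = 0.0433). Rods had 2.807 ± 2.31 and blue cones 0.2467 ± 0.427.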

To investigate further, we repeated the FACS experiments, this time also collecting cells exhibiting fluorescence levels in between those of the ON and OFF populations (termed YFP-low). We found that the YFP-low population expressed both the ON BC marker *Isl1* and the BC5D marker *Lrrtm1*, while the ON and OFF populations did not express *Lrrtm1* (Figure 1—figure supplement 2). These results indicate that low levels of *Grm6*-YFP expression caused BC5D cells to be excluded from both the ON and OFF bipolar populations. Given the rarity of BC5D cells, which constituted 2.3% of cells identified as bipolar cells by Shekhar et al., we believe their absence does not materially impact our analysis.

To gain insight into gene expression among individual bipolar cell types, we compared the list of genes differentially expressed between ON and OFF bipolar cells with the data of Shekhar et al. Overall, we found a strong correlation between the results of bulk ON and OFF bipolar cell expression profiling and single-cell transcriptome analysis (Figure 2; Figure 2—figure supplement 1E and Figure 2—source data 1). Additionally, 50 of the 680 differentially expressed genes found in our bulk analysis were not present in the Drop-seq data (Supplementary file 5). These 50 genes are generally expressed at low levels, even in the cell population in which they are enriched. This finding suggests that bulk RNA-seq of purified populations can provide information complementary to that obtained by single-cell profiling.

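Of the differentially expressed genes that the paper marks as absent from the Drop-seq data, 47 could be matched to the count table. In the bipolar population in which each was higher, their median was 10.4 CPM (counts scaled to the library total), with an interquartile range of 8.39 to 12.9, against 42.0 CPM (19.0 to 106) for the other 625 matched genes. The difference in medians was -1.96 on a log2 scale (permutation test, two-sided, p = 1e-05, the smallest that 100000 permutations can give). The difference in means was -1.98. Of the 47 genes, 4 lay above the median of the others.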

**Figure 2.**
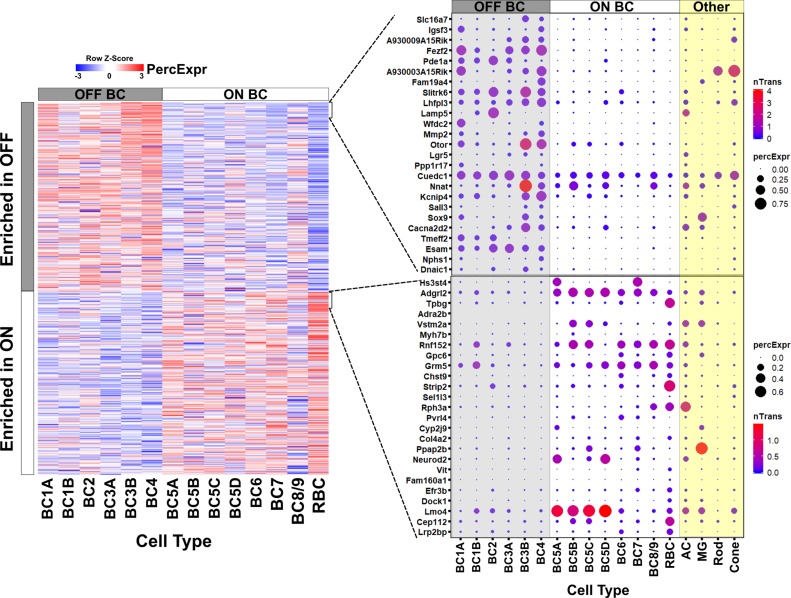
Gene expression in ON and OFF bipolar cells. Left, heatmap displaying 680 genes identified by bulk RNA-seq as differentially expressed between FACS-purified ON and OFF bipolar cell populations (current study) mapped onto single cell expression profiles for bipolar cell types identified by Drop-seq (Shekhar et al., 2016). Overall, genes identified as ON- or OFF-specific by bulk RNA-seq showed corresponding differential expression between ON and OFF bipolar types identified by Drop-seq. Right, Expression of the top 25 most differentially enriched genes (ranked by p-value) in OFF (top) and ON (bottom) bipolar populations presented as dot plots as in Shekhar et al. nTrans = mean number of transcripts expressed per cell in each cluster identified as a bipolar cell type; PercExpr = percentage of cells within each cluster found to express the indicated gene. Dot plots for all 680 differentially expressed genes are presented in Figure 2—source data 1. 10.7554/eLife.48216.008Figure 2—source data 1.Single-cell expression profiles of genes differentially expressed between ON and OFF bipolar cells.Dot plots present single cell expression data obtained by Shekhar et al. (2016) using Drop-seq for genes identified in this study by bulk RNA-seq as differentially enriched in ON or OFF bipolar cells. Drop-seq data was available for 630 of the 680 genes, which are sorted by lowest adjusted p-value. (**A-H**) Genes enriched in OFF bipolar cells. (**I-O**) Genes enriched in ON bipolar cells. nTrans = mean number of transcripts expressed per cell in each cluster identified as a bipolar cell type. PercExpr = percentage of cells within each cluster found to express the indicated gene.

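All 25 ON-enriched and all 25 OFF-enriched genes named in Figure 2 passed the test between ON-BC and OFF-BC in the bulk libraries, in the direction shown. The size of the log2 fold change ran from 2.91 to 5.76 for the ON-enriched genes, with a median of 4.07, and from 2.86 to 7.96 for the OFF-enriched genes, with a median of 6.05. For each of these genes every library of 1 population lay above every library of the other, which chance gives for 10% of genes with 3 libraries against 3. These genes were chosen by the study from the same libraries, so the separation is not independent evidence.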

**Figure 2—figure supplement 1.**
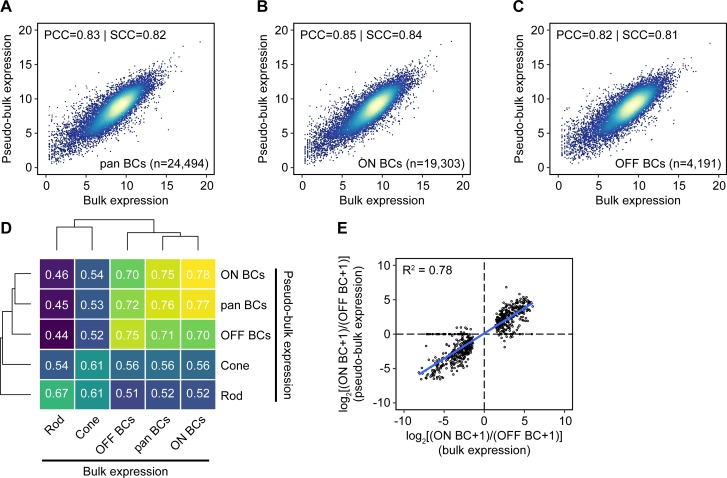
Comparison of gene expression measured by bulk RNA-seq and single-cell RNA-seq. (**A–C**) Gene expression for all, ON, and OFF BCs by bulk RNA-seq (x-axis) or aggregated from single-cell RNA-seq data from Shekhar et al. (2016) from clustered cells corresponding to the same populations (‘pseudo-bulk’, y-axis). Units are log_2_(normalized counts+1). The number of cells in each pseudo-bulk population (**n**) is shown. Genes with counts of 0 in bulk, pseudo-bulk, or both datasets are not shown (6,915, 11,916, and 6,851 for all BCs; 7,059, 11,920, and 7,002 for ON BCs; 6,985, 11,984, and 6,922 for OFF BCs). PCC: Pearson correlation coefficient. SCC: Spearman correlation coefficient. (**D**) Heat map of Spearman correlation coefficients between bulk and pseudo-bulk expression data (after filtering for genes with normalized counts ≥ 100 in≥1 cell type). Rows and columns are clustered hierarchically with average linkage. (**E**) Estimated log_2_ fold change calculated from bulk RNA-seq (x-axis) vs. single-cell RNA-seq (y-axis) for genes identified as differentially expressed in ON and OFF BCs by bulk sequencing.

Taken together, these data indicate that despite their sister cell type relationship, photoreceptor and bipolar cells have markedly distinct transcriptional profiles, while ON and OFF bipolar cells are more similar at the transcriptome level than rods and cones.

### Bipolar cells have a more accessible chromatin landscape than either rods or cones

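Chromatin accessibility was measured in 12 ATAC-seq libraries, 2 each from pan-BC, ON-BC, OFF-BC, rods, blue cones and green cones. In ATAC-seq, a transposase inserts sequencing adapters into open chromatin, and the number of fragments over a region measures its accessibility. The bipolar libraries were made from sorted cells of mice at postnatal day 42 to 46 and the photoreceptor libraries came from the earlier study at day 56, so that class and study cannot be separated here either. The authors aligned the reads to GRCm38 with Bowtie2, removed duplicates, kept fragments of nucleosome-free length and called peaks in each library with MACS2. They deposited the peaks of each library and 1 table of 110715 regions of 200 bp, in which the read counts of each library had been divided by 1 size factor. The counted reads recovered from the table were 7937202 and 12345845 in the pan-BC libraries, 4719715 and 4992922 in ON-BC, 4498372 and 5723557 in OFF-BC, 9665199 and 10890548 in rods, 4572550 and 8058443 in blue cones, and 7574103 and 4176776 in green cones. The paper lists processed reads for each library (Supplementary file 3), whereas the values here rest on the reads counted in the regions. Regions were tested with limma as the genes were, with blue and green cones as 1 cone level, and the 108448 regions that passed the filter on low counts were tested. Each region was assigned to the gene with the nearest transcription start site (TSS) in the RefSeq annotation of GRCm38 and was called a promoter from 1000 bp upstream to 100 bp downstream of a TSS, which gave 16520 promoters and 94195 TSS-distal regions. On simulated counts with 2 libraries per population and 100 regions changed 4-fold and 100 changed 16-fold between ON-BC and OFF-BC, among 107057 regions, the test called 7 and 76 of them and none of the unchanged regions. Far fewer regions were changed there than were called in the data, which makes the adjustment for many tests stricter.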

To compare chromatin accessibility between photoreceptor and bipolar cells, we used ATAC-seq (Assay for Transposase-Accessible Chromatin by sequencing) to generate open chromatin profiles from FACS-purified bipolar cells (Buenrostro et al., 2013). Similar to our RNA-seq data, ATAC-seq generated highly reproducible profiles across biological replicates (Pearson correlation 0.95–1.00, Figure 1—figure supplement 1). 

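The Pearson correlation of log2 values over all regions, between the 2 replicates of a population, was 0.928 in pan-BC, 0.890 in ON-BC, 0.867 in OFF-BC, 0.958 in rods, 0.918 in blue cones and 0.900 in green cones, with a median of 0.909. The correlations run across regions, which are not independent replicates. The median was 0.934 over regions with at least 10 reads in both libraries and 0.938 on log2 CPM. Correlating the normalized counts themselves, a choice made after the log2 values had been seen, moved the median most, to 0.980 (range 0.951 to 0.995). Between 29410 and 94468 peaks were deposited for each of 14 libraries, 2 of them from double-sorted green cones, which do not appear in the table of regions.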

For the purpose of our bioinformatic analyses, we define ‘promoters’ as those ATAC-seq peaks that occur between 1000 bp upstream and 100 bp downstream of a transcription start site (TSS); we refer to ATAC-seq peaks outside of this range as ‘enhancers’ or ‘TSS-distal’ elements. To compare chromatin accessibility across tissues, we combined ATAC-seq peaks from bipolar cells with previously generated ATAC-seq data from purified mouse rods, blue cones, and ‘green’ cones (i.e., *Opn1mw*-expressing cones) as well as DNase-seq data from whole retina, brain, heart, and liver to obtain a list of > 345,000 open chromatin regions (Hughes et al., 2017; ENCODE Project Consortium, 2012). Hierarchical clustering of chromatin accessibility profiles at enhancers showed that photoreceptors, bipolar cells, and whole retina cluster separately from other tissues (Figure 3A). Thus, the sister cell type relationship between photoreceptors and bipolar cells is reflected by the similarity of genome-wide patterns of enhancer chromatin accessibility.

**Figure 3.**
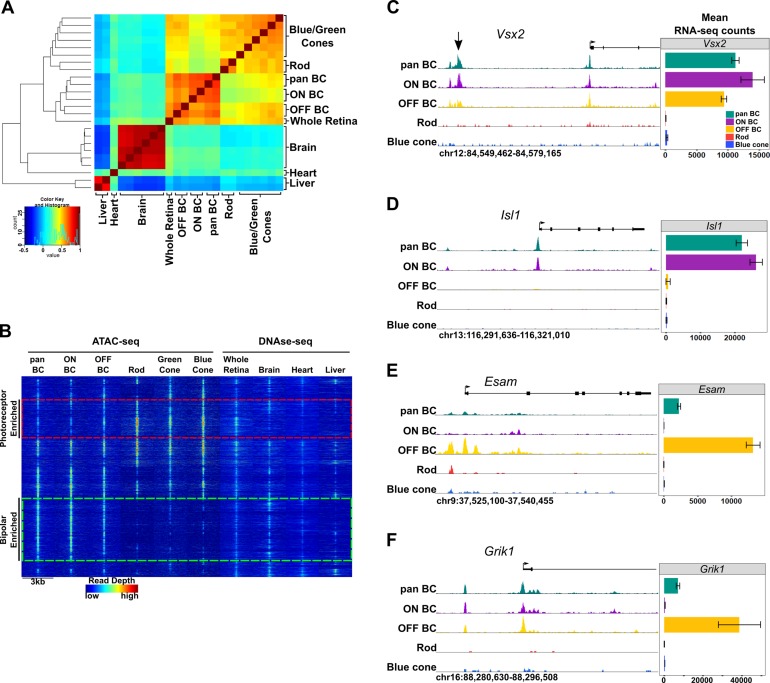
Genome-wide open chromatin profiles of ON and OFF bipolar cells. (**A**) Heatmap showing pairwise correlation between ATAC-seq data from photoreceptor and bipolar cell populations as well as DNase-seq data from whole retina, brain, heart and liver. Multiple biological replicates are shown for most tissues. Peaks from each sample were combined to generate a set of 302,518 enhancer peaks, and replicates were clustered based on read counts at each peak. Bipolar cells and photoreceptors form separate clusters. Whole retina DNase-seq clusters with bipolar cells. Photoreceptors, bipolar cells and whole retina cluster separately from other tissues. (**B**) Genome-wide profiles of chromatin accessibility in isolated photoreceptor and bipolar cell ATAC-seq datasets as well as DNase-seq datasets from additional control tissues. Rows show accessibility as indicated by read depth in 3 kb windows centered on peak summits sampled from photoreceptor, bipolar, and whole retina datasets (10,000 peaks randomly sampled from a total of 99,684 enhancer peaks are shown). Hierarchical clustering reveals peak sets enriched in photoreceptors (red box) or bipolar cells (green box). (**C–F**) Screenshots of UCSC genome browser tracks show regions of accessible chromatin in bipolar and photoreceptor populations at loci that exhibit shared or cell class-specific expression patterns. Black arrow in panel C indicates a known enhancer of *Vsx2* (Kim et al., 2008). There is an imperfect correlation between chromatin accessibility and gene expression. Bar graphs aligned with browser tracks indicate mean RNA-seq counts of each gene for the indicated populations.

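Spearman correlations between pairs of ATAC-seq libraries were computed over the 94195 TSS-distal regions, and average-linkage clustering placed all 12 libraries with the other libraries of their class. The correlation was 0.853 to 0.924 between replicates, 0.520 to 0.907 between bipolar populations and 0.671 to 0.848 between photoreceptor populations. Between bipolar and photoreceptor libraries it ran from -0.083 to 0.464. OFF-BC gave 0.380 to 0.464 with blue cones and 0.354 to 0.431 with green cones, and ON-BC gave -0.019 to 0.027 with blue cones. The regions were collected from peaks of these same libraries, and the DNase-seq datasets of the paper were not used here.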

We found that whole retina DNase-seq clustered with bipolar cell samples (Figure 3A). This finding was unexpected given that rod photoreceptors constitute ~ 80% of all cells in the mouse retina (Figure 1A) (Jeon et al., 1998) and indicates that the open chromatin profile of a complex tissue is not necessarily dominated by the most abundant cell type. This is in line with our previous comparison of genome-wide patterns of chromatin accessibility in rods, cones and whole retina, which showed that more than half of the whole retina peaks did not overlap with photoreceptor peaks, suggesting that they derive from non-photoreceptor retinal cell types (Hughes et al., 2017). This finding may be a consequence of the distinctive pattern of global chromatin closure that we previously described in rod photoreceptors (Hughes et al., 2017).

We next set out to examine patterns of chromatin accessibility within the retinal cell types in greater detail. We combined TSS-distal ATAC-seq peaks from bipolar cells and photoreceptors with DNase-seq peaks from whole retina to create a list of 99,684 retinal open chromatin regions. Clustering these regions based on chromatin accessibility across retinal and non-retinal cell types offers a broad view of cell class- and cell type-specific regions of open chromatin (Figure 3B). We found a large subset of bipolar-enriched peaks, many of which were also accessible in whole retina and brain (Figure 3B, green box). Conversely, a smaller subset of peaks showed selective accessibility in photoreceptors, with lower levels of accessibility in bipolar cells, and even less in other cell types (Figure 3B, red box). 

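TSS-distal regions were divided by the limma calls of pan-BC against photoreceptors, which do not use the ON-BC and OFF-BC values in the contrast itself. At the 4555 regions more accessible in both rods and cones than in pan-BC, the median difference between OFF-BC and ON-BC was 1.31 on the log2 scale, and it was 1.19 to 1.37 over the 4 pairs of libraries. At the 26940 regions more accessible in pan-BC than in both, the median difference was -1.28 (-1.5 to -1.06 over the pairs). Both differences were larger than the spread between pairs of libraries. Pan-BC minus ON-BC gave 0.32 and -0.22 over the same sets. The value most changed by an alternative was the first, which was 0.83 when the regions were chosen against rods alone. At 1112 regions more accessible in cones than in rods and pan-BC the OFF-BC to ON-BC difference was 2.05, and at 368 regions more accessible in rods than in cones and pan-BC it was -0.06. Spearman correlations over all TSS-distal regions were 0.894 to 0.907 between pan-BC and ON-BC libraries, 0.628 to 0.666 between pan-BC and OFF-BC, and 0.520 to 0.562 between ON-BC and OFF-BC.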

While pan BCs and ON-BCs showed nearly identical open chromatin profiles, OFF-BC open chromatin patterns were somewhat divergent, with slightly more accessibility in the photoreceptor-enriched subset (red box) and less in the bipolar-enriched subset (green box) compared to ON-BC. Overall, the sum of photoreceptor and bipolar cell ATAC-seq peaks accounted for 83 percent of whole-retina DNase-seq peaks, with the remainder presumably deriving from other inner retinal cell classes. These data suggest that relatively few regions of open chromatin are truly photoreceptor-specific, and that regions enriched in bipolar cells are more likely to be accessible in other tissues, particularly in brain. For instance, compared to photoreceptors, a greater proportion of bipolar cell peaks corresponded to DNase-seq peaks in brain (47% vs 37%). 

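Accessibility in pan-BC differed from that in rods or cones at 58070 of the 108448 regions tested by limma against a log2 fold change of 1. Of these, 43770 were more accessible in pan-BC, 14172 were less accessible, and 128 went both ways. Leaving out the latter, the share more accessible in pan-BC was 75.5%. Against rods 53445 regions differed, 42182 of them more accessible in pan-BC, and against cones 38157 regions differed, 30113 of them more accessible in pan-BC. These counts depend on single libraries, and without pan-BC replicate 2 they were 43554 and 35062 against rods and 23503 and 18337 against cones. Among regions under the 20000 highest peaks of any library 26134 differed and the share, taken in the same way, was 62.1%, and by edgeR's F test over all regions it was 61.4%. Between rods and cones 10217 regions differed, 545 of them more accessible in rods, but without rod replicate 1 the numbers were 5893 and 27, without rod replicate 2 they were 7037 and 29, with 8 added before the logarithm 3804 and 521, and by edgeR's F test 35363 and 8090, so that neither number is stable.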

Finally, direct comparison of ATAC-seq peaks from photoreceptor and bipolar cells identified 55,402 differentially accessible regions (FDR < 0.05), 75% of which are more accessible in bipolar cells (Supplementary file 7).

While we observed significant differences in global chromatin accessibility between photoreceptors and bipolar cells, the open chromatin profiles of ON and OFF bipolar cells were largely similar, consistent with the high degree of similarity between their transcriptomes. Specifically, only 4263 peaks were differentially accessible between ON and OFF bipolar cells. 

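By limma, 5940 of the tested regions differed between ON-BC and OFF-BC by at least the threshold. The number was moved most by testing against no change with a minimum fitted fold change, which gave 19572 regions. DESeq2 on the recovered reads called 4259. A single library had a large influence, since 2431 regions differed without OFF-BC replicate 1 and 2937 without ON-BC replicate 2, against 4181 without OFF-BC replicate 2 and 3802 without ON-BC replicate 1. From the smaller number of regions that differ between ON and OFF bipolar cells than between bipolar cells and photoreceptors, the paper concludes that the open chromatin profiles of the 2 subclasses are largely similar, like their transcriptomes.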

Of note, 79% (3359) of these differential peaks were more accessible in ON bipolar cells. 

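Of the 5940 regions, 3630 (61.1%) were more accessible in ON-BC and 2310 in OFF-BC. The share went below 50% under several alternatives. It was 49.2% with TMM scaling, 45.3% with scaling to the library total, 49.8% with 0.5 in place of 1 added before the logarithm, and 45.7% among regions under the 20000 highest peaks of any library. Without ON-BC replicate 1 it was 43.2% and without ON-BC replicate 2 it was 36.9%. In the other direction, it was 78.8% by DESeq2 and 85.6% with 8 added before the logarithm. Among the regions with the most reads (mean of 35.25 to 1331 reads in the ON-BC and OFF-BC libraries) the share was 72.7% by limma, and among those with the fewest (up to 15.0 reads) it was 47.3%.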

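Of 12252 genes with assigned regions that limma did not call between ON-BC and OFF-BC, 10.5% had a region more accessible in ON-BC and 9.4% had a region more accessible in OFF-BC. Against these, 40.1% of the genes higher in ON-BC had a region more accessible in ON-BC, and 21.0% of the genes higher in OFF-BC had 1 more accessible in OFF-BC. With 2 libraries per population, a gene without a called region is not shown to have the same accessibility in both.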

When examining loci surrounding genes expressed in both ON and OFF bipolar cells, we found that ON and OFF subclasses typically had similar open chromatin profiles (e.g., *Vsx2*, Figure 3C). In contrast, some ON- or OFF-specific genes exhibit cell subclass-specific patterns of chromatin accessibility (e.g., *Isl1* and *Esam*, Figure 3D–E). 

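The region nearest the TSS of *Isl1* (chromosome 13, 116309664 to 116309864 of GRCm38, centred at -76 bp from the TSS, where upstream positions are negative) had 322.1 ± 29 (SD, n = 2) normalized counts in ON-BC and 15.5 ± 2.86 in OFF-BC. Its log2 fold change was 4.30 (standard error 0.76, limma adjusted p = 0.00857). The TSS-distal region of *Isl1* with the largest change lies between genes on the same chromosome from 116319413 to 116319613, at -9825 bp from the TSS, and had 73.08 ± 14.7 in ON-BC against 0 and 0.9735 in the 2 OFF-BC libraries (limma adjusted p = 0.00206). Of the 23 regions assigned to *Isl1*, 8 were more accessible in ON-BC. *Isl1* RNA was at 26260 ± 1800 (SD, n = 3) normalized counts in ON-BC and 611.3 ± 628 in OFF-BC, where replicate 3 had 1329 (log2 fold change 5.96, standard error 0.58, limma adjusted p = 8.04e-06). At *Esam*, the region nearest the TSS (chromosome 9, 37527932 to 37528132, centred at -57 bp from the TSS) had 8.959 and 5.857 in the ON-BC libraries and a mean of 92.68 ± 9.92 in OFF-BC. Its log2 fold change was -3.50 (standard error 0.57, limma adjusted p = 0.00806). A region in an intron of *Esam* (37528506 to 37528706, centred at 517 bp from the TSS) had 2.957 ± 0.0409 in ON-BC and 52.17 ± 21.5 in OFF-BC (log2 fold change -3.69, standard error 0.69, limma adjusted p = 0.0171), and 3 of the 5 regions of *Esam* were more accessible in OFF-BC. *Esam* RNA was at 55.68 ± 13.5 (SD, n = 3) in ON-BC and 13190 ± 1020 in OFF-BC. The TSS-distal region of *Isl1* was called in 20 of 20 alternatives, among them the 4 without a single ON-BC or OFF-BC library. The calls at the promoters of *Isl1* and *Esam* and in the *Esam* intron depend on single libraries. Without ON-BC replicate 2 the limma adjusted p was 0.0762 at the *Isl1* promoter, 0.0641 at the *Esam* promoter and 0.077 in the *Esam* intron. Without OFF-BC replicate 1 it was 0.0872, 0.08 and 0.177, and without ON-BC replicate 1 it was 0.0521 at the *Isl1* promoter and 0.0656 in the *Esam* intron. Over 20 alternatives the adjusted p ran from 3.76e-12 to 0.0872 at the *Isl1* promoter, from 5.82e-05 to 0.08 at the *Esam* promoter and from 0.000754 to 0.177 in the *Esam* intron.

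**Figure D1:**
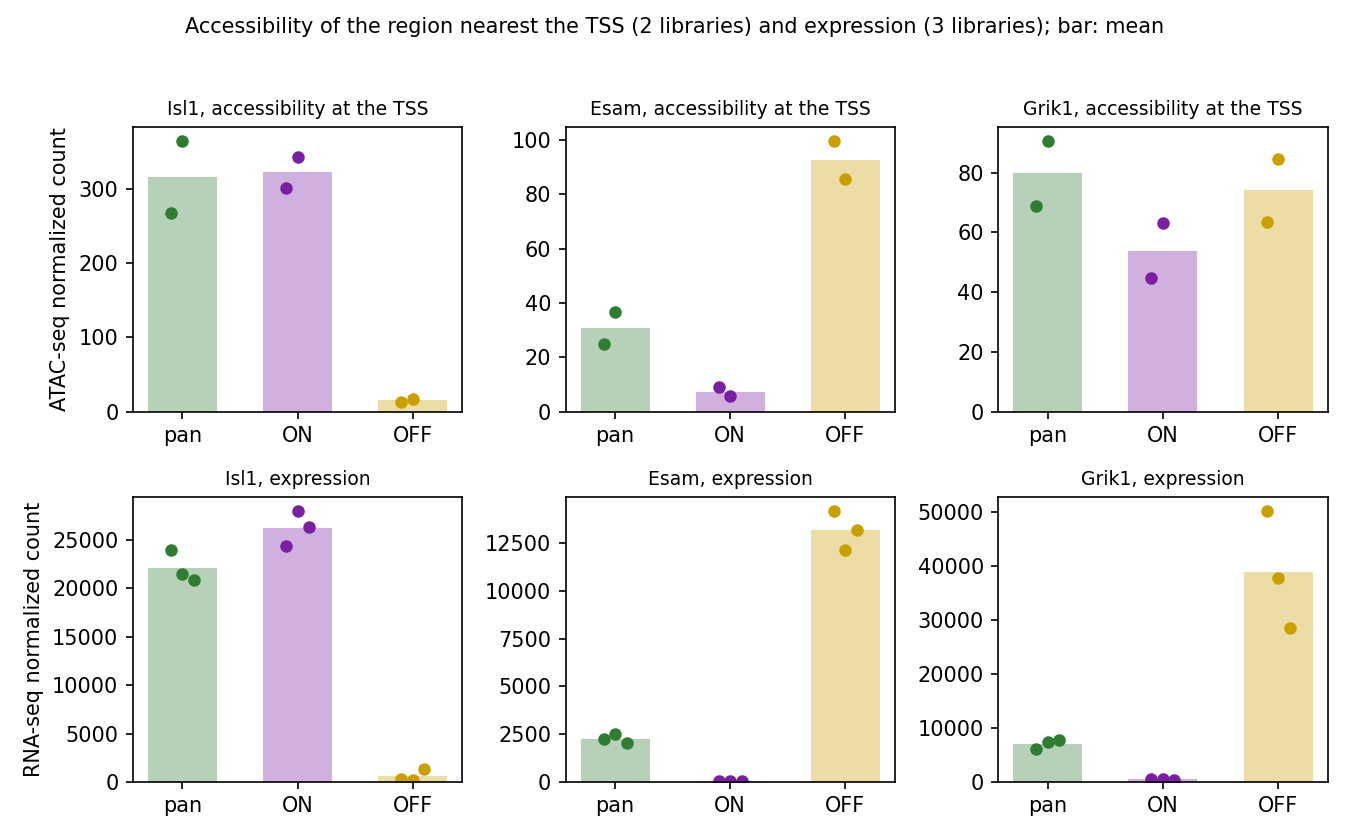
Normalized ATAC-seq counts of the region nearest the TSS (top row; points are the 2 libraries) and normalized RNA-seq counts (bottom row; points are the 3 libraries) of *Isl1*, *Esam* and *Grik1* in pan-BC, ON-BC and OFF-BC, with bars at the mean. Accessibility and expression differ between ON-BC and OFF-BC at *Isl1* and *Esam*, and at *Grik1* expression differs and the region nearest the TSS was not called.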

We found an overall correlation between accessibility and associated gene expression (Figure 5—figure supplement 1) but did not see this pattern at all gene loci (e.g., *Grik1*, Figure 3F).

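*Grik1* RNA was at 469.4 ± 93.8 (SD, n = 3) normalized counts in ON-BC and 38800 ± 10800 in OFF-BC, a log2 fold change of -6.35 (standard error 0.45, limma adjusted p = 2.26e-07). The region nearest its TSS (chromosome 16, 88290239 to 88290439, centred at -123 bp from the TSS) had 53.88 ± 12.8 (SD, n = 2) normalized counts in ON-BC and 74 ± 15.1 in OFF-BC, and was not called (log2 fold change -0.46, standard error 0.81, limma adjusted p = 1). Of the 6 regions assigned to *Grik1*, 0 were more accessible in OFF-BC and 1 was more accessible in ON-BC by limma, and this was also the only region at an unadjusted p under 0.05. By edgeR 1 differed and by DESeq2 0 did. Over the regions called between ON-BC and OFF-BC whose assigned gene was tested, 74.5% of 110 promoters and 57.6% of 3607 enhancers changed in the same direction as their assigned gene. Among the genes higher in ON-BC that had assigned regions, 54.5% had no region that differed, and among the genes higher in OFF-BC, 66.3% had none.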

### Photoreceptor and bipolar cells employ closely related yet distinct *cis*-regulatory grammars

Having compared global accessibility between photoreceptor and bipolar cells, we next sought to compare them in terms of ‘*cis*-regulatory grammar’, which we define as the number, affinity, spacing and orientation of TF binding sites within the open chromatin regions of a given cell type or class. To begin, we assessed all 319 TF binding site motifs from the HOMER database for enrichment within bipolar cell open chromatin regions (Heinz et al., 2010). The most highly enriched motifs within enhancers corresponded to CTCF, K50 HD, E-box, nuclear receptor, and MADS box motifs (Supplementary file 8). All of these motifs were previously shown to be among the most enriched motifs in photoreceptor ATAC-seq peaks as well (Hughes et al., 2017). The similarity in the patterns of TF binding site enrichment between photoreceptors and bipolar cells can be better understood in the context of known patterns of TF expression in these cell classes. Specifically, the K50 HD TFs OTX2 and CRX are master regulators of gene expression programs in photoreceptor and bipolar cells. Likewise, bHLH TFs (which recognize E-box motifs) play roles in fate specification and maintenance of both photoreceptor and bipolar cell gene expression programs, as described in the Introduction. Finally, enrichment of ZF motifs recognized by CTCF in both cell classes is in line with reports that CTCF motifs often lie in ubiquitously accessible chromatin regions, where CTCF recruitment is thought to mediate interactions between promoters and enhancers, among other functions (Splinter et al., 2006; Rao et al., 2014; Song et al., 2011).

Despite the overall similarity between the *cis*-regulatory grammars of bipolar cells and photoreceptors, there are notable quantitative differences in motif enrichment between the two cell classes. To systematically identify these differences, we compared the proportion of peaks containing each of the 319 motifs between pan-bipolar cells and each photoreceptor cell type (Supplementary file 8). The most differentially enriched motifs corresponded to those with the highest enrichment in each cell class and are summarized in Figure 4. 

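Motifs were counted in the deposited peaks of each library that lie outside promoters, within 100 bp of the peak summit, on either strand. A library had between 18425 and 79425 such peaks. The paper scored HOMER motifs, which allow each base with a weight, whereas exact strings were counted here, so the shares are not those of Figure 4. The K50 homeodomain motif was taken as TAATCC, which is recognised by homeodomains with lysine at position 50 such as those of CRX and OTX2. It was present in 19.92% ± 1.45 (SD, n = 6 libraries) of peaks in pan-BC, ON-BC and OFF-BC, and in 28.2% ± 0.47 (SD, n = 6) of peaks in rods, blue cones and green cones. The difference of -8.28 percentage points had p = 0.00216 (exact permutation test, two-sided), the smallest p that 6 libraries against 6 allow, and 0.00361 after adjustment over 5 motifs. The permutation treats the libraries as independent, although they come in pairs of replicates from the same population. With populations as the unit, no p under 0.05 could be reached. This limit holds for every permutation test of motifs between libraries below. In flanks 400 to 500 bp from the summit the share was 7.34% in bipolar and 7.77% in photoreceptor libraries, so that the summits held the motif 2.71 times and 3.63 times as often as the flanks.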

Although both photoreceptors and bipolar cells showed marked enrichment for K50 HD motifs, these motifs were more enriched in photoreceptors (Figure 4). Conversely, E-box motifs were more enriched in bipolar cells than photoreceptors. 

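The E-box was taken as CATCTG, the form bound by bHLH factors of the NEUROD family. It was present in 28.59% ± 1.44 (SD, n = 6 libraries) of TSS-distal peaks in bipolar populations and in 18.9% ± 1.11 (SD, n = 6) in photoreceptor populations, a difference of 9.69 percentage points (exact permutation test, two-sided, p = 0.00216, adjusted over 5 motifs 0.00361). Every bipolar library lay above every photoreceptor library. The share was 1.98 times that of the flanks in bipolar and 1.32 times in photoreceptor libraries. Between populations it ran from 26.8% in OFF-BC to 29.8% in ON-BC, and from 17.5% in rods to 19.7% in blue cones.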

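Monomeric Q50 homeodomain motifs, recognised by homeodomains with glutamine at position 50, were taken as TAATTA or TAATTG, and the dimeric motif as TAATNNNATTA, in which N is any base. The monomeric motif was present in 11.24% ± 0.68 (SD, n = 6 libraries) of TSS-distal peaks in bipolar populations and in 12.13% ± 1.58 (SD, n = 6) in photoreceptor populations, a difference within the spread between libraries (-0.89 percentage points, exact permutation test, two-sided, p = 0.236). Much of this spread lay between photoreceptor populations, with 10.4% in rods, 12.1% in green cones and 13.9% in blue cones. Both blue cone libraries (13.5% and 14.3%) lay above every bipolar library (at most 12.19%), and rods lay below the bipolar mean. The difference between the classes changed sign to 1.40 when the window was widened to 200 bp on each side of the summit and was -2.45 over the 20000 highest peaks of each library (exact permutation p = 0.00649). Relative to its share in the flanks, which was 13.4% in bipolar and 11.13% in photoreceptor libraries, it was 0.84 in bipolar and 1.09 in photoreceptor peaks. This ratio was 0.97 in rods, 1.07 in green cones and 1.22 in blue cones, and it differed between classes (exact permutation test, two-sided, p = 0.00216). The dimeric motif was present in 0.68% ± 0.06 of bipolar and 1.47% ± 0.14 of photoreceptor peaks (exact permutation p = 0.00216, adjusted over 5 motifs 0.00361). Its ratio to the flanks was 1.38 in bipolar and 3.89 in photoreceptor libraries. The CTCF motif, for comparison, was present in 21.01% ± 2.93 and 19.14% ± 1.84 (exact permutation p = 0.232), but it also differed over the 20000 highest peaks (26.6% and 19.53%) and as a ratio to the flanks (8.68 and 6.46, exact permutation p = 0.00216 in both).

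**Figure D2:**
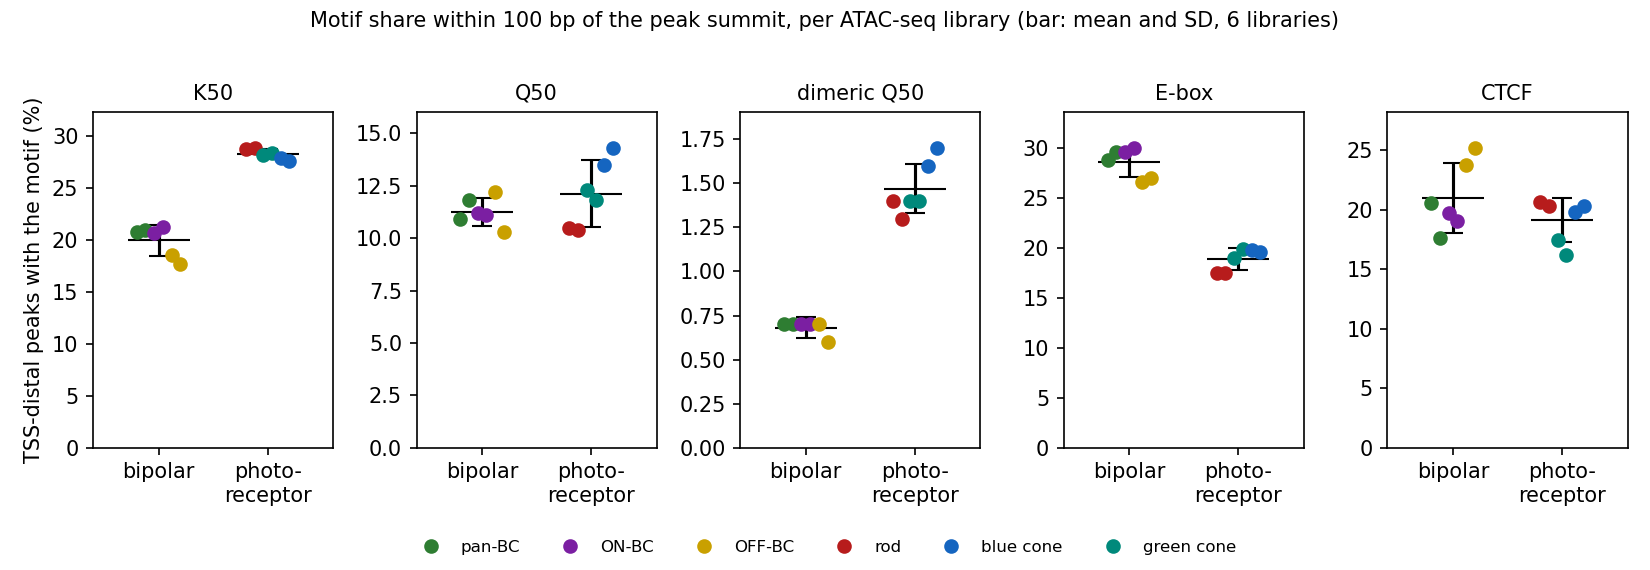
Share of TSS-distal peaks (%) with each of 5 motifs within 100 bp of the summit, for each of 6 bipolar and 6 photoreceptor ATAC-seq libraries (points, coloured by population), with the mean and SD of each class. Each panel has its own axis, which starts at 0. The classes do not overlap for K50, dimeric Q50 and E-box motifs, and they overlap for Q50 and CTCF.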

The most striking difference in TF binding site enrichment between the two cell classes was the enrichment of both monomeric and dimeric Q50 HD motifs in photoreceptor open chromatin regions and their lack of enrichment in bipolar regions (Figure 4). The most well-characterized Q50 HD TF expressed in photoreceptors is RAX, which is required for cone gene expression and survival (Irie et al., 2015). In contrast, bipolar cells express multiple Q50 HD TFs (VSX2, VSX1, ISL1, LXH3, LHX4, AND SEBOX) (Shekhar et al., 2016). 

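*Rax* RNA was at 288.3 ± 39 (SD, n = 3) normalized counts in rods and 323.7 ± 133 in blue cones, and at 19.79 ± 3.4 in pan-BC, 13.6 ± 7.2 in ON-BC and 12.43 ± 7.54 in OFF-BC. The log2 fold change of pan-BC was -3.80 against rods (standard error 0.42, limma adjusted p = 1.14e-05) and -3.89 against blue cones (limma adjusted p = 1.22e-05). The ON-BC libraries had 21.67, 7.839 and 11.29 normalized counts of *Rax*.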

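*Vsx1*, *Isl1*, *Lhx3*, *Lhx4* and *Sebox* were all higher in pan-BC than in rods and in blue cones. The log2 fold changes against rods were 8.39, 8.08, 8.54, 8.13 and 6.93, with limma adjusted p-values of 2.5e-09, 6.55e-09, 1.29e-07, 1.45e-14 and 3.66e-11. Against blue cones they were 7.64, 7.39, 6.82, 3.40 and 6.91. In pan-BC *Sebox* had 23170 ± 2110 (SD, n = 3) normalized counts, *Lhx4* 5673 ± 285, *Vsx1* 794.3 ± 143 and *Lhx3* 764.3 ± 133. *Lhx4* was also detected in blue cones (537.1 ± 24.9). *Sebox* differed between ON-BC (22380 ± 1150) and OFF-BC (1038 ± 778), with a log2 fold change of 4.70. *Vsx1* (1.82, limma adjusted p = 0.749) and *Lhx4* (-1.47, limma adjusted p = 0.196) did not pass the test between ON-BC and OFF-BC. *Vsx1* passed it by edgeR (adjusted p = 0.0115) and DESeq2 (0.0484) on the recovered reads and by limma with only the 2 groups (0.0284), and *Lhx4* passed it without ON-BC replicate 2 (limma adjusted p = 0.00708), the library with the highest of the ON-BC values (4363, against 2566 and 2400). Over 21 alternatives the adjusted p ran from 4.14e-05 to 1 for *Vsx1* and from 1.1e-05 to 0.813 for *Lhx4*.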

VSX2 is required for bipolar cell development and is expressed in all mouse bipolar cell types throughout development and into adulthood (Livne-Bar et al., 2006; Liu et al., 1994). The paradoxical absence of Q50 HD motif enrichment in bipolar open chromatin regions despite the presence of multiple Q50 HD TFs in this cell class may be explained by the observation that VSX2 acts as a repressor of photoreceptor CREs (Dorval et al., 2006). The lack of Q50 motif enrichment in bipolar cells could be due to selective repression of photoreceptor-specific open chromatin regions by VSX2, which, in turn, prevents ectopic expression of photoreceptor genes in bipolar cells, a possibility that we will return to in the final section of the Results.

**Figure 4.**
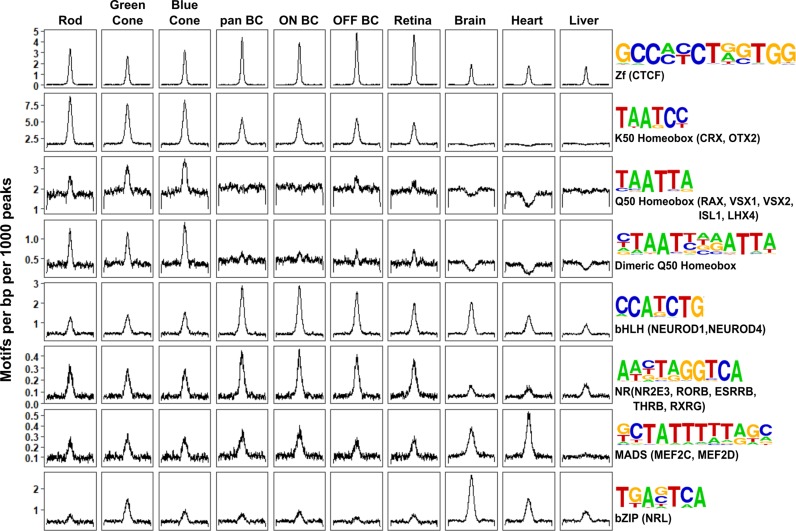
Patterns of TF binding site enrichment across retinal cell classes. Motif enrichment patterns identified in bipolar and photoreceptor ATAC-seq datasets as well as in DNase-seq datasets from adult mouse whole retina, brain, heart, and liver. This analysis included all enhancer (i.e., TSS-distal) open chromatin peaks from each cell class or tissue. Each panel is centered on a 1 kb window around peaks from the indicated dataset. Motif density (motifs per base pair per 1000 peaks) is shown on the Y-axis. Consensus sequences for each motif class and example TFs (in parentheses) expressed in photoreceptors and bipolar cells are shown on the right. Photoreceptor and bipolar cell populations share enrichment for K50 HD motifs, while only photoreceptors show enrichment for Q50 HD motifs.

**Figure 4—figure supplement 1.**
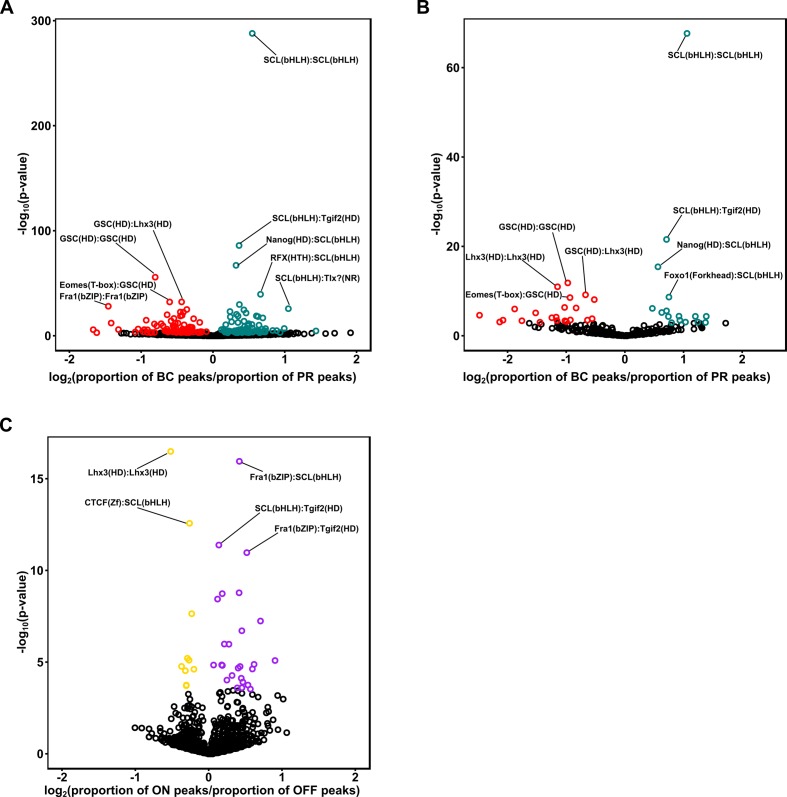
Enrichment of motif pairs in photoreceptors and bipolar cells. (**A**) Scatterplot comparing the difference in proportion of enhancer peaks containing motif pairs in photoreceptors and bipolar cells. Each point corresponds to a distinct motif pair generated by taking all pairs from a list of 67 non-redundant motifs from the HOMER database (see Materials and methods). Statistically significant differences in the proportion of peaks harboring each pair are indicated in red (greater proportion in photoreceptors) or green (greater proportion in bipolar cells) (Fisher's exact test, FDR < 0.01). Motif pairs with the most significant difference in proportion (by p-value) are indicated and include individual motifs which are highly differentially enriched between the two cell classes, including K50 HD (GSC), Q50 HD (LHX3), and E-box (SCL). (**B**) Scatterplot as in A, showing the proportion of motif pairs within photoreceptor or bipolar cell-enriched peak sets (as defined in Figure 5A). (**C**) Scatterplot as in A and B, comparing the difference in proportion of motif pairs between enhancer peaks in ON and OFF bipolar cells. Motif pairs with statistically significant differences in proportion are indicated in purple (greater proportion in ON BC) or gold (greater proportion in OFF BC) (Fisher's exact test, FDR < 0.01).

**Figure 4—figure supplement 2.**
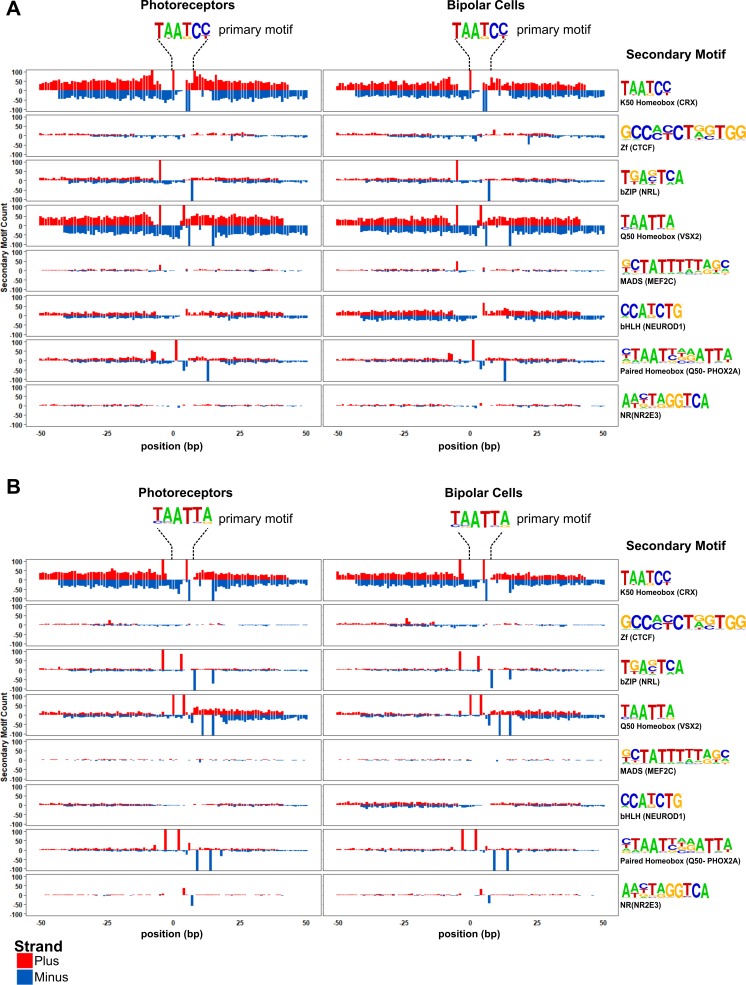
Motif spacing and orientation in photoreceptor and bipolar cells. Peaks from photoreceptors (left) and bipolar cells (right) are centered on K50 HD (**A**) or Q50 HD motifs (**B**). Per base-pair counts for secondary motifs (PWM and example TFs shown at the far right) are plotted in a 100 bp window surrounding the primary motif, with counts on the plus strand shown in red, and the minus strand shown in blue. The y-axis was limited to ± 100.

To further compare the *cis*-regulatory grammars of bipolar cells and photoreceptors, we examined TF binding site co-occurrence and spacing within each cell class. For this analysis we compared a combined list of enhancer regions from rod and cones to that of bipolar cells. As expected, motif pairs enriched in specific peak sets tended to include motifs that showed the highest individual enrichment in the same cell type. Likewise, differentially enriched motif pairs included one or more differentially enriched motifs, such as K50 and Q50 HD motifs in photoreceptors and bHLH motifs in bipolar cells (Figure 4—figure supplement 1A–B). Of note, while we identified specific motif pairs enriched in each cell type, the frequencies of these pairs are consistent with an independent model (i.e., the number of occurrences of motif pairs is approximately what would be expected given the number of occurrences of each individual motif and assuming a random distribution of motifs across peaks). As with chromatin accessibility, enrichment of motif pairs is highly similar between ON and OFF bipolar cells, with nominally differentially enriched pairs showing similar proportions (Figure 4—figure supplement 1C). Finally, to investigate preferences in spacing and orientation between pairs of motifs, we plotted the density of highly enriched motifs (those depicted in Figure 4) centered on regions flanking K50 and Q50 HD motifs in each peak set. As described previously for photoreceptors, spacing and orientation preferences in bipolar open chromatin regions were minimal (Figure 4—figure supplement 2) (Hughes et al., 2017). Thus, the primary differences in the *cis*-regulatory grammar of the two cell classes appears to be the degree of HD and E-box motif enrichment.

### Photoreceptor- and bipolar-specific open chromatin regions are positively correlated with cell class-specific gene expression

We next sought to determine the extent to which photoreceptor- and bipolar-enriched open chromatin regions correlate with cell type-specific gene expression. To this end, we assigned each of the 55,402 regions identified as differentially accessible between photoreceptor and bipolar cells to a candidate target gene based on proximity to the nearest transcription start site and compared mean RNA-seq expression values for the assigned genes. 

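Log2 fold changes in accessibility at differentially accessible regions whose assigned gene was tested were set against the log2 fold change of that gene. For pan-BC against rods, Spearman's correlation was 0.71 at 4007 promoters and 0.40 at 30309 enhancers. For pan-BC against cones, with expression taken from blue cones, it was 0.68 at 1829 promoters and 0.34 at 22039 enhancers, and for ON-BC against OFF-BC it was 0.45 at 110 promoters and 0.16 at 3607 enhancers. The correlations run across regions, several of which can share a gene, and these are not independent replicates, so no p-value is given. Computed from single pairs of libraries, the correlation at promoters was 0.69 to 0.72 for pan-BC against rods and 0.38 to 0.51 for ON-BC against OFF-BC, and at enhancers it was 0.15 to 0.17 for ON-BC against OFF-BC. The alternative that moved the first value most was the use of all regions, whether or not they differed, which gave 0.41. Accessibility and expression changed in the same direction at 77.0% of these promoters and 71.7% of these enhancers between pan-BC and rods.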

As described in previous studies, we observed a modest correlation between enhancer accessibility and gene expression, and a more robust correlation between promoter accessibility and gene expression (Figure 5—figure supplement 1) (Hughes et al., 2017; Pastor et al., 2014; Ampuja et al., 2017; de la Torre-Ubieta et al., 2018).

Our analysis of global chromatin accessibility suggested that many of the differentially accessible peaks were also open in other tissues, especially those enriched in bipolar cells compared to photoreceptors (Figure 3E). To gain a better understanding of the cell type-specific open chromatin regions that drive gene expression differences between these two cell classes, we refined our analysis to exclude peaks shared with non-retinal cell types. We identified 8435 enhancer regions which are accessible either in photoreceptors or bipolar cells, but not accessible in brain, liver or splenic B cells (Figure 5A). This set includes 1291 regions that are open in both photoreceptors and bipolar cells, and 7144 regions that are differentially accessible between the two cell classes (Figure 5A). We found that ~ 46% (3,270) of the differentially accessible peaks were more open in bipolar cells. Thus, most of the bipolar cell-enriched regions identified in the previous section were also accessible in one or more non-retinal tissues. As with the enhancer regions from the unfiltered list, assigning genes to this more retina-specific set of differentially accessible regions also shows a correlation between accessibility and gene expression (Figure 5B). To visualize this association and identify the peaks that underly it, we plotted all 8435 peaks according to fold-change differences in accessibility and gene expression between bipolar cells and rods (Figure 5C) and between bipolar cells and blue cones (Figure 5—figure supplement 1D). 

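Regions outside promoters were selected here when both the region and its assigned gene passed the limma test and both changed at least 4-fold. The paper first removed peaks that are open in brain, liver or splenic B cells by DNase-seq, a step that was not repeated here, so the sets are larger than those of the paper. Against rods, 11682 regions were higher in pan-BC together with their gene and 1783 were lower together with it, while 2052 (13.2%) changed in the opposite direction to it. Against cones, the corresponding numbers were 6945, 1146 and 1575 (16.3%). The union over both comparisons, without the 10 regions that fell in both sets, held 12353 bipolar and 2317 photoreceptor regions.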

We then selected for further analysis those peaks that exhibited correlated accessibility and gene expression in photoreceptors (highlighted in red or blue in Figure 5C and Figure 5—figure supplement 1D; n = 901) or bipolar cells (highlighted in green in Figure 5C and Figure 5—figure supplement 1D; n = 833). These differentially enriched peaks represent strong candidates for CREs that mediate the gene expression differences between the two cell classes. Indeed, the photoreceptor peak set contains known enhancers responsible for driving cell type-specific expression of *Rhodopsin* (*Rho*) and components of the rod-specific phototransduction cascade (Corbo et al., 2010; Nie et al., 1996), while the bipolar peak set contains a known enhancer that drives *Vsx2* expression in bipolar cells (Kim et al., 2008). 

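At *Abca4*, which the paper displays, a region in an intron (chromosome 3, 122053639 to 122053839, at 9279 bp from the TSS) was more accessible in rods (log2 fold change -3.74, standard error 0.3, limma adjusted p = 6.05e-07), as were 7 of its 23 regions, and 4 were more accessible in pan-BC. At *Prkca*, an intronic region (chromosome 11, 108320480 to 108320680) was more accessible in pan-BC than in rods (log2 fold change 4.87, standard error 0.86, limma adjusted p = 0.000553), and 3 regions of this gene were more accessible in pan-BC while 7 were more accessible in rods. At *Opn1mw*, the region on chromosome X from 74123514 to 74123714, at -3852 bp from the TSS, was less accessible in pan-BC than in cones (log2 fold change -3.46, standard error 0.36, limma adjusted p = 3.69e-05). These regions of *Abca4* and *Opn1mw* belonged to the photoreceptor set and that of *Prkca* to the bipolar set.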

To gain insight into the possible biological functions of these peaks we used GREAT to assign biological annotations based on nearby genes (McLean et al., 2010). As was found with the unfiltered datasets, photoreceptor peaks are linked with genes associated with light sensation, whereas bipolar peaks are linked to genes involved in more generic neuronal functions (Figure 5—figure supplement 2).

**Figure 5.**
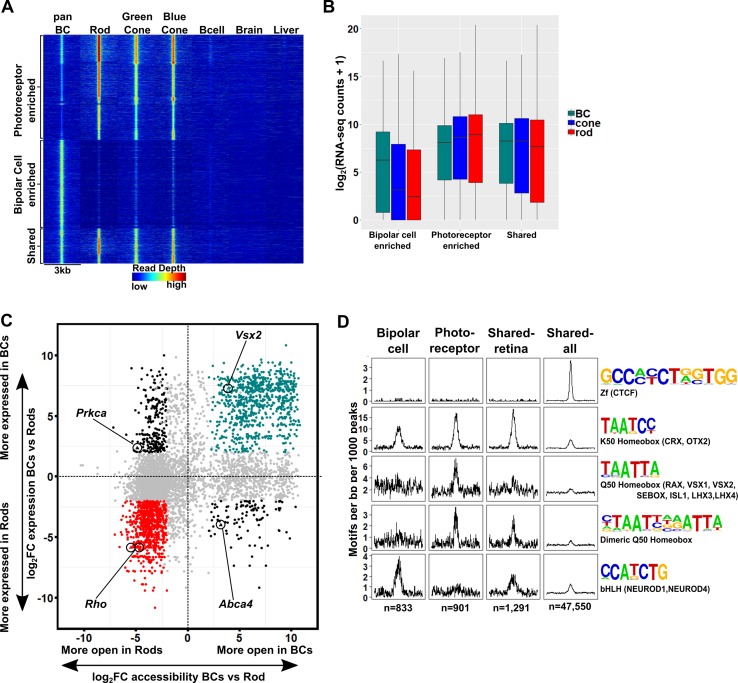
The *cis*-regulatory grammar of genomic regions associated with differential chromatin accessibility and gene expression in bipolar cells and photoreceptors. (**A**) Heatmap depicting 8,435 genomic regions determined by pairwise comparison to be differentially accessible in photoreceptors, bipolar cells, or both cell classes, compared to adult mouse B cells, brain and liver. Photoreceptor-enriched (n = 3,874), bipolar cell-enriched (n = 3,270), shared (n = 1,291). (**B**) Expression of genes to which classes of peaks defined in A were assigned by proximity to nearest TSS. There is a moderate correlation between chromatin accessibility and gene expression in each cell class. (**C**) Peaks identified in panel A are plotted according to chromatin accessibility (x-axis) and associated gene expression (y-axis) in bipolar cells versus rods. Peaks with four-fold greater chromatin accessibility and associated gene expression in bipolar cells are shown in green (FDR < 0.05 for both accessibility and expression), while those peaks with greater accessibility and associated gene expression in rods are shown in red. Shared peaks and those associated with modest (less than four-fold) differences in expression are in gray. Peaks with discordant chromatin accessibility and associated gene expression are shown in black. Peaks assigned to genes expressed specifically in photoreceptors (*Rho*, *Abca4*) or bipolar cells (*Vsx2*, *Prkca*) are indicated. (**D**) Motif enrichment within peaks displaying correlated chromatin accessibility and associated gene expression in bipolar cells and photoreceptors as well as within peaks displaying shared accessibility, including those shown in panel A (shared-retina) and shared peaks which were not filtered to remove those accessible in non-retinal tissues (shared-all). Both photoreceptor and bipolar cell peaks show enrichment for K50 HD motifs. Bipolar cell peaks (n = 833) are also highly enriched for E-box motifs but lack enrichment of Q50 HD motifs. In contrast, photoreceptor peaks (n = 901) show enrichment for Q50 HD motifs but almost entirely lack E-box enrichment. Shared retina-specific peaks (n = 1,291) show a hybrid pattern of motif enrichment. Only the shared-all peak set exhibits enrichment for CTCF motifs, underscoring a key difference between cell-class specific open chromatin regions (which show no enrichment of CTCF motif) and ubiquitously open chromatin regions, which show strong enrichment.

**Figure 5—figure supplement 1.**
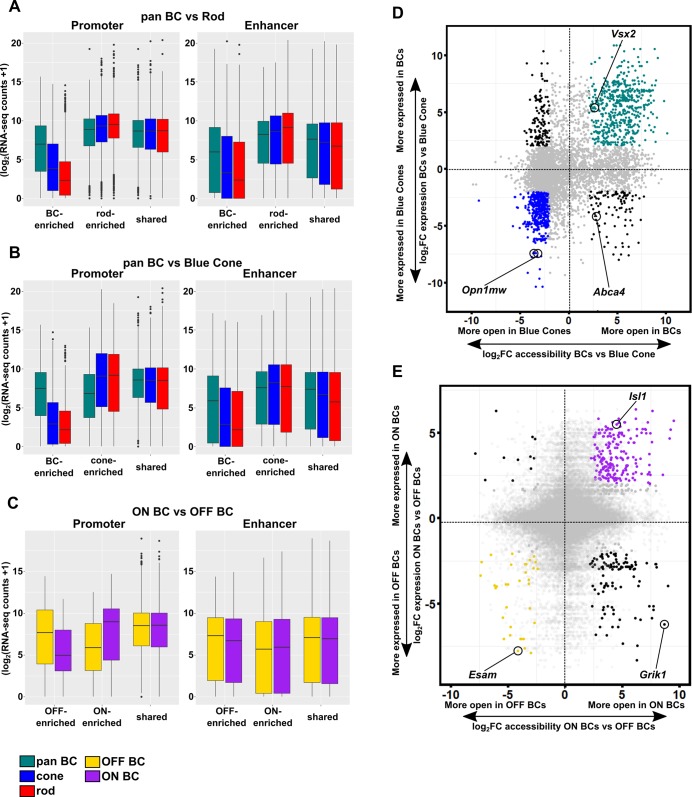
Correlation between chromatin accessibility and expression of associated genes. (**A–C**) Differentially accessible ATAC-seq peaks defined as promoters (left) or enhancers (right) were mapped to genes based on proximity to the nearest TSS. Boxplots show RNA-seq expression data for genes associated with peaks that are differentially accessible in (**A**) pan BC vs rod, (**B**) pan BC vs blue cone, and (**C**) ON bipolar cells vs OFF bipolar cells. (**D–E**) Scatterplots as in Figure 5C comparing chromatin accessibility and associated gene expression of ATAC-seq peaks in bipolar cells versus blue cones (**D**), and in ON versus OFF bipolar cells (**E**). Peaks with four-fold greater chromatin accessibility and associated gene expression (FDR < 0.05) are colored for each tissue: bipolar cells in green (n = 542), blue cones in blue (n = 505), ON-bipolar cells in purple (n = 203), and OFF-bipolar cells in gold (n = 34). Shared peaks and those with less than four-fold differences in associated gene expression are shown in gray, while those with discordant accessibility and associated gene expression are shown in black. Peaks in panel D are those identified in Figure 5A, while those in panel E are the sum of peaks identified in ON and OFF bipolar cells. Individual peaks and their assigned genes are indicated for reference.

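Between ON-BC and OFF-BC, 244 TSS-distal regions at 133 genes were at least 4-fold higher in ON-BC together with their assigned gene, and 118 regions at 82 genes were higher in OFF-BC together with it. A further 157 regions, 30.3% of those at which both differed, changed against their gene. With a 2-fold minimum in place of 4-fold, the numbers in ON-BC and OFF-BC were 274 and 137, and with promoters included they were 254 and 138. With DESeq2's calls for regions and genes they were 237 and 46, the setting that moved the OFF-BC number most.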

**Figure 5—figure supplement 2.**
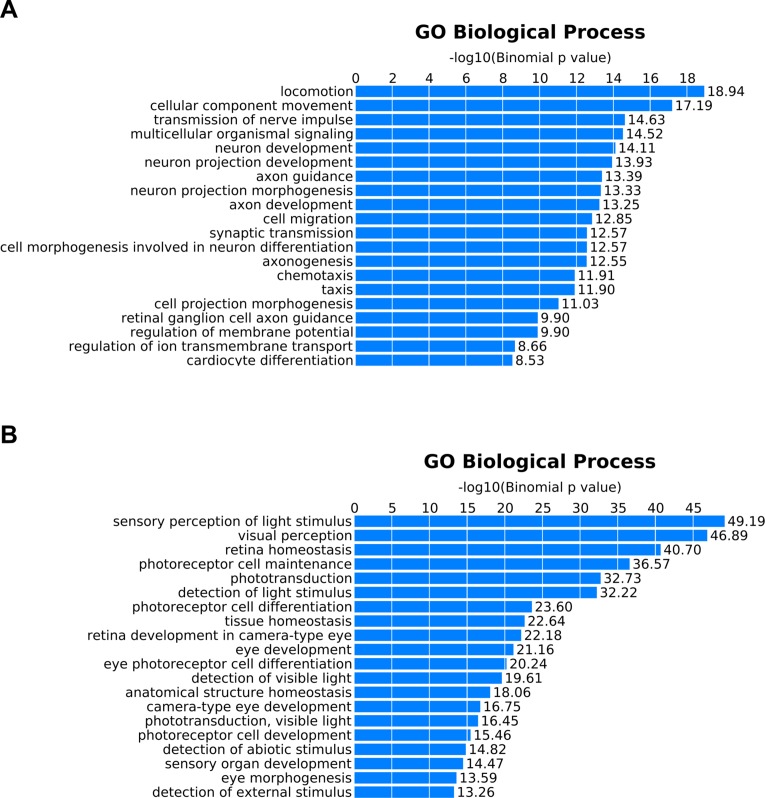
Gene Ontology (GO) annotation of peaks exhibiting correlated chromatin accessibility and associated gene expression. GO terms enriched in peaks that show positive correlations between chromatin accessibility and assigned gene expression in (**A**) bipolar cells or (**B**) photoreceptors. Peaks identified in Figure 5B and Figure 5—figure supplement 1D as bipolar-enriched (green) or photoreceptor-enriched (red or blue for rods or blue cones, respectively) were combined to create unique lists for bipolar cells (n = 833) and photoreceptors (n = 901) which were analyzed using GREAT (McLean et al., 2010).

Next, we asked whether the patterns of TF binding site enrichment observed with aggregate sets of ATAC-seq peaks from each cell class would be preserved within the retina-specific peak sets associated with correlated gene expression. We compared photoreceptor-enriched regions, bipolar-enriched regions, and regions that share accessibility between the two cell classes which were either specific to the retina (Figure 5A, ‘shared retina’ n = 1,291), or unfiltered (‘shared all’, n = 47,550). 

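The bipolar set and the photoreceptor set of regions that changed together with their gene were compared with 39105 TSS-distal regions that did not differ between pan-BC and rods or cones. The tissue filter of the paper was not applied to any of the 3 sets. TAATCC was present in 21.4% of the bipolar regions, 40.4% of the photoreceptor regions and 22.9% of the shared regions, which was 2.99, 4.88 and 2.96 times the share in the flanks. The odds ratio of bipolar against photoreceptor regions was 0.40 (Fisher's exact test, two-sided, p = 6.87e-78 adjusted over 5 motifs). Regions near each other can share sequence features, so this test counts regions and not animals.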

We found that K50 HD motifs were enriched in both shared and cell class-selective regions, but to a lesser extent in regions specifically enriched in bipolar cells. The bipolar-selective regions were markedly enriched for E-box motifs but completely lacked enrichment for Q50 HD motifs (Figure 5D). Conversely, photoreceptor-selective regions were enriched for Q50 HD motifs, but lacked E-box motif enrichment. 

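CATCTG was present in 33.4% of the bipolar regions, 15.8% of the photoreceptor regions and 19.5% of the shared regions. The flanks held it in 14.6%, 15.5% and 14.4%, and the odds ratio of bipolar against photoreceptor regions was 2.68 (Fisher's exact test, two-sided, adjusted p = 2.09e-70). The monomeric Q50 motif was at 0.81 times, and the dimeric at 1.23 times, the share in the flanks in the bipolar regions.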

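In the photoreceptor regions the monomeric Q50 motif was present in 15.6%, or 1.40 times the share in the flanks, against 12.6% of the bipolar and 11.8% of the shared regions (odds ratio of bipolar against photoreceptor regions 0.78, Fisher's exact test, two-sided, adjusted p = 0.000146). In a window of 400 bp this difference changed sign, to 1.20 percentage points more in the bipolar regions. The dimeric motif was present in 2.5% of the photoreceptor regions, 7.25 times the share in the flanks, and in 0.8% of the bipolar and 1.1% of the shared regions (odds ratio 0.31, Fisher's exact test, adjusted p = 4.27e-11). From the opposite distributions of Q50 and E-box motifs, the paper proposes that these motifs distinguish the *cis*-regulatory grammars of the cell classes.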

Peaks that were shared between the two cell classes showed an intermediate pattern of motif enrichment, highlighting the roles of both HD and bHLH TFs in regulating the gene expression programs of each class. Of note, CTCF enrichment was absent in all but the unfiltered peak set, suggesting that the CTCF enrichment observed in Figure 4 is attributable to ubiquitously accessible peaks. 

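The CTCF motif (CCMYCTRGTGG with up to 1 mismatch, where M, Y and R stand for A or C, C or T, and A or G) was present in 12.8% of the bipolar regions, 4.6% of the photoreceptor regions and 19.8% of the shared regions. These shares were 7.31, 1.47 and 6.70 times those of the flanks. Peaks open in other tissues had not been removed from these sets, so the shares do not test the paper's statement on its filtered sets. The odds ratio of bipolar against photoreceptor regions was 3.04 (Fisher's exact test, two-sided, adjusted p = 1.55e-35).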

Taken together, these findings suggest that differential enrichment of Q50 HD and E-box motifs are the key features that distinguish the *cis*-regulatory grammars of photoreceptors and bipolar cells.

### K50 motifs in the *Gnb3* promoter are required for both photoreceptor and bipolar expression, but addition of Q50 motifs selectively represses expression in bipolar cells

Given the critical roles of HD TFs in the regulation of photoreceptor and bipolar gene expression, we further investigated the role of K50 and Q50 motifs in the *cis*-regulatory region upstream of *Gnb3. Gnb3* encodes the β subunit of a heterotrimeric G-protein required for cone phototransduction as well as ON bipolar cell function (Dhingra et al., 2012). *Gnb3* is expressed in rods, cones, and bipolar cells during early postnatal retinal development in the mouse. Selective repression of *Gnb3* in rods by the nuclear receptor TF NR2E3 results in a cone + bipolar pattern after postnatal day 10 (Haider et al., 2009; Corbo and Cepko, 2005). We focused on an 820 bp region around the TSS of *Gnb3* which drives robust expression in rods, cones, and bipolar cells when electroporated into early postnatal mouse retina. This region lacks Q50 motifs but contains five K50 HD motifs of varying affinity which occur in two clusters, one immediately upstream of the TSS (−65 bp) and the other more distally (−350 bp) (Figure 6A). To evaluate the role of these five K50 motifs in mediating photoreceptor and bipolar expression, we engineered reporter constructs in which each of the five motifs was individually inactivated by mutating the TAAT core to TGGT. We then introduced wild-type and mutant reporters into mouse retinal explants via electroporation and compared expression levels after 8 days. Mutations in K50 motifs 2, 4 and 5 resulted in coordinate loss of expression in both photoreceptor and bipolar cells, indicating that these motifs are required for reporter expression in both cell classes (Figure 6B,D). Conversely, mutations in site 1 or 3 had no effect on expression in either cell class (Figure 6B,D). Binding site affinity did not correlate with expression, as site 3 has a higher predicted affinity than sites 4 or 5. Thus, the *Gnb3* promoter region contains both essential and nonessential K50 motifs, underscoring the critical role for these shared motifs in both photoreceptors and bipolar cells.

**Figure 6.**
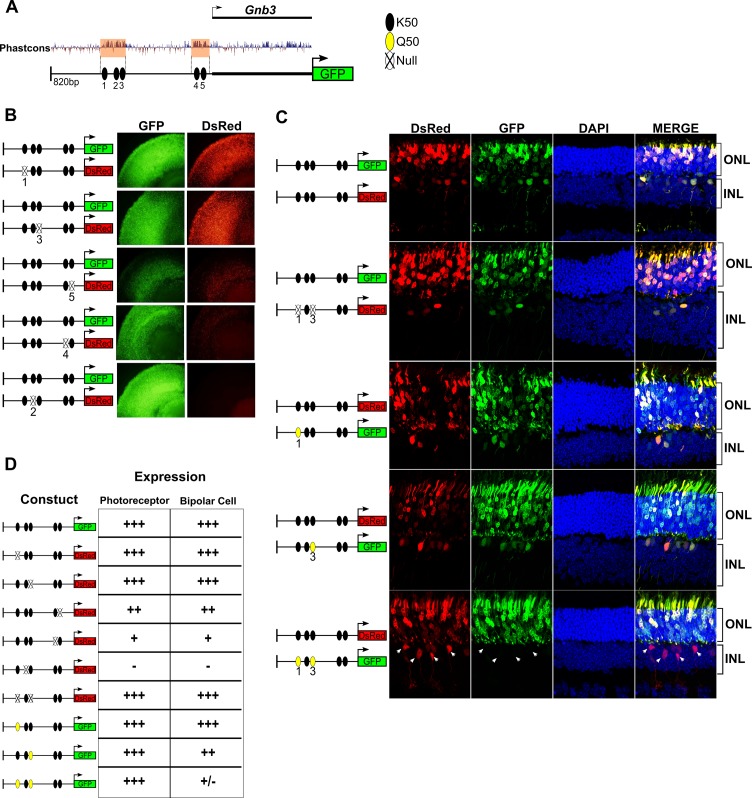
K50 motifs are required for expression in both photoreceptors and bipolar cells, while Q50 motifs mediate repression of reporter expression specifically in bipolar cells. (**A**) Schematic of reporter construct containing 820 bp from the promoter region and 5’ untranslated region (UTR) of mouse *Gnb3*. This region contains two phylogenetically conserved blocks harboring a total of five K50 motifs (black ellipses). (**B**) Left, Schematics of reporter pairs containing wild-type (WT; black) and inactivated (crossed out) K50 motifs. Right, Each pair of reporters was electroporated into explanted newborn mouse retina, which were subsequently harvested after eight days in culture and photographed in a flat mount preparation. While K50 sites 2, 4 and 5 are required for reporter expression, sites 1 and 3 are dispensable. (**C**) Left, Pairs of reporters containing WT, inactivated K50, or novel Q50 (TAATTA; yellow) motifs were electroporated into newborn mouse retina in vivo. After 20 days, the retinas of electroporated mice were harvested and photographed in vertical cross-sections. (**C**) Right, Representative cross-sections of retinas injected with the indicated pair of reporters. Loss of both K50 motifs 1 and 3 has no effect on expression in either photoreceptors or bipolar cells, while converting these same sites to Q50 motifs abrogates expression specifically in bipolar cells (n = 2–7 depending on reporter pair, Figure 6—source data 1). White arrowheads indicate bipolar cells expressing the WT reporter, but not the mutated one. (**D**) Table summarizing the results of reporter analysis presented in (**B**) and (**C**). 10.7554/eLife.48216.017Figure 6—source data 1.Additional images of *Gnb3* reporter injections.Additional replicates from in vivo subretinal injection and electroporation of reporter pairs shown in Figure 6C. Schematics of each reporter pair are shown at the right of each panel, with WT (black), inactivated K50 (crossed out), and novel Q50 (yellow) motif sites shown as ellipses.

Next, we sought to determine the effect of introducing Q50 motifs into the *Gnb3* promoter region. For these experiments, reporters were introduced into newborn mouse retinas via in vivo electroporation and harvested for histologic analysis after 20 days. First, we electroporated identical wild-type sequences driving both DsRed and GFP to confirm that essentially all photoreceptors and bipolar cells received both constructs (Figure 6C). Next, we compared the expression of a *Gnb3* promoter containing mutations in K50 motifs 1 and 3 to that of a wild-type promoter, confirming that elimination of both of these sites has no effect on expression in either photoreceptors or bipolar cells (Figure 6C,D and Figure 6—source data 1). To test the effect of introducing Q50 motifs into the *Gnb3* promoter region, we replaced K50 motifs 1 and 3 with a Q50 motif (TAATTA), both individually and in combination. Whereas introduction of a Q50 motif into site one had no apparent effect, replacement of site three caused a selective decrease in bipolar expression with no change in photoreceptor expression. When we introduced Q50 motifs into both sites, reporter expression was markedly reduced in bipolar cells, with no effect on photoreceptor expression (Figure 6C,D and Figure 6—source data 1). These data, along with previous reports of VSX2-mediated repression of photoreceptor-specific promoters and enhancers, suggest that Q50 motifs play an important role in mediating repression of photoreceptor genes in bipolar cells.

## Discussion

In this study we generated open chromatin maps and transcriptome profiles of mouse bipolar cells, including FACS-purified ON and OFF bipolar cell populations, and compared them to analogous data from rod and cone photoreceptors. We found that photoreceptors and bipolar cells differ in the expression of thousands of genes and yet have very similar *cis*-regulatory grammars. The key *cis*-regulatory differences that distinguish the two cell classes are the preferential enrichment of Q50 HD motifs in open chromatin regions associated with photoreceptor-specific gene expression and a corresponding enrichment of E-box motifs in chromatin associated with bipolar-specific expression. The cellular features and transcriptional mechanisms shared by photoreceptors and bipolar cells have prompted speculation that these two sister cell types arose from a single ancestral photoreceptor cell type via a process of progressive cellular divergence (Arendt, 2008; Lamb, 2013). We propose that the elimination of Q50 motifs from bipolar-specific CREs likely played a key role in differentiating the bipolar transcriptome from that of photoreceptors during early stages of vertebrate retinal evolution. Alternatively, given the multiplicity of K50 HD binding sites within both photoreceptor and bipolar cell regulatory elements, a subset of photoreceptor-specific elements may have emerged through the simple conversion of K50 (TAATCC) to Q50 (TAATT^A^/_G_) sites. Prior studies of individual photoreceptor CREs showed a role for the Q50 HD TF, VSX2, in selectively repressing photoreceptor genes in bipolar cells (Livne-Bar et al., 2006; Dorval et al., 2006). Our results generalize this conclusion, suggesting that VSX2 plays a genome-wide role in silencing photoreceptor gene expression in bipolar cells. A similar role for VSX2 has recently been described in the spinal cord, where closely related progenitor cells give rise to either motor neurons or V2a interneurons (Clovis et al., 2016). VSX2 promotes V2a identity by directly repressing the motor neuron gene expression program and by competing for Q50 sites at motor neuron enhancers. Thus, in both retina and spinal cord, expression of VSX2 promotes interneuron fate at the expense of the alternative neuronal (photoreceptor or motor neuron) cell type. These parallels suggest that transcriptional repression by cell type-specific TFs such as VSX2 represent a common mechanism for differentiating the gene expression programs of two closely related cell types.

In addition to differential enrichment of Q50 sites, we also observed enrichment of E-box motifs in regions associated with bipolar-specific expression (Figure 5C). The lack of corresponding enrichment in regions associated with photoreceptor-specific expression suggests that bHLH TFs also play an important role in distinguishing the gene expression programs of photoreceptor and bipolar cells. It is important to note that this finding does not contradict known roles for bHLH TFs in photoreceptors, as E-box motifs are also enriched within the complete set of photoreceptor ATAC-seq peaks (Figure 4), as well as in the subset that exhibits shared accessibility with bipolar cells (Figure 5C). The role of bHLH TFs in establishing the cellular identity of both classes is further demonstrated by multiple loss-of-function studies (Tomita et al., 2000; Bramblett et al., 2004; Feng et al., 2006; Huang et al., 2014; Pennesi et al., 2003).

In contrast to the differences between photoreceptors and bipolar cells, ON and OFF bipolar cell populations displayed striking similarities in their *cis*-regulatory landscape and gene expression profiles. In a paper that appeared after our profiling studies had been performed, Shekhar et al. (2016) documented the single-cell expression profiles of individual bipolar cell types and showed that the transcriptomes of ON and OFF cone bipolar cells are more similar to each other than to that of rod bipolar cells (RBCs). This finding implies that the ON bipolar population analyzed in the present study represents a grouping of distinct bipolar cell types (RBC and cone ON BC), which should be separated for a more informative comparison. Despite this drawback, our analysis indicates that there are relatively few differences in chromatin accessibility between bipolar cell types. We estimate that RBCs constitute nearly 60% of the cells in our ON population (RBCs compose 56% of ON bipolar cells identified in Shekhar et al., 2016, and ~ 57% of those identified as ON BCs by Wässle et al., 2009). Thus, much of the signal in our ON bipolar RNA-seq and ATAC-seq data likely derives from RBCs. It remains to be determined whether open chromatin profiling of individual bipolar subtypes will reveal additional differences in their epigenomic landscapes beyond those reported here.

We found an imperfect correlation between chromatin accessibility and gene expression in bipolar cells. For example, ATAC-seq peaks upstream of *Grik1* are open in ON bipolar cells despite an absence of *Grik1* expression in this cell type (Figure 3F). 

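The TSS-distal region of *Grik1* with the largest difference between ON-BC and OFF-BC lies between genes on chromosome 16 from 88384420 to 88384620, centred at -94304 bp from the TSS. It had 67.36 ± 12.4 (SD, n = 2) normalized counts in ON-BC, against 5.389 and 0 in the OFF-BC libraries, a log2 fold change of 4.75 (standard error 1.07, limma adjusted p = 0.0297). This call did not hold under DESeq2 (adjusted p = 0.784), with shrunken fold changes in DESeq2 (0.91), with 0.5 added before the logarithm in limma (0.077), or without ON-BC replicate 1 (0.14), ON-BC replicate 2 (0.112) or OFF-BC replicate 2 (0.32). Over 20 alternatives the adjusted p ran from 0.00245 to 0.91. It was the only region of *Grik1* called between the subclasses. In blue cones *Grik1* RNA was at 384.9 ± 43.6 (SD, n = 3) normalized counts and in rods at 59.63 ± 61.9, while the region nearest the TSS had no reads in either blue cone ATAC-seq library and 0 and 1.355 normalized counts in the rod libraries.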

We observed similar instances of discordance between chromatin accessibility and gene expression in our previous analysis of rod and cone photoreceptors (Hughes et al., 2017), and other groups have documented this discrepancy in other cell types (de la Torre-Ubieta et al., 2018; Lara-Astiaso et al., 2014; Starks et al., 2019). Presumably, transcriptional activity in these instances requires expression of additional cell type-specific factors (Heinz et al., 2015), perhaps most clearly demonstrated in developmental contexts, wherein accessibility is frequently established prior to the onset of transciption (Lara-Astiaso et al., 2014).

Support for the idea that bipolar cells diverged from photoreceptors via progressive partitioning of cellular function is provided by the existence of cell types in the retinas of non-mammalian vertebrates with features intermediate between those of mammalian photoreceptors and bipolar cells. In some turtle species ~ 30% of the cell bodies in the photoreceptor layer (the outer nuclear layer) belong to bipolar cells, not photoreceptors (Tauchi, 1990). These so-called ‘displaced bipolar cells’ possess an inner segment-like process that extends to the outer limiting membrane and contains abundant mitochondria and even a sensory-type (‘9 + 0’) cilium (Figure 7A,B). Thus, displaced bipolar cells closely resemble typical photoreceptors except that they lack an outer segment, possess dendrites in the outer plexiform layer, and synapse directly onto retinal ganglion cells. Another intermediate type of bipolar cell occurs in nearly all non-mammalian vertebrate classes and even in some mammalian species (Hendrickson, 1966; Locket, 1970; Quesada and Génis-Gálvez, 1985; Young and Vaney, 1990). This bipolar type has a nucleus localized to the inner nuclear layer, but retains an inner segment-like structure (Landolt’s club), which extends from the cell’s dendritic arbor to the outer limiting membrane and contains abundant mitochondria and a sensory-type cilium (Figure 7A) (Hendrickson, 1966; Locket, 1970; Quesada and Génis-Gálvez, 1985). We suggest that displaced bipolar cells and those with a Landolt’s club represent ‘transitional forms’ on the evolutionary path from photoreceptor to typical bipolar cell. The existence of these transitional forms suggests that bipolar cells may have evolved via the stepwise repression of discrete gene modules required for the development of individual cellular features, or ‘apomeres’, that are specific to photoreceptors (Arendt et al., 2016).

**Figure 7.**
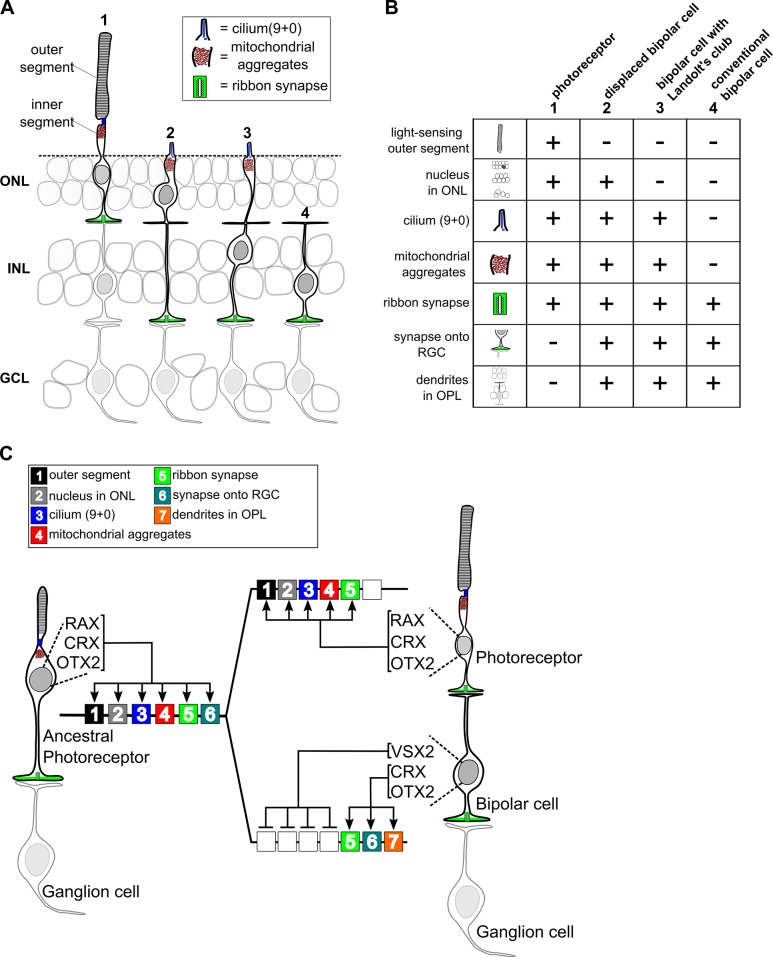
Evolutionary model for the divergence of bipolar cells from photoreceptors. (**A**) Schematic depiction of photoreceptors (1), conventional bipolar cells (4), and two ‘transitional’ cell types with cellular features intermediate between those of photoreceptors and conventional bipolar cells: displaced bipolar cells (2) and bipolar cells with Landolt’s club (3). (**B**) Table of individual cellular features (referred to in Arendt et al. as ‘apomeres’) possessed by photoreceptors, bipolar cells, or both cell classes. (**C**) Evolutionary model for the divergence of present-day photoreceptors and bipolar cells from a common ancestral photoreceptor type. We propose that the ancestral photoreceptor (possibly present in a hagfish-like ancestor) expressed cell type-specific genes via both K50 HD TFs (CRX and OTX2) and a possibly weakly activating Q50 HD TF (RAX). The emergent expression of a strongly repressive Q50 HD TF (VSX2) in bipolar cells then permitted silencing of selected photoreceptor gene modules underlying the formation of defined photoreceptor apomeres (e.g., outer segment). Selective expression of activating Q50 HD TFs in ‘transitional’ bipolar cell types may have allowed the derepression of specific photoreceptor apomeres (e.g., cilium formation, mitochondrial aggregates). Novel bipolar-specific apomeres (e.g., dendrites in the outer plexiform layer [OPL]) may have evolved via co-option of other gene expression programs.

If this evolutionary model is correct, then how can we account for the co-existence of ‘transitional’ bipolar cell types and ‘conventional’ bipolar cells in a single retina? One testable hypothesis is that VSX2 may be expressed at lower levels in transitional bipolar cell types, thereby permitting expression of additional photoreceptor gene modules and their corresponding apomeres. Alternatively, it is possible that additional activating Q50 HD TFs are expressed in transitional bipolar types, and these TFs can overcome VSX2-mediated repression of selected photoreceptor gene modules. Indeed, we and others have found that multiple Q50 HD TFs are expressed in subsets of mouse bipolar cells (Shekhar et al., 2016). In addition, there is evidence that transitional bipolar cell types with Landolt’s club may exist in the mouse (Rowan and Cepko, 2004). Thus, individual bipolar cell types may control the number of photoreceptor apomeres they express by modulating the balance of activating and repressing Q50 HD TFs in their nuclei.

The evolutionary divergence of bipolar cells from photoreceptors likely required coordinated changes in both *cis*-regulatory grammar and HD TF expression. The Q50 HD TF, RAX, is expressed in developing vertebrate rods and cones and is required for normal activation of photoreceptor gene expression in mice (Irie et al., 2015; Rodgers et al., 2018). The expression of a RAX homolog in the photoreceptors of the tadpole larva of the protochordate, *Ciona intestinalis*, suggests a primordial role for this Q50 HD TF in activating photoreceptor gene expression in chordates (Cao et al., 2019). These data suggest that both K50 and Q50 motifs were present in the CREs of the ancestral vertebrate photoreceptor prior to the evolutionary emergence of bipolar cells, and that both K50 (OTX2 and CRX) and Q50 (RAX) HD TFs were required for gene activation in that ancestral cell type (Figure 7C). In this context, the emergent expression of a repressive Q50 HD TF (VSX2) in a primordial bipolar cell would have permitted selective repression of CREs containing Q50 motifs, allowing the *cis*-regulatory landscape of the two nascent cell types to begin to diverge. Maintaining expression of selected ‘photoreceptor’ genes in bipolar cells (e.g., *Gnb3*) would then have required the elimination of Q50 motifs from the *cis*-regulatory regions of those genes.

These evolutionary considerations suggest that the modern vertebrate retina arose from an ancestral retina in which photoreceptors directly synapse onto projection neurons (i.e., ganglion cells) without an intervening layer of interneurons (left side of Figure 7C). Two lines of evidence suggest that such a retina may have existed. First, the retina of the hagfish, the most primitive extant vertebrate, reportedly has photoreceptors that directly synapse onto projection neurons (i.e., ganglion cells) (Lamb, 2013; Locket and Jørgensen, 1998). Second, some vertebrate species (including reptiles, amphibians, and larval lamprey) have an unpaired, median ‘parietal eye’ developmentally related to the pineal gland, which contains photoreceptors that directly synapse onto ganglion cells (Eakin, 1973; Dodt, 1973; Mano and Fukada, 2007; Solessio and Engbretson, 1993). It is possible that the parietal eye evolved from the midline ‘eye’ of a protochordate ancestor, akin to the present-day ascidian larva. The simple lateral eyes of a hagfish-like vertebrate ancestor may then have emerged via co-option of the gene networks required for parietal eye development. Subsequently, bipolar cells may have arisen in the lateral eyes of early vertebrates via subtle changes in *cis*-regulatory grammar and TF expression, paving the way for the emergence of the sophisticated interneuronal circuitry found in present-day vertebrate retinas.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Mus musculus*)	*Vsx2*		Ensembl: ENSMUSG00000021239	
Strain, strain background (*Mus musculus*. male and female)	CD-1	Charles River	Strain code 022	
Genetic reagent (*Mus musculus*)	*Otx2*-GFP	Fossat et al., 2007		
Genetic reagent (*Mus musculus*)	*Grm6*-YFP	Morgan et al., 2011		
Genetic reagent (*Mus musculus*)	*Otx2*-GFP;*Grm6*-YFP	This paper		Cross between *Otx2*-GFP and *Grm6*-YFP
Recombinant DNA reagent	pCAGGS	Hsiau et al., 2007		Plasmid used to create *Gnb3* reporters.
Recombinant DNA reagent	*Gnb3*-WT-DsRed	This paper		*Gnb3* promoter region driving DsRed
Recombinant DNA reagent	*Gnb3*-WT-EGFP	This paper		*Gnb3* promoter region driving EGFP
Recombinant DNA reagent	*Gnb3*- K50 #1-null-DsRed-	This paper		
Recombinant DNA reagent	*Gnb3*- K50 #2-null-DsRed-	This paper		
Recombinant DNA reagent	*Gnb3*- K50 #3-null-DsRed-	This paper		
Recombinant DNA reagent	*Gnb3*- K50 #4-null-DsRed-	This paper		
Recombinant DNA reagent	*Gnb3*- K50 #5-null-DsRed-	This paper		
Recombinant DNA reagent	*Gnb3*- K50 #3 and #5-null-DsRed-	This paper		
Recombinant DNA reagent	*Gnb3*- Q50 #1-EGFP	This paper		
Recombinant DNA reagent	*Gnb3*- Q50 #3-EGFP	This paper		
Recombinant DNA reagent	*Gnb3*- Q50 #1 and #3-EGFP	This paper		
Commercial assay or kit	Qiagen Mini-elute PCR Purification kit	Qiagen	Cat no. 28004	
Commercial assay or kit	KAPA Library Quantification Kit	Roche	Cat no. 07960140001	
Commercial assay or kit	SMARTer Ultra Low RNA kit for Illumina Sequencing-HV	Clonetech	Cat. Nos. 634820, 634823, 634826, 634828 and 634830)	Utilized by Washington University Genome Technology Access Core (GTAC)
Sequence-based reagent	Primers	IDT		Listed in Supplementary file 2
Software, algorithm	R	http://rstudio.com	R programming language	
Software, algorithm	DESeq2	https://bioconductor.org/packages/release/bioc/html/DESeq2.html	Differential gene expression analysis based on the negative binomial distribution	
Software, algorithm	HOMER	http://homer.ucsd.edu/homer/index.html	Hypergeometric Optimization of Motif EnRichment	
Software, algorithm	SAMtools	http://www.htslib.org	Samtools	
Software, algorithm	Bowtie2	http://bowtie-bio.sourceforge.net/bowtie2/index.shtml	Bowtie2	
Software, algorithm	Picard	https://broadinstitute.github.io/picard/	Picard	
Software, algorithm	MACS2	https://pypi.org/project/MACS2/2.1.1.20160309/	Model-based Analysis of ChIP-Seq	
Software, algorithm	STAR	https://github.com/alexdobin/STAR	Spliced Transcripts Alignment to a Reference	
Software, algorithm	HTSeq	https://pypi.org/project/HTSeq/	HTSeq	

### Mouse models

All animal experiments were carried out in accordance with the regulations of the IACUC at Washington University in St. Louis. Retinal dissociation and FACS were carried out using *Otx2*-GFP or *Otx2*-GFP; *Grm6*-YFP mice. *Otx2*-GFP mice were heterozygous for a GFP cassette inserted at the C-terminus of the endogenous *Otx2* locus (Fossat et al., 2007). The Grm6-YFP line harbors a YFP transgene driven by the *Grm6* promoter (Morgan et al., 2011). All electroporation experiments were carried out in CD-1 mice.

### Retinal dissociation and FACS

Following dissection, retinas of mice aged 6–8 weeks, or 3 months (for one biological replicate of Figure 1—figure supplement 2) were dissociated with papain as described previously (Trimarchi et al., 2007). Briefly, two retinas were incubated in 400 µl of calcium/magnesium free Hanks’ Balanced Salt Solution (HBSS) (Thermo Fisher) containing 0.65 mg papain (Worthington Biochem) for 10 min at 37°C. Cells were then washed in a DMEM (Thermo Fisher) solution containing 100 units DNase1 (Roche) and incubated an additional 5 min at 37°C. Cells were then resuspended in 600 µl of sorting buffer (2.5 mM EDTA, 25 mM HEPES, 1% BSA in HBSS) and used directly for sorting. Cells were sorted on a FACS Aria-II (BD biosciences) with gates based on forward scatter, side scatter, and GFP fluorescence. OFF bipolar cell populations (*Otx2*-GFP^+^;*Grm6*-YFP^-^) were immediately sorted a second time to increase purity.

### Generation of reporter constructs

An 820 bp region encompassing part of the *Gnb3* 5’ UTR and upstream sequence was amplified from mouse genomic DNA. 

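The primers of the paper place the 820 bp region on chromosome 6 of GRCm38 from 124839962 to 124840781. *Gnb3* lies on the minus strand with its TSS at 124840275, so the region holds 506 bp upstream of the TSS and 314 bp of exon 1 (124839920 to 124840275). Translation starts at 124839720 in exon 2 of 10, and the transcribed part of the region is therefore 5' UTR. Counting from the TSS, with upstream positions negative, the cores of the 5 K50 sites that the mutant primers change lie at -344 to -341 (TGATCC), -301 to -298 (TAATCC), -281 to -278 (TAATCT), -59 to -56 (TAATCC) and -39 to -36 (TGATCC). The sites at -344 and -301 are on the opposite strand, and each mutant primer differs from the reference by 2 bases. The region holds 2 copies of TAATCC, 1 E-box (CATCTG at 124840466 to 124840471), and 0 copies each of TAATTA or TAATTG and of TAATNNNATTA. Accessibility at the region of the ATAC-seq table nearest the TSS (124840207 to 124840407) was 180.3 ± 4.18 (SD, n = 2) normalized counts in pan-BC, 149.3 ± 0.0248 in ON-BC, 73.7 ± 12.8 in OFF-BC, 277.8 ± 27.8 in rods, 333.1 ± 67.4 in blue cones and 261.5 ± 19.2 in green cones. The other regions of the table within the 820 bp had 152 ± 15.4 in pan-BC, 52.5 ± 14.8 in rods, 278 ± 27.7 in blue cones and 148 ± 5.94 in green cones (124840003 to 124840203) and 126 ± 12.4, 169 ± 10.5, 205 ± 61.4 and 172 ± 9.11 (124840491 to 124840691). Of the 5 regions assigned to *Gnb3*, 0 were called between pan-BC and rods or between pan-BC and cones by limma (0 also at an unadjusted p under 0.05), edgeR or DESeq2. *Gnb3* RNA was at 76280 ± 1390 (SD, n = 3) normalized counts in pan-BC, 92920 ± 13800 in ON-BC, 13750 ± 4640 in OFF-BC, 4158 ± 719 in rods and 215400 ± 5130 in blue cones. The log2 fold change of pan-BC was 4.21 against rods (standard error 0.23, limma adjusted p = 9.58e-10) and -1.50 against blue cones, which did not pass the test (limma adjusted p = 0.058) and passed it by edgeR (0.00517) and DESeq2 (0.0336). Over 21 alternatives the adjusted p of *Gnb3* against blue cones ran from 3e-06 to 0.293.

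**Figure D3:**
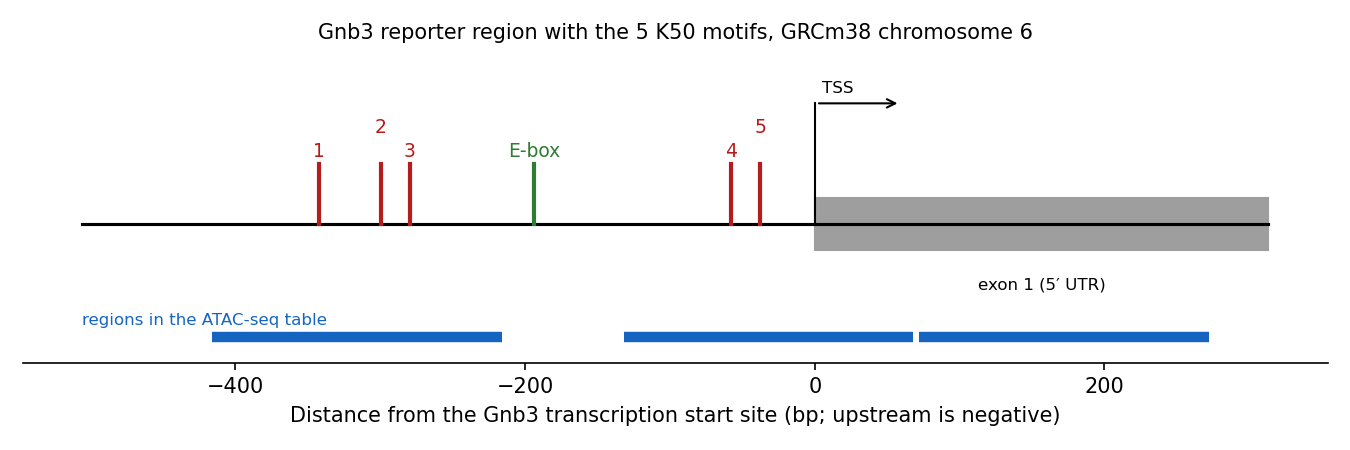
Map of the 820 bp *Gnb3* region, to scale in bp from the TSS, with the 5 mutated K50 sites (red, numbered from upstream), the E-box (green), exon 1 (gray) and the 200 bp regions of the ATAC-seq table that overlap it (blue). All K50 sites and the E-box lie upstream of the TSS.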

Site-directed mutagenesis by overlap extension was used to modify K50 sites (Ho et al., 1989). The resultant PCR products were digested and ligated into GFP or DsRed reporter vectors derived from pCAGGS (Hsiau et al., 2007). After verification by sequencing, plasmid DNA was resuspended in PBS at a concentration of ~ 6–7 µg/µl prior to injection. All primers are listed in Supplementary file 2.

### In vivo and explant electroporation

In vivo subretinal injection and electroporation of newborn CD1 mice was performed as previously described (Matsuda and Cepko, 2004). Briefly, mice were first anesthetized on ice. A 30-gauge needle was then used to incise the eyelid and puncture the sclera, and a Hamilton syringe with a 33-gauge blunt-tipped needle was used to inject the DNA into the subretinal space. Tweezer electrodes placed across the head were then used to electroporate with five square pulses of 80 volts and 50 millisecond duration at 950 millisecond intervals. Explant electroporation was carried out as described previously (Hsiau et al., 2007), except that the electroporation chamber contained a solution of 0.5 µg/µl DNA in PBS.

### Retinal tissue sectioning and imaging

Eyes were removed at P21, punctured with a 26-gauge needle, and incubated in 4% paraformaldehyde for 5 min before dissection to remove the cornea. The lens was removed, and eyes were then incubated for an additional 45 min in 4% paraformaldehyde. Eye cups were next washed in PBS and incubated overnight at 4°C in 30% sucrose-PBS. The following day, eye cups were incubated in a 1:1 mixture of OCT compound (Sakura) and sucrose-PBS before being flash frozen in OCT and stored at −80°C. Retinal sections of 14 µm were cut using a cryostat (Leica CryoCut 1800), mounted on Superfrost Plus slides (Fisher), and stored at −20°C. Prior to placement of cover slips, slides were washed with PBS to remove OCT. The sections were then stained with DAPI, and coverslips were mounted using Vectashield mounting medium (Vectorlabs). Retinal sections were imaged on a Zeiss 880 laser-scanning confocal microscopy in the Washington University Center for Cellular Imaging (WUCCI) Core.

### ATAC-seq

Transposition and library preparation from sorted cell populations were performed as previously described (Buenrostro et al., 2015). Briefly, 30,000–100,000 sorted cells were pelleted at 500 G and washed twice in ice-cold PBS before lysis. Transposition reactions were incubated at 37°C for 30 min and purified using a Qiagen MiniElute PCR Purification kit. Libraries were amplified with Phusion High-Fidelity DNA Polymerase (NEB). Cycle number was calibrated by a parallel qPCR reaction. Gel electrophoresis was used to assess library quality, and final libraries were quantified using KAPA Library Quantification Kit (KAPA Biosystems). Equimolar concentrations of each library were pooled and run on an Illumina HiSeq2500 to obtain 50 bp paired-end reads.

### ATAC-seq, DNase-seq, and RNA-seq data processing

ATAC-seq and RNA-seq reads from bipolar cell populations were processed in an identical manner to those previously obtained from rod and cone photoreceptor cells (Hughes et al., 2017). ATAC-seq reads were aligned to the GRCm38/mm10 mouse genome assembly using Bowtie2 (v2.3.5) with a max fragment size of 2000 (Langmead and Salzberg, 2012). Alignments were filtered using SAMtools (v1.9) (Li et al., 2009), PCR duplicates were removed using Picard (v2.19.0) (https://broadinstitute.github.io/picard/), and nucleosome-free reads were selected by removing alignments with an insertion size greater than 150 bp. Peaks were called using MACS2 (v2.1.1) (Zhang et al., 2008) and annotated with HOMER (v4.8) (Heinz et al., 2010). DNase-seq datasets generated by ENCODE (ENCODE Project Consortium, 2012) were downloaded as FASTQ files from https://www.encodeproject.org/ and processed in the same manner as ATAC-seq data. RNA-seq reads were aligned to the GRCm38/mm10 using STAR (v2.7.0d) (Dobin et al., 2013), with an index prepared for 50 base-pair reads and the RefSeq gene model, and read counts were calculated using HTSeq (v1.9) (Anders et al., 2015). All datasets are listed in Supplementary file 3.

### Processing of single-cell RNA-seq data

Single-cell data from Shekhar et al. were downloaded from the Gene Expression Omnibus (GSE81904) and processed as described by the authors to yield a digital expression matrix of normalized counts for each gene for each cell as well as cluster assignments for each cell. ‘Pseudo-bulk’ expression estimates were then generated by taking the weighted average of counts for each gene across cells belonging to clusters that constituted bulk populations of interest (RBC, BC5A, BC5C, BC5D, BC6, BC7, and BC8/BC9 for ON BCs; BC1A, BC1B, BC2, BC3A, BC3B, BC4 for OFF BCs; and these clusters combined for pan BCs). Finally, pseudo-bulk expression estimates were re-scaled to match bulk expression estimates.

### Transcription factor binding site motif analysis

Motif enrichment, co-enrichment, and spacing analyses for ATAC-seq and DNase-seq datasets were performed as described previously using HOMER (v4.8) (Hughes et al., 2017; Heinz et al., 2010). Differential motif enrichment was determined using a test of equal proportions (R stats v3.5.3) to compare each motif between pan BC and rods, blue cones or green cones. The top motifs across the three comparisons were manually filtered for redundancy and are shown in Figure 4. Motif co-occurrence analysis was performed using a list of 66 non-redundant motifs (Hughes et al., 2017) to which the motif for LHX3 (representing a Q50 HD motif) was manually added. For purposes of the analysis, peaks from rod, green cones and blue cones were merged to obtain a ‘photoreceptor’ peak list, while those from pan-, ON- and OFF-bipolar cells were merged to create a ‘bipolar cell’ peak list. Enrichment for co-occurrence was calculated by taking the log_2_(observed pairs +1/expected pairs+1). Expected frequency of individual pairs was estimated from the counts for each motif within the pair (motif one count × motif two count ÷ number of total peaks). Differential enrichment between tissues was calculated with a Fisher’s exact test. Motif spacing was analyzed for the top enriched peaks shown in Figure 4. The same set of peaks for co-occurrence were centered on individual K50 or Q50 motifs, and the density of flanking secondary motifs was plotted on either strand.

### Identification of differentially accessible peaks and differentially expressed genes

DESeq2 (v1.14.1) (Love et al., 2014) was used to test for differential expression or differential accessibility using a log_2_ fold-change threshold of 1 and an FDR of 0.05. For comparison of ATAC-seq data with DNase-seq data from non-retinal tissues (Figure 5), photoreceptors were collapsed into a single level. Differentially expressed genes are listed in Supplementary file 5, and differentially accessible regions are listed in Supplementary file 7. For each comparison (i.e. ON versus OFF, pan BC versus rod), gene expression stemming from low-level contamination of bipolar cell populations with either rod or cone photoreceptors was filtered out. When comparing pan BC to photoreceptor populations, potential contaminating genes from the alternate photoreceptor type (i.e. rod genes identified as enriched in pan BC versus blue cone) were identified as those highly expressed (>16 fold) and specific to rod compared to blue cone, and also more highly expressed in rod compared to pan BC (at least four-fold). In comparing ON and OFF bipolar cells, genes enriched in each bipolar cell population were filtered for those which were also identified as highly specific to either photoreceptor population compared to the enriched bipolar cell type. For example, genes increased in OFF- compared to ON-bipolar cells were filtered for genes that were also highly enriched (>16 fold) in rods and blue cones compared to OFF bipolar cells. In total, 38 genes were filtered from those identified as enriched in pan BC compared to photoreceptors, and 39 genes were filtered from the ON versus OFF comparison (12 from the ON-enriched, 27 from the OFF-enriched). These genes include those known to be expressed at very high levels in either rod or cone photoreceptors (Corbo et al., 2007).

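Applying this rule to the limma calls removed 80 genes from those higher in pan-BC than in a photoreceptor type, 65 of them from the comparison with rods and 15 from that with blue cones. Between ON-BC and OFF-BC it removed 45 genes, 21 higher in ON-BC and 24 higher in OFF-BC. The rule was read as an excess of over 16-fold in rods or in blue cones over the enriched bipolar population. Requiring the excess in both, the other reading of the text, removed 6 genes, 2 of them higher in ON-BC. The number removed among the genes higher in ON-BC was 35 without OFF-BC replicate 3 and between 17 and 22 without any other single library.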

### RNA isolation, qPCR and RNA-seq

Sorted bipolar cell populations were resuspended in 500 µl TRIzol reagent (Invitrogen), and RNA was isolated according to manufacturer’s instructions. Prior to sequencing, RNA quality was analyzed using an Agilent Bioanalyzer. cDNA was prepared using the SMARTer Ultra Low RNA kit for Illumina Sequencing-HV (Clontech) per manufacturer’s instructions. cDNA was fragmented using a Covaris E210 sonicator using duty cycle 10, intensity 5, cycles/burst 200, time 180 s. cDNA was blunt-ended, an ‘A’ base added to the 3′ ends, and Illumina sequencing adapters were ligated to the ends of the cDNAs. Ligated fragments were amplified for 12 cycles using primers incorporating unique index tags. Replicate libraries from each bipolar cell population were pooled in equimolar ratios and sequenced on an Illumina HiSeq 3000 (single-end 50 bp reads). For qPCR, RNA samples were treated with TURBO DNase (Invitrogen) and cDNA was synthesized with SuperScript IV (Invitrogen) and oligo(dT) primers according to manufacturer’s instructions. For Figure 1C, expression was normalized to the average of reference genes *Gapdh*, *Sdha*, *Hprt*, and *Pgk*. For Figure 1—figure supplement 2, expression was normalized to *Gapdh* alone. Primers for *Grm6*, *Gnat1*, *Lhx1*, *Pax6*, *Rlbp1*, *Slc17a6*, *Vsx2*, *Grik1*, *Tacr3*, *Isl1*, and *Lrrtm1* are listed in Supplementary file 2.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE131625. The following dataset was generated: MurphyDPHughesAELawrenceKAMyersCACorboJC2019Cis-regulatory basis of sister cell type divergence in the vertebrate retinaNCBI Gene Expression OmnibusGSE13162510.7554/eLife.48216PMC680296531633482 The following previously published datasets were used: HughesAEEnrightJMMyersCAShenSQCorboJC2017ATAC-seq and RNA-seq of adult mouse rods and conesNCBI Gene Expression OmnibusGSE83312 JohnStamatoyannopoulos2012DNase on 8 week adult mouse retinaENCODEENCSR000CNW JohnStamatoyannopoulos2011DNase-seq and DGF on 8 week mouse whole brainENCODEENCSR000COF JohnStamatoyannopoulos2011DNase-seq on 8 week mouse liverENCODEENCSR000CNI JohnStamatoyannopoulos2011DNase-seq and DGF on 8 week mouse B-cell (CD43-)ENCODEENCSR000CMN JohnStamatoyannopoulos2012DNase-seq and DGF on 8 week adult mouse heartENCODEENCSR000CNE

# Supplementary material for: Cis-regulatory basis of sister cell type divergence in the vertebrate retina
**Source:** eLife. 2019 Oct 21;8:e48216. doi: 10.7554/eLife.48216

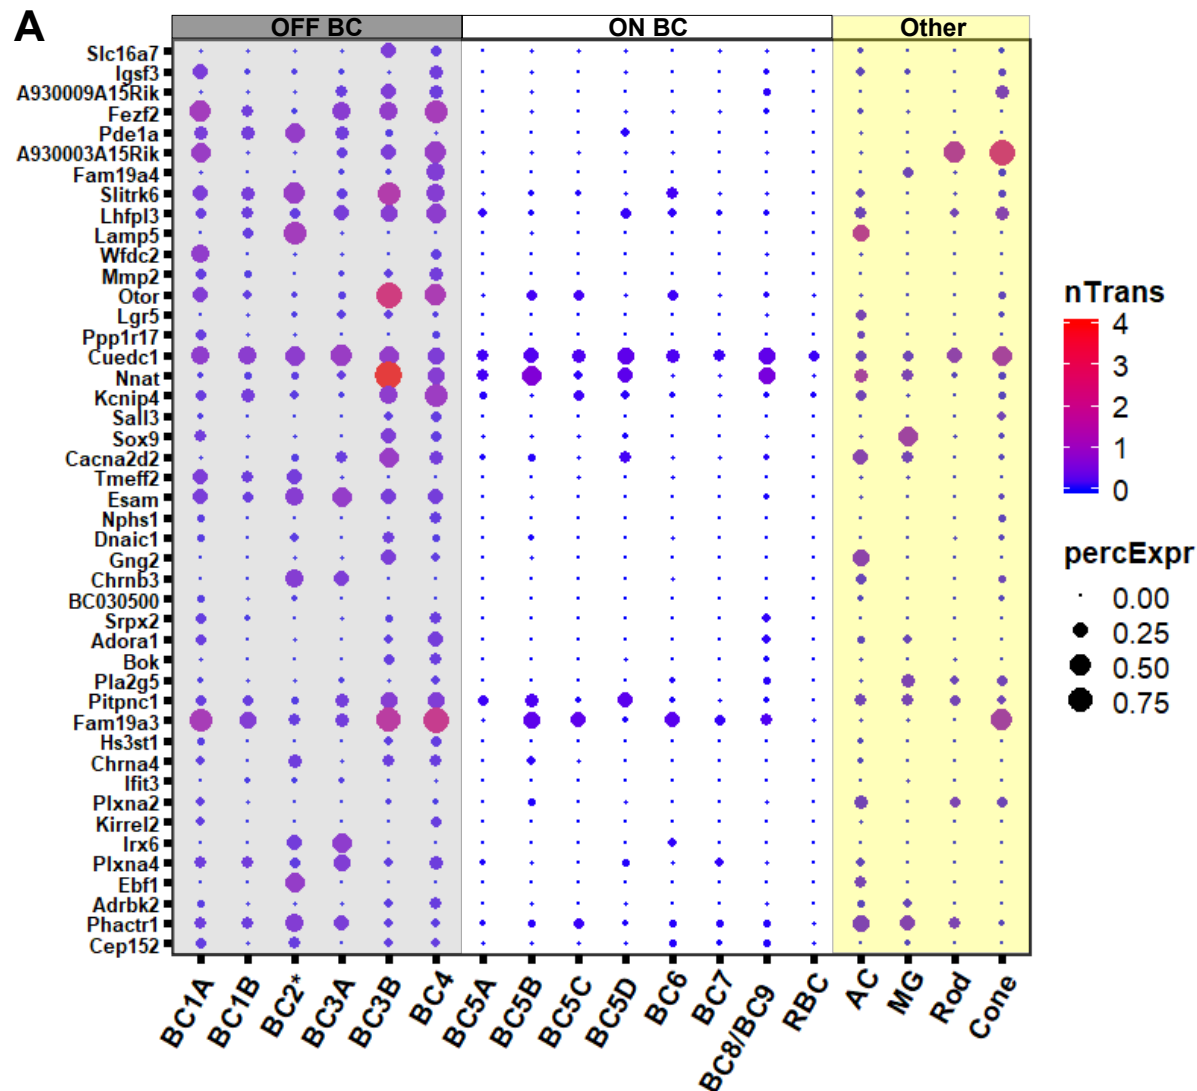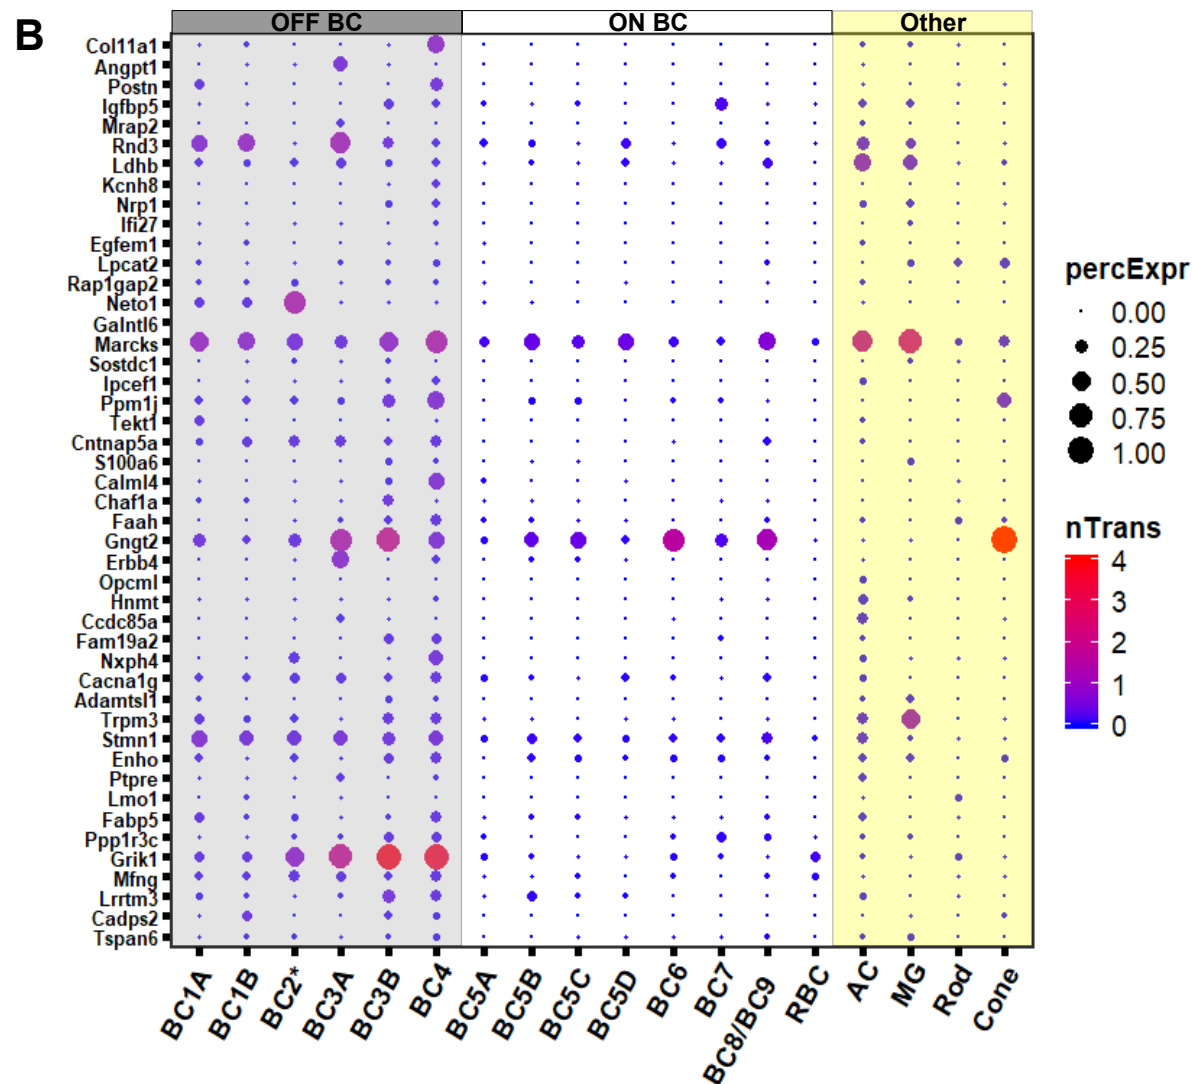

Cell type identified by Shekhar *et al* 2016

C

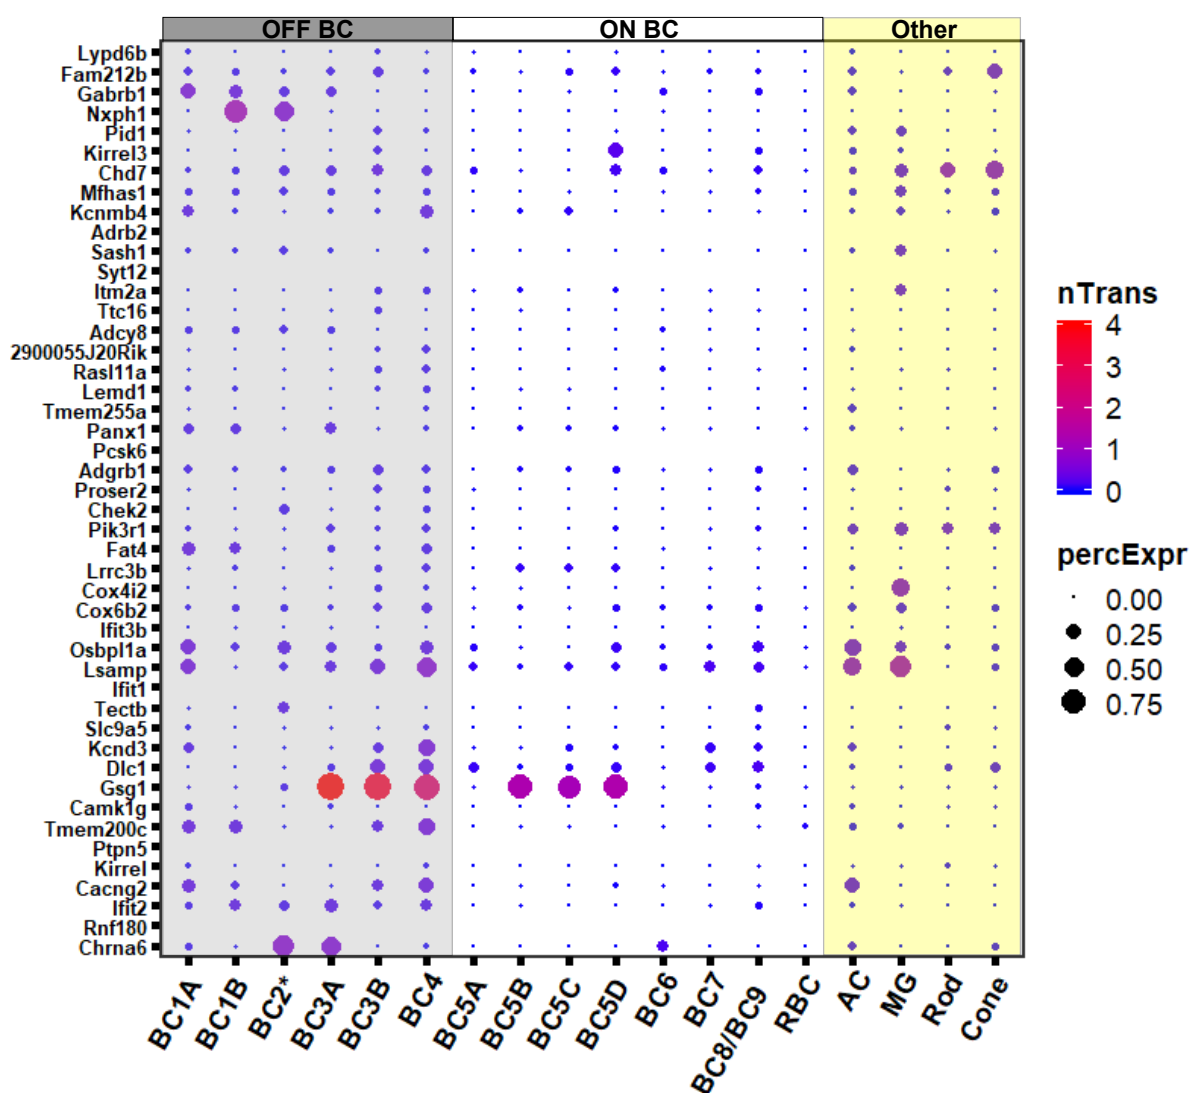

D

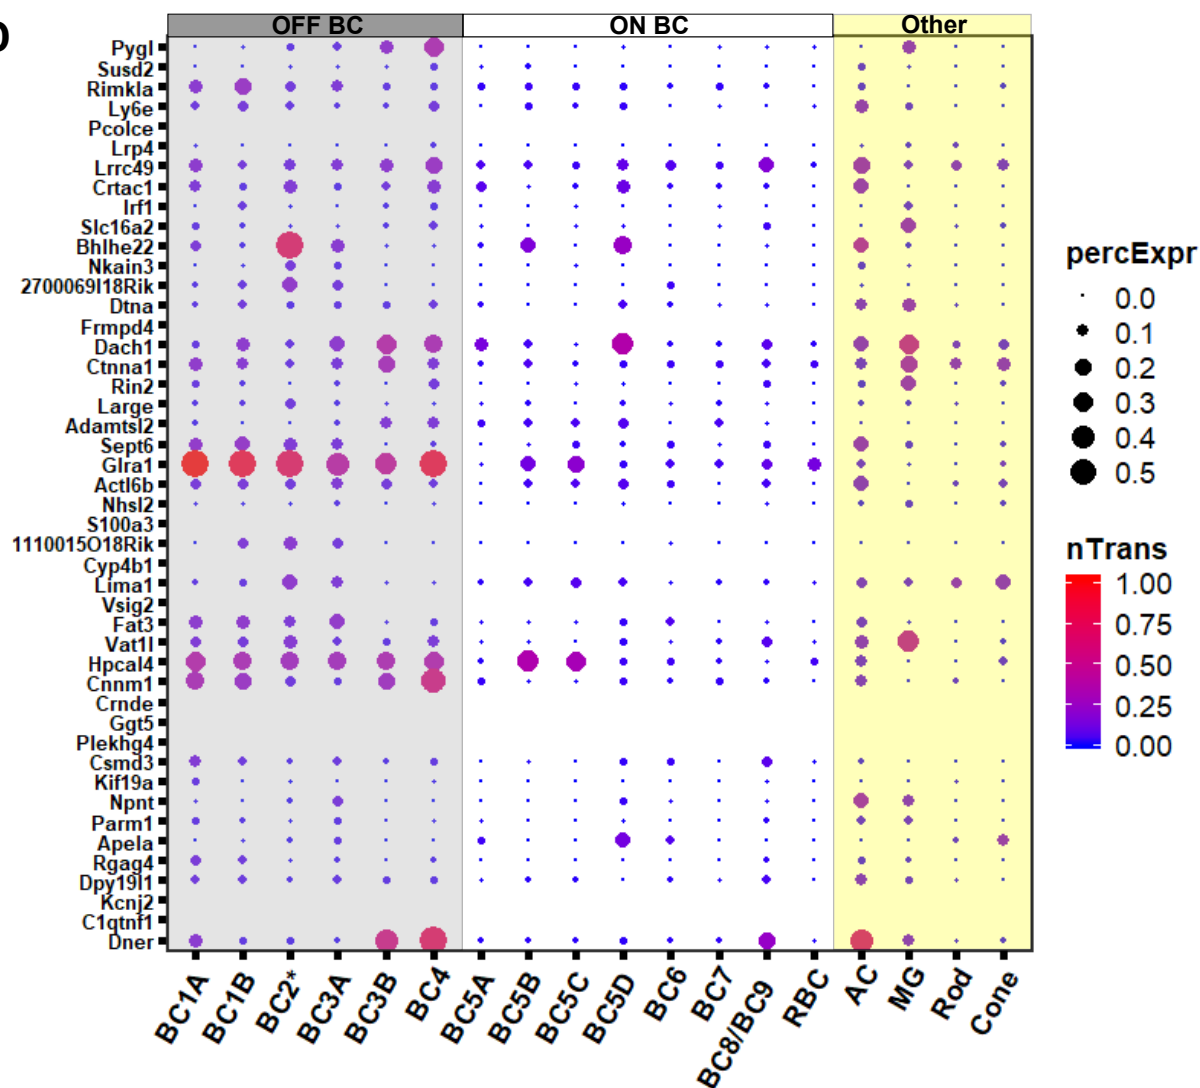Cell type identified by Shekhar *et al* 2016

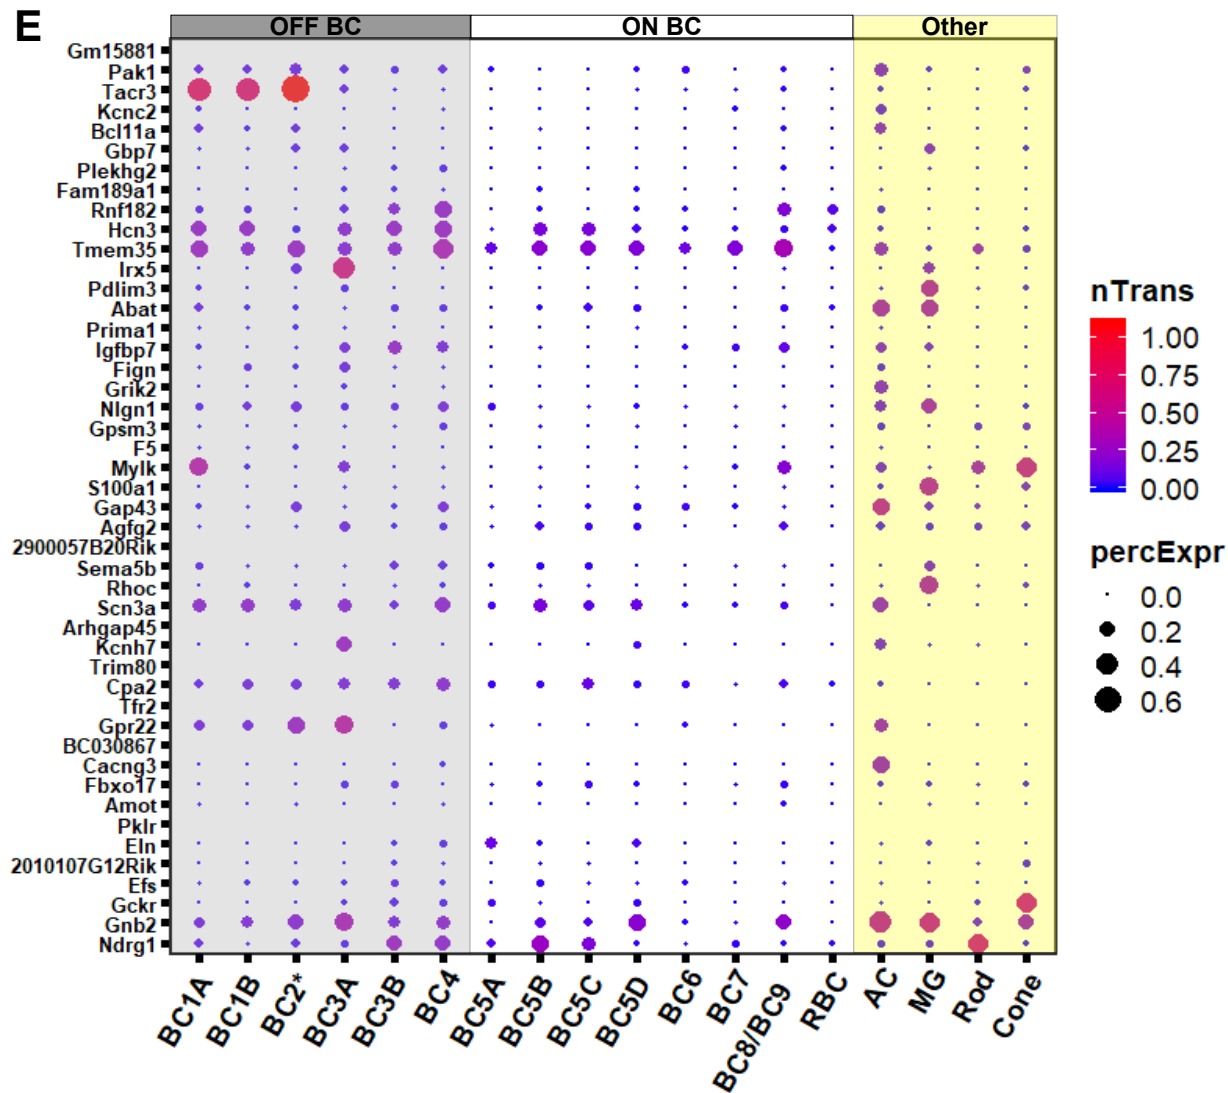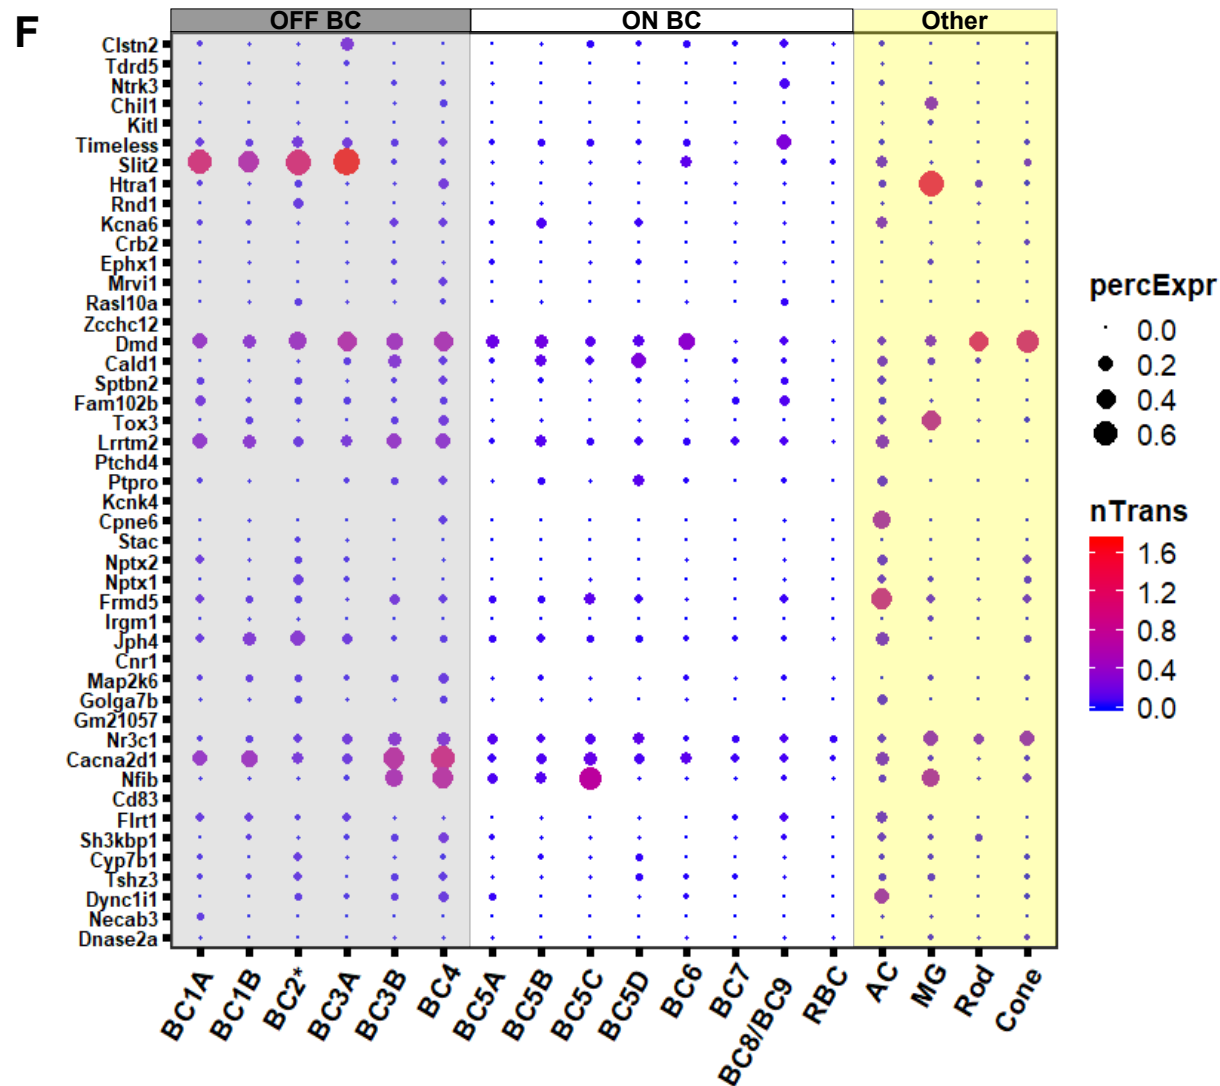

Cell type identified by Shekhar et al/ 2016

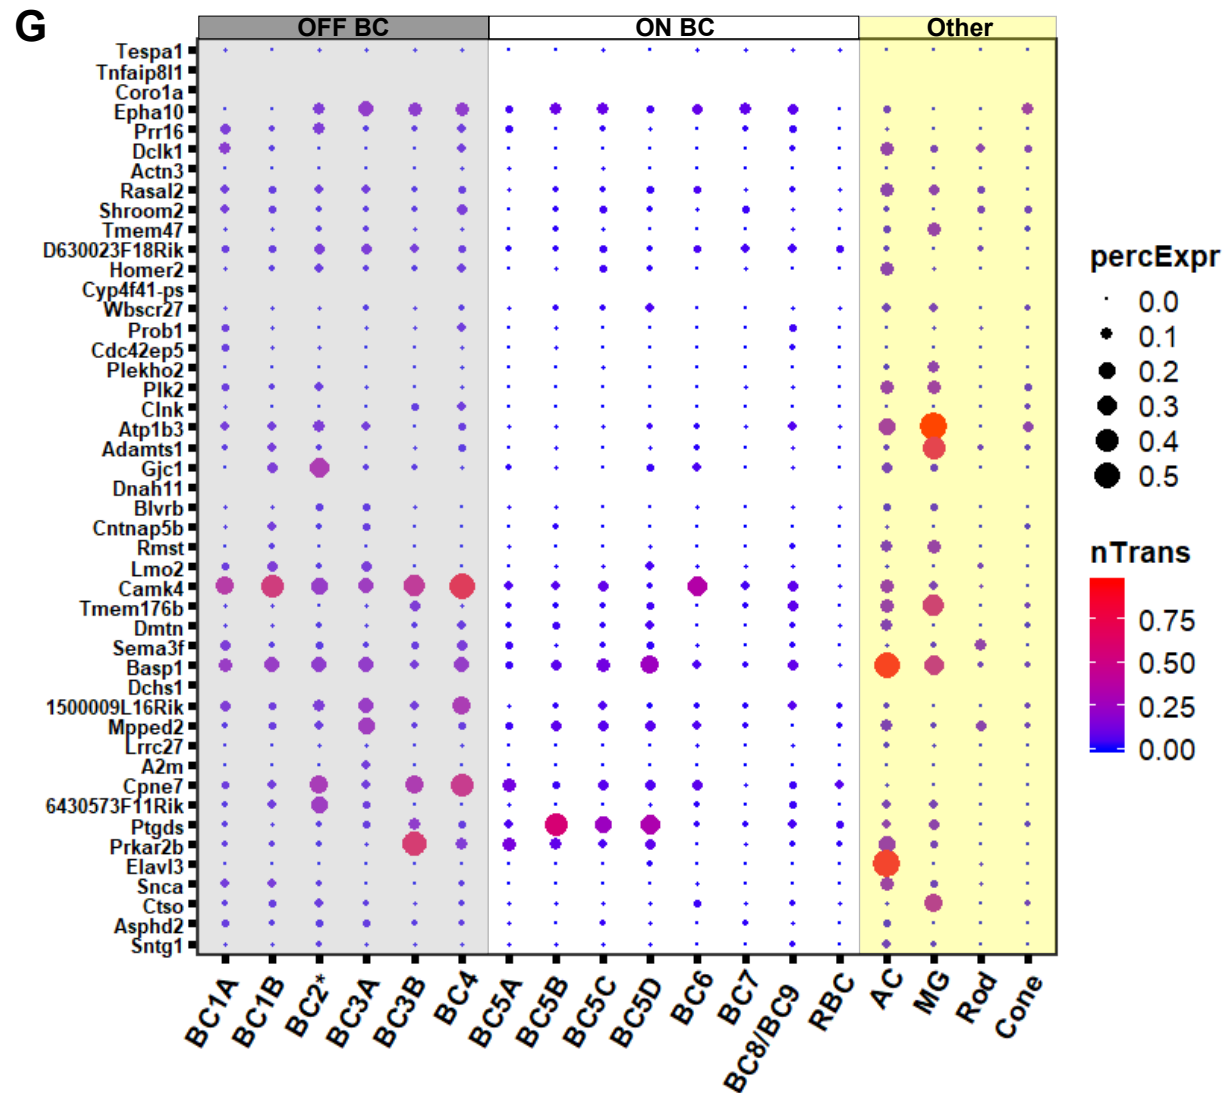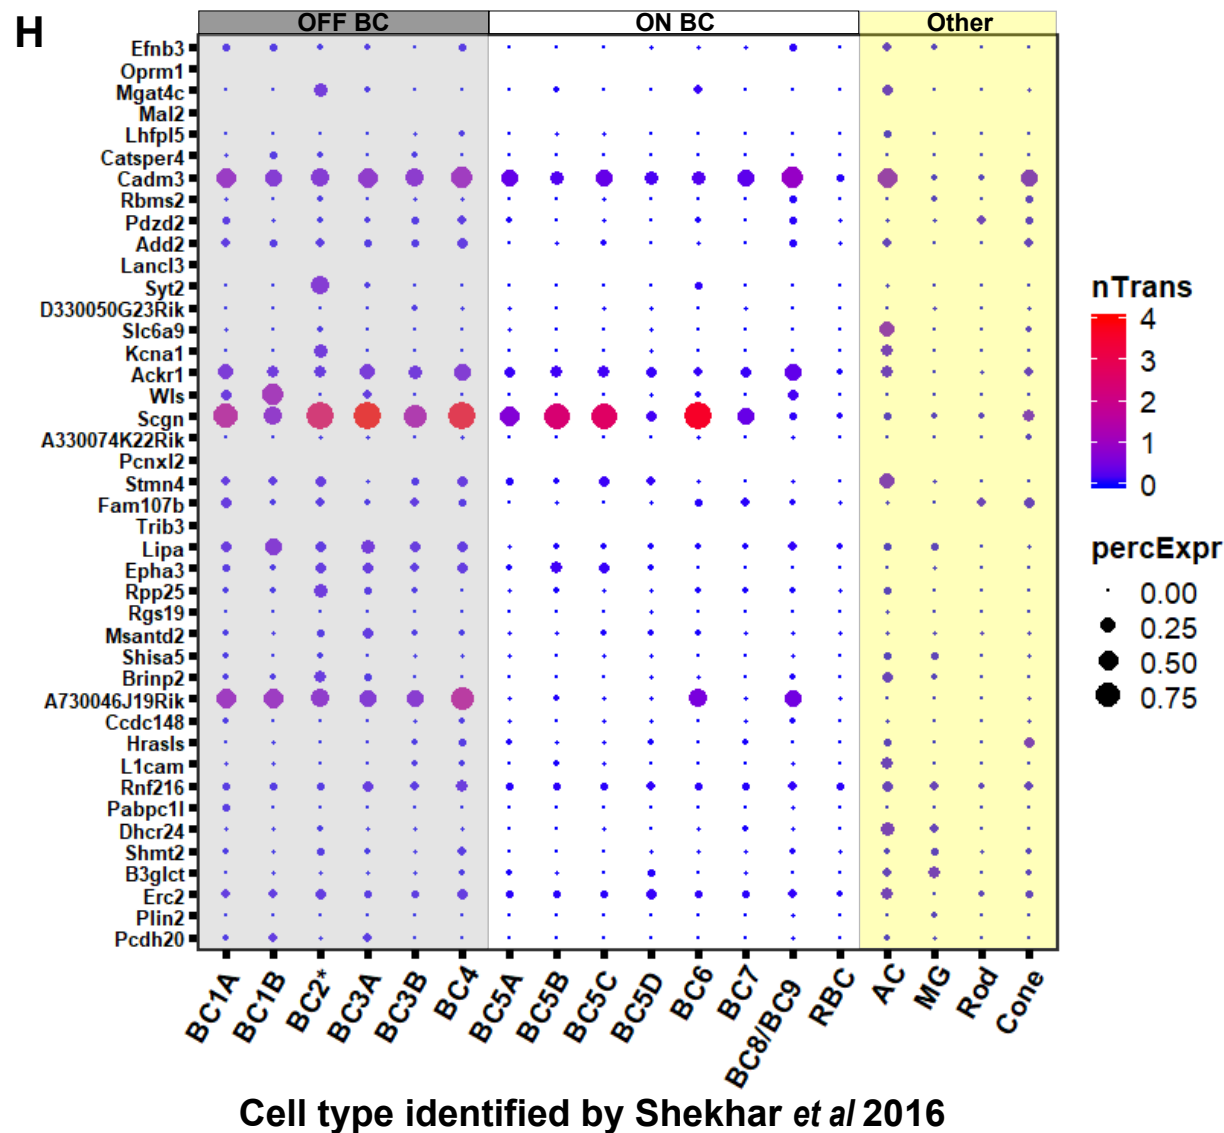

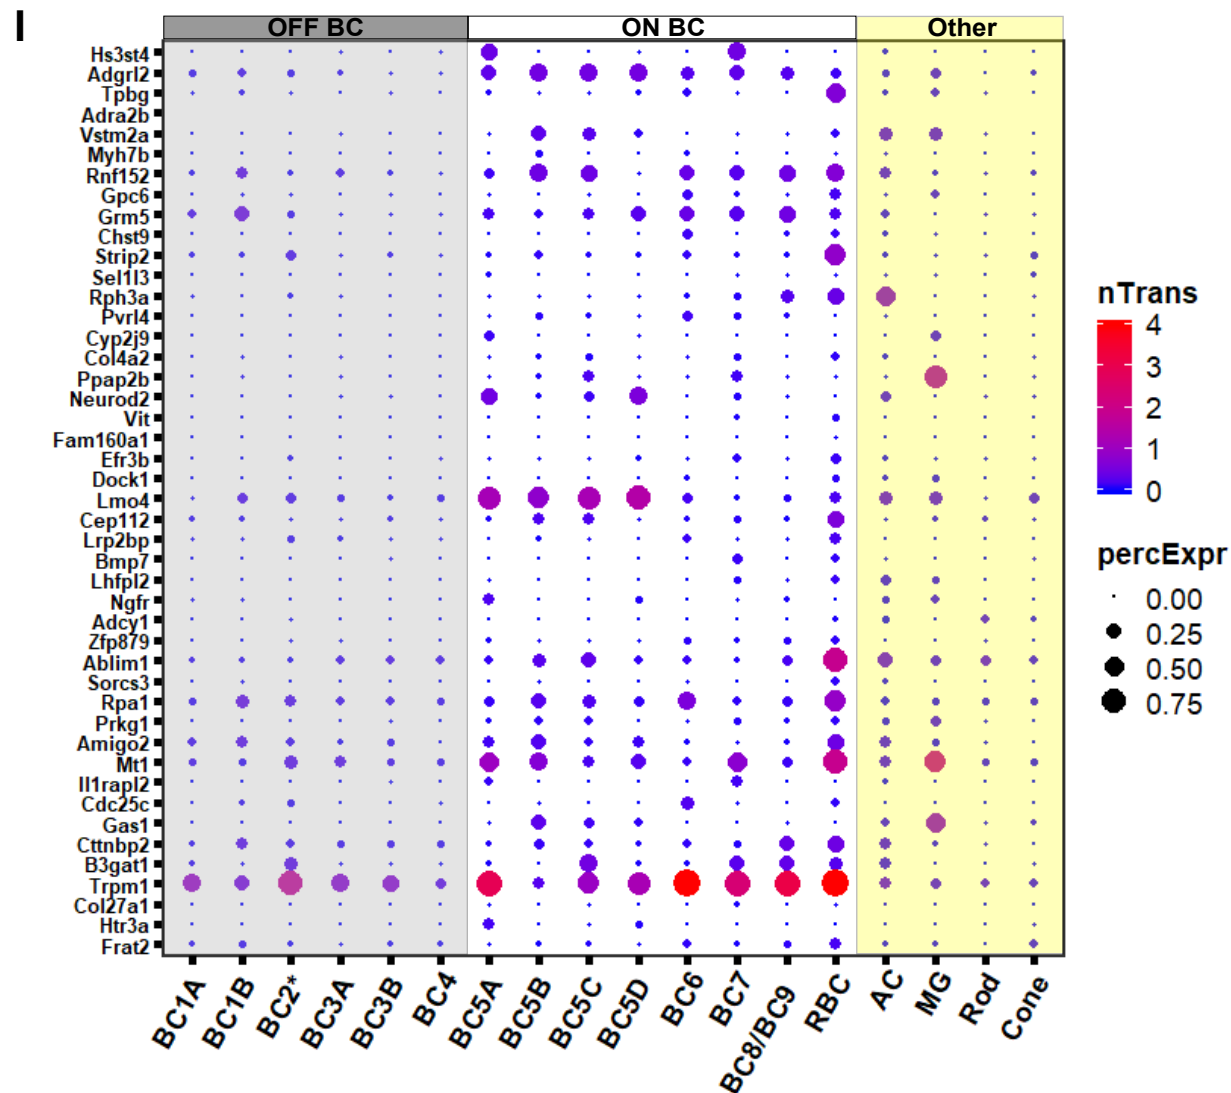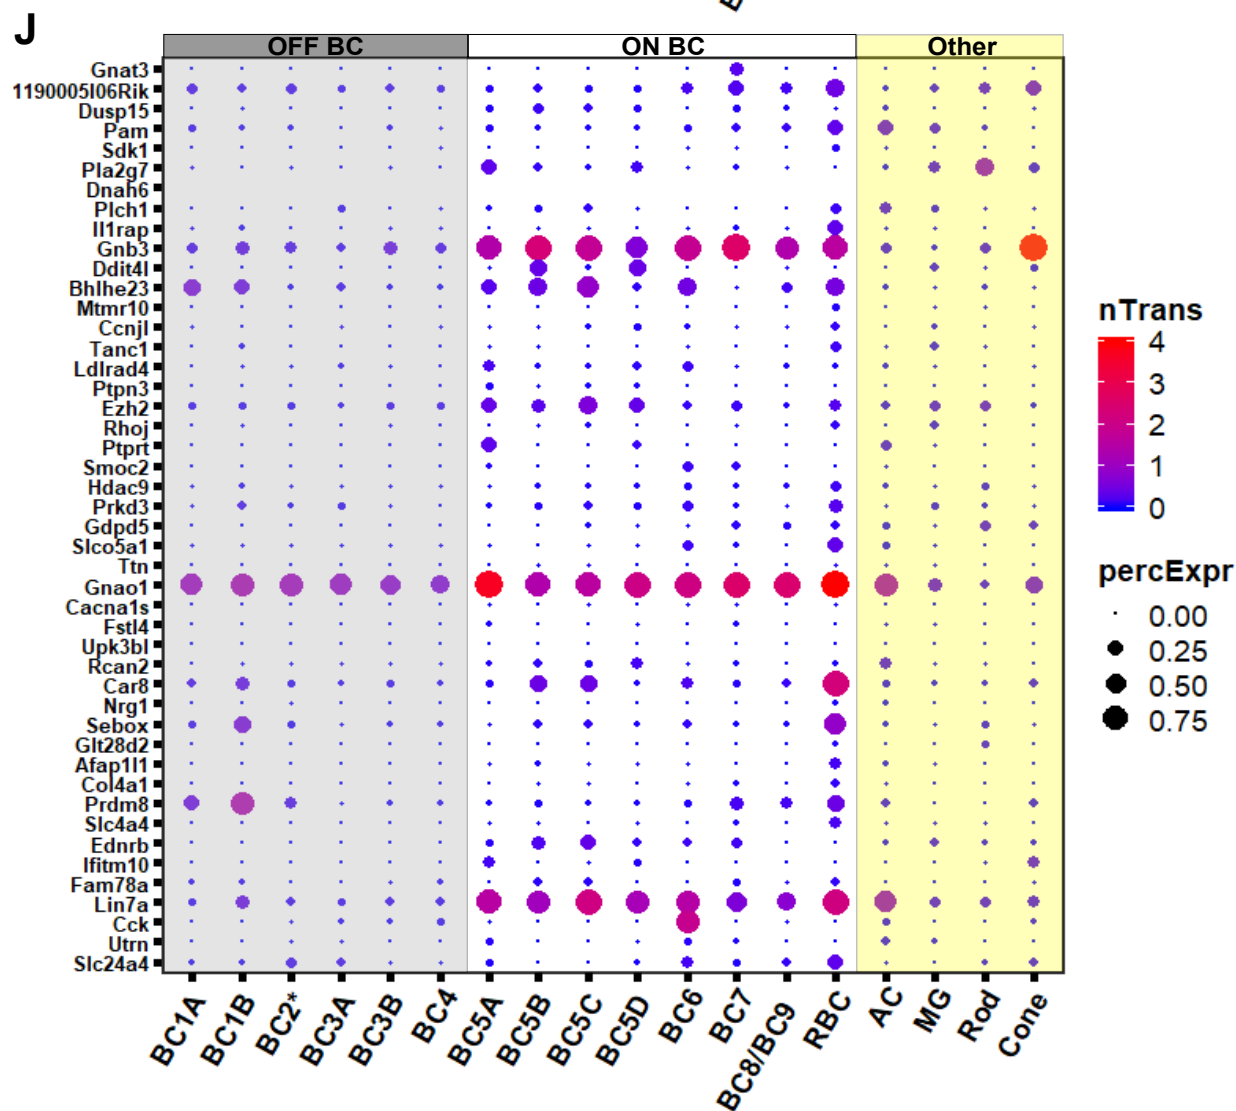

Cell type identified by Shekhar *et al* 2016

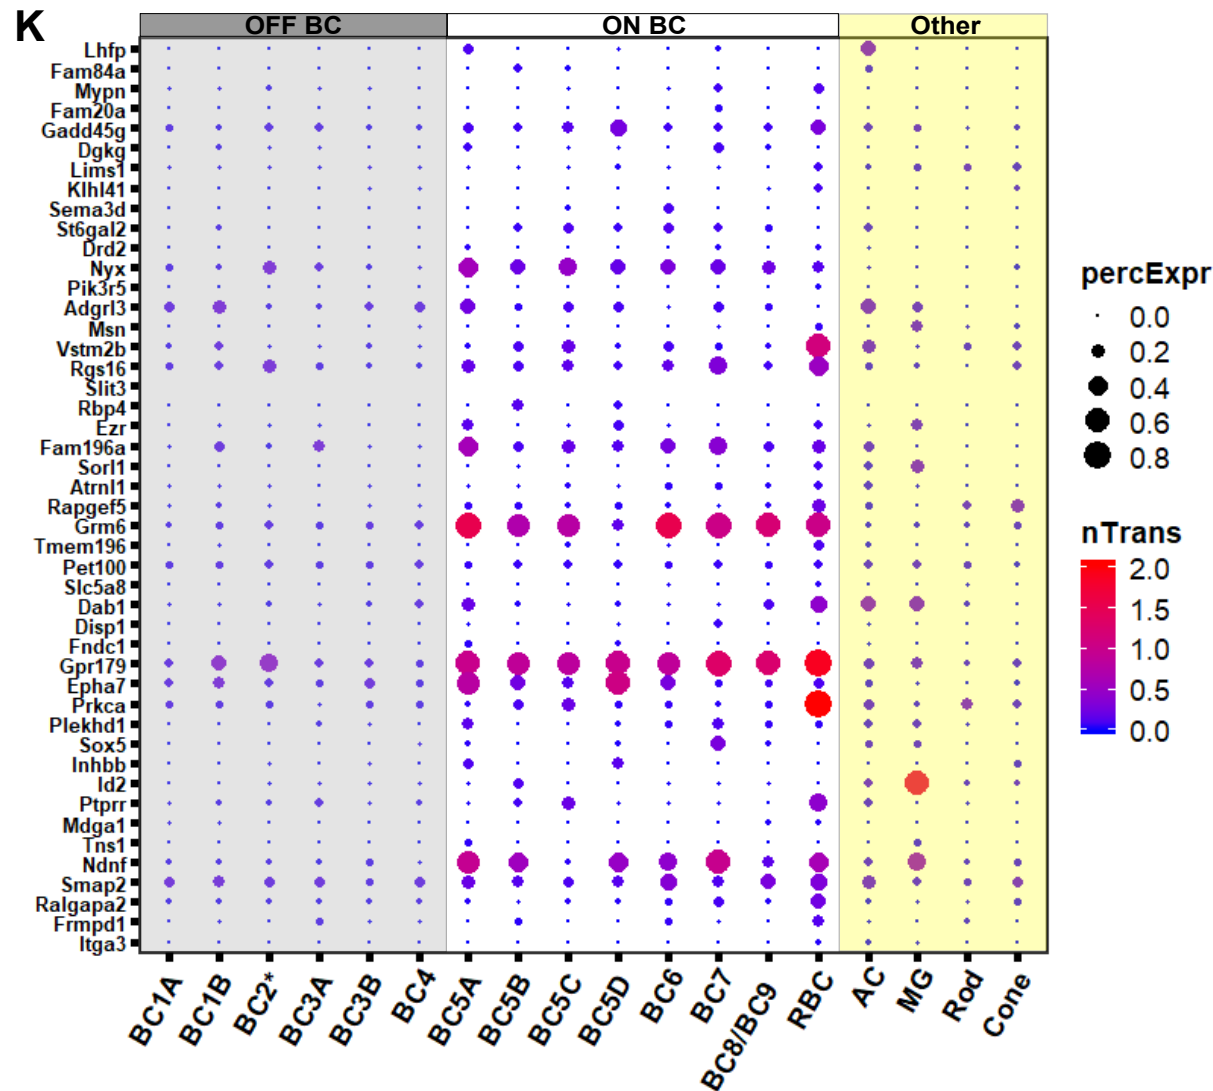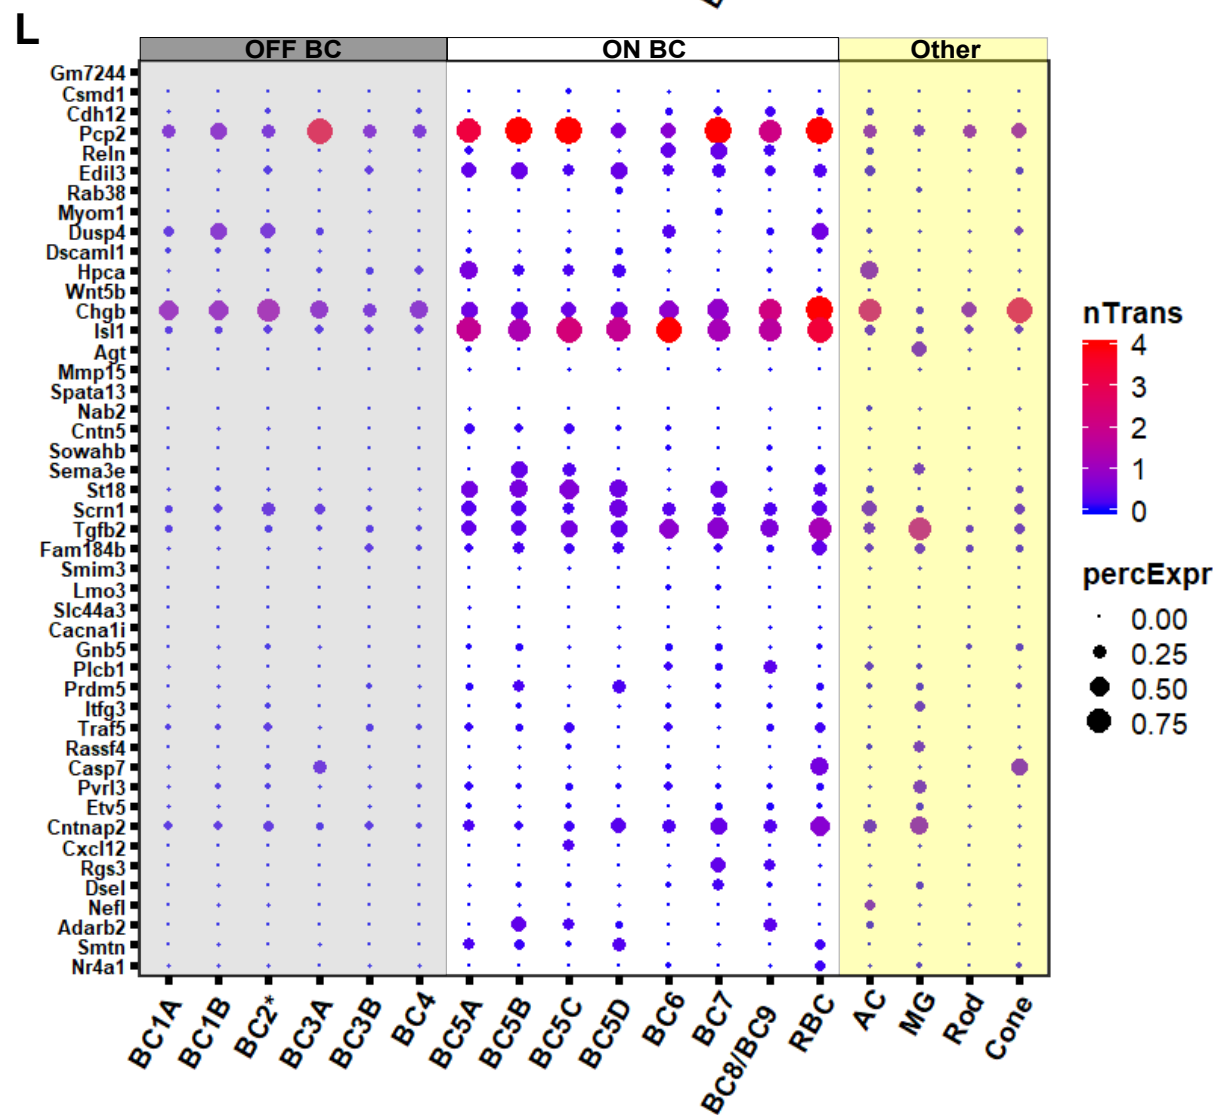

Cell type identified by Shekhar *et al* 2016

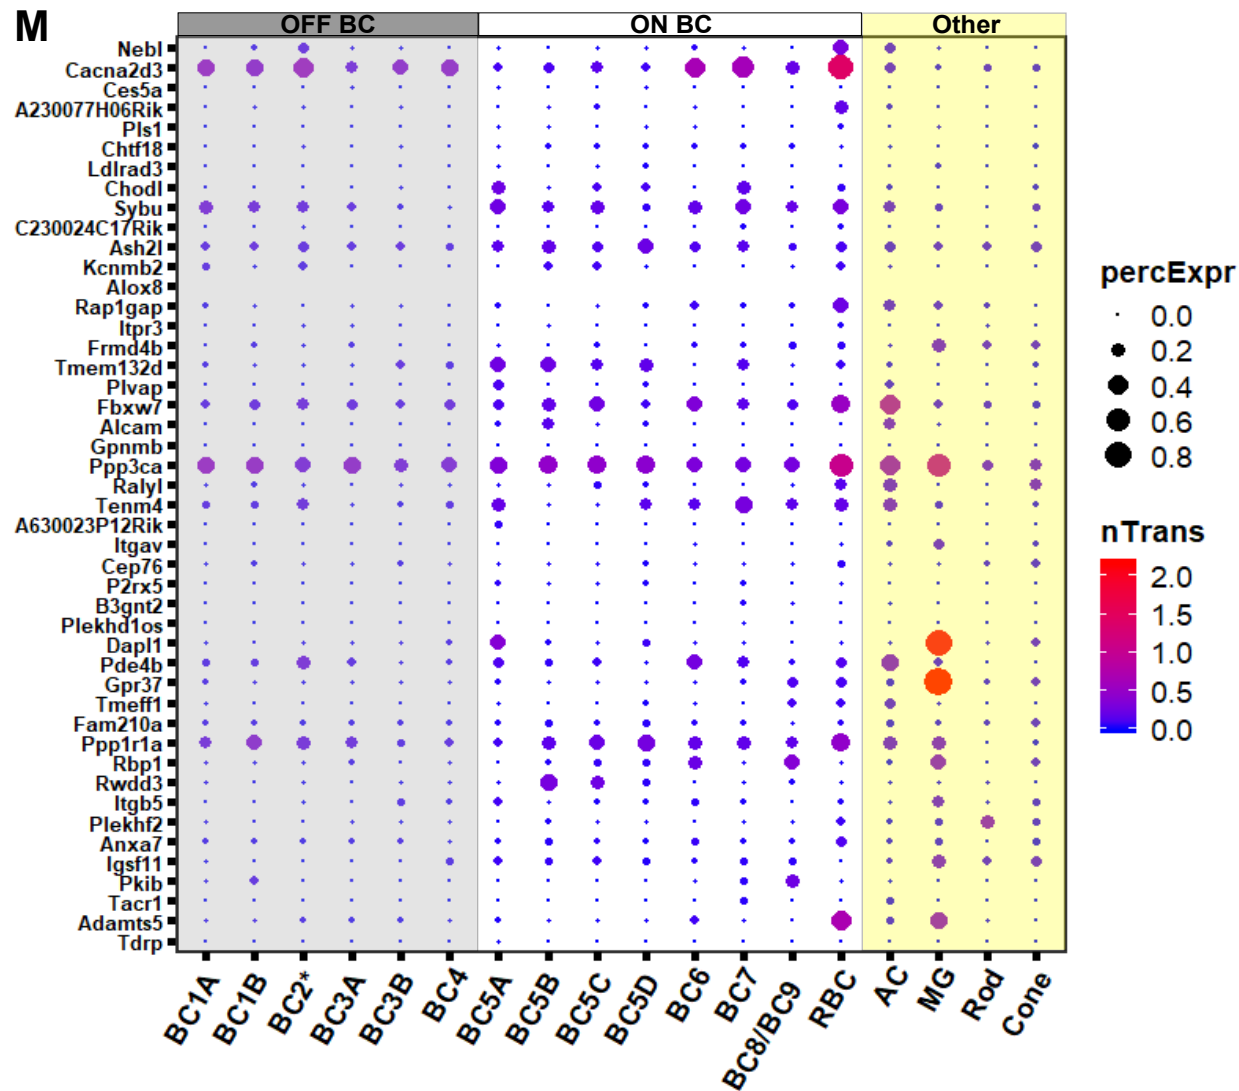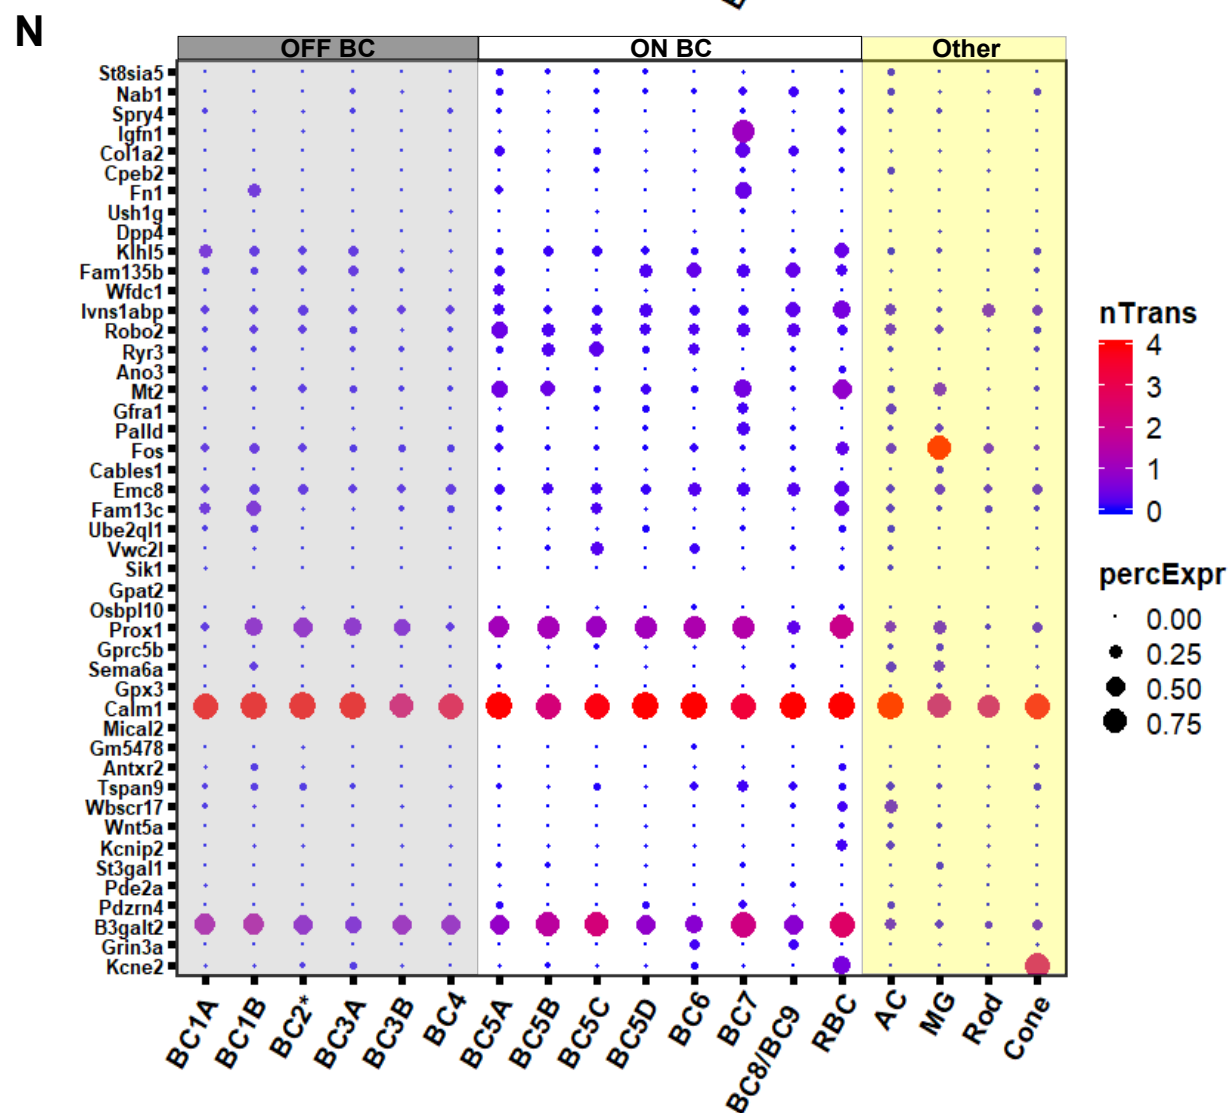

Cell type identified by Shekhar *et al* 2016

O

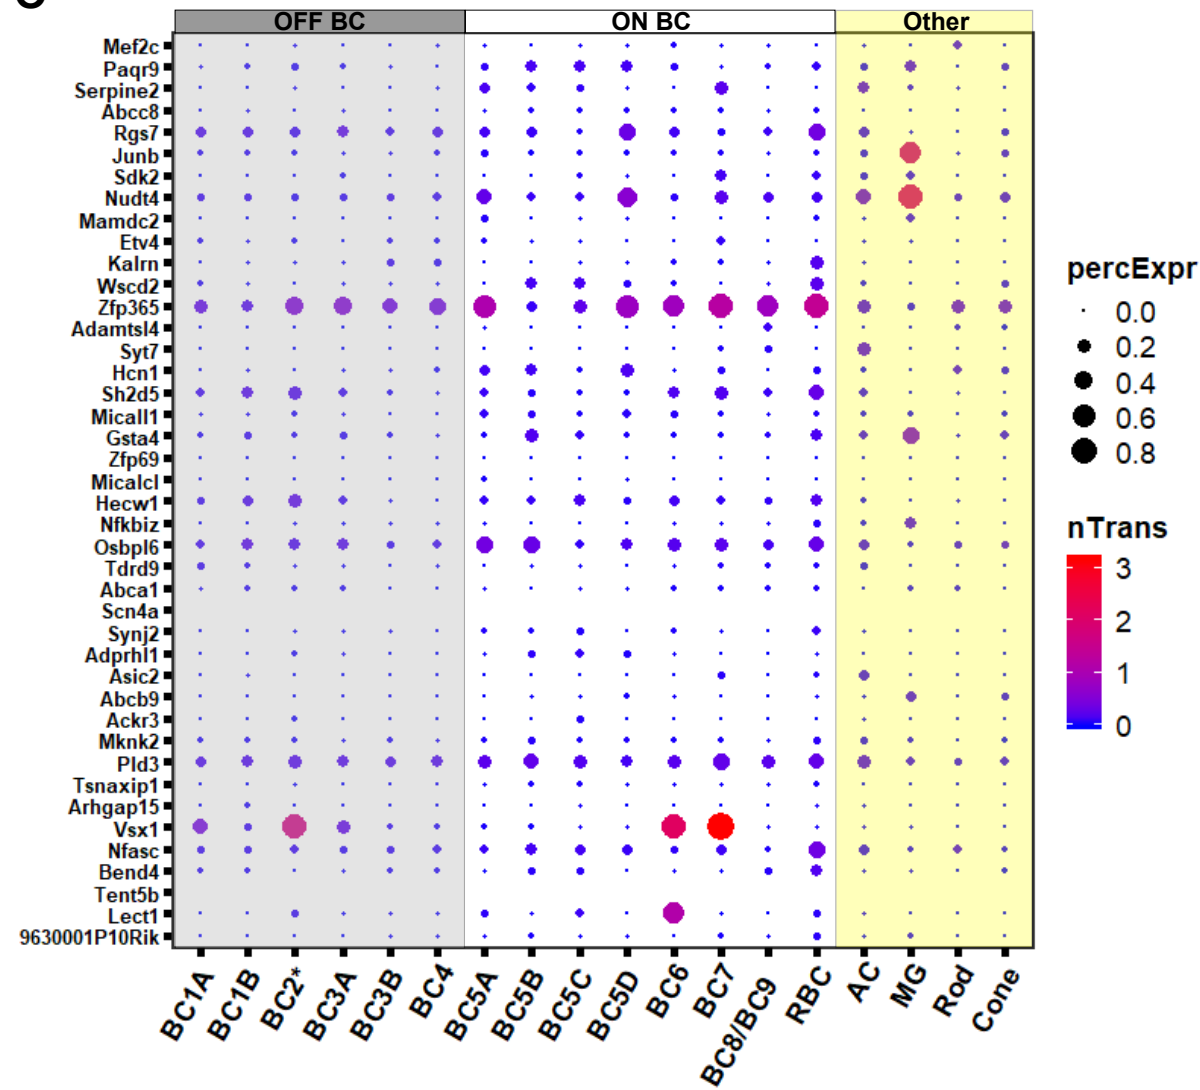

**Supplement:** Figure 2—source data 1. — Dot plots present single cell expression data obtained by Shekhar et al. (2016) using Drop-seq for genes identified in this study by bulk RNA-seq as differentially enriched in ON or OFF bipolar cells. Drop-seq data was available for 630 of the 680 genes, which are sorted by lowest adjusted p-value. (A-H) Genes enriched in OFF bipolar cells. (I-O) Genes enriched in ON bipolar cells. nTrans = mean number of transcripts expressed per cell in each cluster identified as a bipolar cell type. PercExpr = percentage of cells within each cluster found to express the indicated gene.

How the deposited data were processed for this re-analysis (not part of the article)

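The data comprised 15 RNA-seq libraries (3 each from pan-BC, ON-BC, OFF-BC, wild-type rods and *Nrl*-/- photoreceptors, here called blue cones) and 12 ATAC-seq libraries (2 each from pan-BC, ON-BC, OFF-BC, rods, blue cones and green cones), with the ATAC-seq peaks of 2 further libraries from double-sorted green cones. Bipolar cells were sorted from mice with GFP at the *Otx2* locus at postnatal day 42 to 48, and ON-BC and OFF-BC were separated by a YFP transgene under the *Grm6* promoter, with OFF-BC sorted a second time. The tables of the paper disagree on whether the mice of the ATAC-seq pan-BC libraries also carried this transgene. Rods and cones came from an earlier study of the same laboratory at day 56. Bipolar and photoreceptor libraries therefore differ in study and age as well as in class, and no comparison between the classes can separate these. ON-BC and OFF-BC libraries came from the same study.

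For RNA-seq, the authors aligned reads to GRCm38 with STAR and counted them on RefSeq genes with HTSeq. For ATAC-seq, they aligned reads with Bowtie2, filtered them with SAMtools, removed duplicates with Picard, kept fragments of nucleosome-free length and called peaks in each library with MACS2. For each peak the authors' files list a score (10 times the -log10 of the q value as a whole number, made by MACS2), the fold enrichment of the summit over the local background, the -log10 of the p and q values that MACS2 computed for the authors, and the distance of the summit from the start of the peak. The authors counted reads in regions of 200 bp from the union of all peaks. The signal values in the deposited tables of genes and regions are counts that the authors had divided by 1 size factor per library, with 1 column for each library.

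This was tested on the values. All 230384 values above 0 for genes (100.0%) and all 1212862 for regions (100.0%) were whole multiples of 1 step per library, within 0.01 of a read. The reads recovered with these steps equalled the raw counts of the first 1997 regions of Supplementary file 4 that were held, in 23964 of 23964 values. Group means matched Supplementary file 5 for all 672 ON and OFF genes found by name and for the 1990 genes compared among the first 1998 held of the other sheet. Size factors were 0.8173 to 1.3511 for RNA-seq and 0.6698 to 1.7539 for ATAC-seq.

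The tests had been planned on counts with edgeR. Since the tables held normalized values, the reported tests are limma's, on log2 of the normalized value plus 1, and edgeR and DESeq2 on the recovered reads are given as alternatives. The 1 added before the logarithm understates the changes of genes and regions with few reads. Genes and regions were kept by edgeR's filterByExpr on the recovered reads by group, which left 14024 of 24062 genes and 108448 of 110715 regions. A linear model with 1 level per population was fitted to all libraries of an assay, and treat with a trended prior tested each contrast against a log2 fold change of 1. P-values were adjusted by Benjamini and Hochberg within a contrast, and adjusted values below 0.05 were called. Blue and green cones formed 1 cone level for regions. Between ON-BC and OFF-BC, limma called 874 genes and 5940 regions, the same test by edgeR on counts 1163 and 9229, and DESeq2 939 and 4259. Replicates were not treated as pairs, although ON-BC and OFF-BC libraries with the same number were listed at the same age and may share mice.

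The carry-over rule of the paper was applied to genes. A gene called higher in pan-BC than in 1 photoreceptor type was removed if it was over 16-fold higher in the other photoreceptor type than in that type and at least 4-fold higher there than in pan-BC, and a gene called between ON-BC and OFF-BC was removed if it was over 16-fold higher in rods or in blue cones than in the enriched population. Requiring the excess in both types was tried as well.

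Counted reads were 12329548 to 26266746 (median 15569580) for RNA-seq and 4176776 to 12345845 (median 6648830) for ATAC-seq, as given for each population beside the results. Replicates varied by more than the counting of reads explains. Chi-square per gene between 2 replicates was 7.11 to 70.0 and per region 2.33 to 4.46, where 1 is expected from counting alone. On simulated counts made from these libraries, with 100 features changed 4-fold and 100 changed 16-fold, limma called 82 and 99 between pan-BC and rods and 74 and 98 between ON-BC and OFF-BC for genes (0 and 1 unchanged genes called). For regions it called 3 and 85, and 7 and 76 (0 unchanged regions in each). By edgeR the numbers for regions were 18 and 97 (3 unchanged), and 14 and 94 (0 unchanged), and by DESeq2 they were 14 and 95, and 7 and 82 (0 unchanged in each). The changed features were drawn from those above a minimum mean of reads. They were far fewer than the features called in the data, so these rates do not carry over to the data directly.

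Regions were assigned to the gene with the nearest TSS among 45756 RefSeq transcripts of GRCm38, and a region with its centre from 1000 bp upstream to 100 bp downstream of a TSS was a promoter. Of the first 1997 regions of Supplementary file 4 that were held, 90.1% received the same gene and 97.2% the same promoter status. The table of genes lists 27 names in the form of dates, 2 of them on 2 lines each. These were tested as listed and could not be matched to regions by name. Libraries were clustered by average linkage on Spearman correlations over TSS-distal regions. Accessibility and expression were compared by Spearman correlation over called regions, and regions that changed at least 4-fold together with their gene formed the sets tested for motifs. These sets differ from the paper's in that peaks open in other tissues were not removed. Genes absent from Drop-seq were compared with the others by 100000 permutations.

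Motifs were counted as exact strings on either strand within 100 bp of the summits of TSS-distal peaks, TAATCC for K50, TAATTA or TAATTG for Q50, TAATNNNATTA for dimeric Q50, CATCTG for the E-box and CCMYCTRGTGG with up to 1 mismatch for CTCF, and in flanks 400 to 500 bp from the summit. Shares in 6 bipolar and 6 photoreceptor libraries were compared by exact permutation of the libraries, and shares in sets of regions by Fisher's exact test. In a check on 2000 random sequences, 100.0% of planted motifs were found.

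The genes reported by name are those that the study names for expression or accessibility, the 50 genes of Figure 2 as a set, and for each comparison of RNA-seq the 3 called genes with the largest fold change in each direction among those with a mean of at least 10 CPM in the higher population and no overlap between libraries. For genes whose accessibility the study describes, the assigned region nearest the TSS and the called TSS-distal region with the largest fold change are reported. Values in supplementary tables of the paper had been seen when this rule was written. For other cell types, 7 lists of marker genes were used (rods, 11 genes; cones, 9; Muller glia, 7; amacrine cells, 6; ganglion cells, 5; horizontal cells, 4; sex-linked genes, 5).

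The comparisons, thresholds, named genes, marker lists and most of the alternatives were fixed before the data were examined. These alternatives were DESeq2, edgeR's F test with a minimum fitted fold change, other scalings and low-count filters, fits on only the groups compared, a replicate block, the readings of the carry-over rule, leaving out each library, and for regions thinning to the smallest total (4165348 reads), separate cone levels, TSS-distal regions, and regions under the 20000 highest peaks of any library. Added later were limma itself with edgeR's test moved to the alternatives, shrunken fold changes in DESeq2, TMM scaling in limma, limma against no change, 0.5 or 8 added before the logarithm, log2 CPM and Spearman correlation between replicates, and correlation of values not on a log scale. In all, 32 alternatives were run for the gene tests and 30 for the region tests.

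Some named items are not reported here. Not analysed here are the reads themselves, the DNase-seq and single-cell datasets that the paper compares with, gene ontology and transcription factor family enrichments, RT-qPCR and the reporter assays. The 2 double-sorted green cone libraries have no column in the table of regions and enter only the counts of peaks and 1 alternative of the motif shares, and 4706 regions are centred on a summit of these libraries alone. The software was R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and sequences were read from the genome with samtools 1.23.1.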

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

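Of the tests in this part, only the comparison of OFF-BC replicate 2 with the other libraries relative to the flanks was chosen after the result was seen.

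OFF-BC replicate 2 stood apart from the other bipolar ATAC-seq libraries in the dimeric Q50 motif. It had the motif in 0.6% of its TSS-distal peaks (229 of 41093), against 0.7% in each of the other 5 bipolar libraries, and its gap to the nearest of them was 0.799 of the whole range of the 6. By the limit used, chance sets a library apart in about 1 of 20 groups, and 10 groups of motif shares were examined. The flanks of its peaks also held the motif less often (0.4%, against 0.5% to 0.6%), and relative to the flanks its share was 1.40, inside the range of 1.17 to 1.59 of the other libraries. A base composition that differs between the peaks of this library and the others is therefore a candidate explanation, beside chance. Cones in the sort would raise the share, since photoreceptor libraries had 1.3% to 1.7%. The difference between bipolar and photoreceptor libraries does not follow from the number of peaks, or from base composition so far as the flanks share it. It was -1.01 percentage points over the 20000 highest peaks of each library and -2.52 as a ratio to the flanks. No biological explanation was tested for a single library.

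Pan-BC RNA-seq libraries differed from both ON-BC and OFF-BC libraries, a comparison that the paper does not report. By limma, 6 genes were higher in pan-BC than in both, namely *Klk1b22* (726.3 normalized counts in pan-BC, 35.78 in ON-BC and 48.99 in OFF-BC), *AA465934* (1055, 104.6 and 92.39), *Lmtk2* (2295, 493.9 and 505.9), *1500017E21Rik* (125.8, 18.99 and 20.49), *Rerg* (12.97, 1.011 and 1.136) and *Alpk2* (8.365, 0.342 and listed at 0). The fitted changes of *Rerg* and *Alpk2* depend on the 1 added before the logarithm. A further 19 genes were lower in pan-BC than in both. On the recovered reads edgeR called 8 and 23 genes, and DESeq2 5 and 18. In 20 simulated draws without a difference, limma called at most 0 genes in either direction. Other retinal cells in the pan-BC sort are argued against by their markers, since by limma 0 of 18 tested markers of Muller glia, amacrine, ganglion and horizontal cells were among the genes called (0 also at an unadjusted p under 0.05 against both populations, by edgeR and by DESeq2). Of 20 rod and cone markers tested, limma called 0 as well (1 at an unadjusted p under 0.05, and 0 by edgeR and by DESeq2), although *Rerg* and *Alpk2* were higher in rods or blue cones than in pan-BC. What stays open for the other 4 genes is the mouse line and the sort, which differ between pan-BC and the 2 other populations and cannot be separated from a bipolar cell type that entered only the pan-BC sort. These were not tested.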

How the results depend on the processing

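The reported limma test replaced the planned one, edgeR's test against the threshold on the recovered reads, which became an alternative once the values were seen to be normalized. The tests chosen only after results had been seen were limma against no change, DESeq2 with shrunken fold changes, TMM scaling in limma, 0.5 or 8 added before the logarithm, log2 CPM or Spearman correlation between replicates and correlation of values not on a log scale.

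Over 131 results and 2422 alternatives, 2296 alternatives gave the same direction on the same side of the threshold, or a value within the spread between replicates. In 77 the value moved beyond this spread or a count changed by more than 1.5 times, in 21 a call was lost, in 20 a call was gained and in 8 the direction reversed. Changes were seen in 29 results. Where a value moved, the cause was not tested unless the alternative itself gives it.

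The number of genes ON-BC vs OFF-BC rose from 874 to 1946 by edgeR's F test and to 1896 by limma against no change, both with a minimum fitted fold change, and that of genes rod vs blue cone rose from 2231 to 4287 and 4302. These tests ask only for a change from 0, which by construction calls more genes. The percent of pan-BC vs photoreceptor genes higher in pan-BC, 60.4 when the 29 genes that went both ways are left out, was 57.2 by edgeR against the threshold, 55.6 by edgeR's F test, 58.2 by limma against no change, 58.3 with TMM scaling, 70.2 with library size scaling, 57.7 with 8 added before the logarithm and 58.4 with only the groups compared. A replicate block gave 875 genes between ON-BC and OFF-BC and 5447 regions. Residuals of ON-BC and OFF-BC libraries with the same number gave r = -0.076, 0.222 and -0.065 for RNA-seq and 0 for ATAC-seq. They did not go together throughout, so the numbers were not taken as pairs. The listed ages do match by number, with days 43, 48 and 42 in RNA-seq and 42 and 46 in ATAC-seq in both populations. Libraries with the same number may therefore come from the same mice, and the reported test treats them as independent. In RNA-seq, r was also positive for ON-BC 1 with OFF-BC 3 (0.141) and for ON-BC 3 with OFF-BC 1 (0.212). It was negative for the other combinations with different numbers. The replicate block followed the listed numbers, so it does not test pairs in which 1 and 3 are crossed. Whether the RNA-seq sorts are paired in that way stays open.

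For regions pan-BC vs rod or cone, 58070 regions became 26134 among regions under the 20000 highest peaks of any library, where 48612 regions are tested. The percent of pan-BC vs photoreceptor regions more accessible in pan-BC, 75.5 when the 128 regions that went both ways are left out, was 66.0 by edgeR against the threshold, 61.4 by edgeR's F test, 67.2 by limma against no change, 70.4 with TMM scaling, 76.6 with library size scaling, 76.5 and 74.2 with 0.5 and 8 added, 73.1 with only the groups compared, 74.5 with separate cone levels, 77.4 with thinned libraries, 62.1 under the highest peaks and 77.1 at TSS-distal regions. Leaving out single libraries of these populations gave 75.8 (without blue cone replicate 1) to 78.6 (without rod replicate 2).

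The number of regions ON-BC vs OFF-BC, 5940, was 9229 by edgeR against the threshold, 18404 by edgeR's F test, 19572 by limma against no change and 2958 under the highest peaks. It was 2431 without OFF-BC replicate 1, 2937 without ON-BC replicate 2, 3802 without ON-BC replicate 1 and 4181 without OFF-BC replicate 2. The percent of ON-BC vs OFF-BC regions more accessible in ON-BC, 61.1, was 59.6 by edgeR against the threshold, 78.8 by DESeq2, 79.2 with shrunken fold changes, 56.0 by edgeR's F test, 57.5 by limma against no change, 85.6 with 8 added, 84.0 with only the groups compared and 68.0 with thinned libraries. It fell below 50 with TMM scaling (49.2), library size scaling (45.3), 0.5 added (49.8), under the highest peaks (45.7), without ON-BC replicate 1 (43.2) and without ON-BC replicate 2 (36.9), and was highest among the single omissions without OFF-BC replicate 2 (67.7). The direction of this share therefore depends on the scaling, the value added and the libraries.

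The median replicate correlation, RNA-seq, was 0.989 and became 0.995 on log2 CPM, 0.987 with at least 10 reads, 0.976 by Spearman and 0.994 off the log scale, and the replicate correlation, ATAC-seq, moved from 0.909 to 0.980 off the log scale. OFF-BC minus ON-BC at photoreceptor-enriched regions, 1.31, was 0.83 for regions chosen against rods, 1.48 against cones and 1.58 with library size scaling, and 1.23 (without ON-BC replicate 2) to 1.38 (without OFF-BC replicate 1) with a library left out. At bipolar-enriched regions, -1.28 became -0.87 against rods and -0.98 with library size scaling.

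Spearman's correlation between accessibility and expression was lower over all regions, called or not. At promoters it went from 0.71 to 0.41 for rods, from 0.68 to 0.31 for cones and from 0.45 to 0.13 for ON-BC against OFF-BC, and at enhancers from 0.40 to 0.38, from 0.34 to 0.29 and from 0.16 to 0.09. Pearson's correlation at promoters was 0.74, 0.67 and 0.53, and at enhancers 0.43, 0.36 and 0.19. Enhancers within 50 kb of the TSS gave 0.47, 0.40 and 0.25. With only the nearest region of a gene, it was 0.69 at promoters and 0.41 at enhancers for rods, and 0.14 at enhancers for ON-BC against OFF-BC.

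The Q50 motif share, which did not differ between classes (-0.89 percentage points), differed over the 20000 highest peaks (-2.45), within 50 bp of the summit (-1.40), for TAATTA alone (-1.08) and as a ratio to the flanks (-0.25), and reversed within 200 bp of the summit (1.40). In regions that changed with their gene it reversed in a window of 400 bp (1.20). The longer windows take in more of the sequence beside the summit, where the motif was more frequent in bipolar libraries.

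Among 82 results for named genes, 1694 of 1716 alternatives left the call as it was, 6 lost it and 16 gained it, and 0 reversed the direction. The changes fell on 5 results. *Gnb3* against blue cones (adjusted p 0.058 by limma, 3e-06 to 0.293 over the alternatives) was called in 8 settings, *Vsx1* between ON-BC and OFF-BC (0.749, 4.14e-05 to 1) in 5 and *Lhx4* (0.196, 1.1e-05 to 0.813) in 3, among them that without ON-BC replicate 2 (0.00708). *Nr2e3* against blue cones (0.0413, 5.17e-06 to 0.186, a call that the carry-over rule takes out) was lost in 5 settings, 3 of them the omission of pan-BC replicate 2 (0.124), pan-BC replicate 3 (0.121) or blue cone replicate 3 (0.186), and *Prkca* against rods (0.0115, 8.7e-06 to 0.0529) with shrunken fold changes over all genes alone.

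Among 14 results for named regions, 271 of 286 alternatives left the call as it was, 15 lost it and 0 reversed the direction. Between ON-BC and OFF-BC, the limma calls were lost at the promoter of *Isl1* (adjusted p 0.00857, 3.76e-12 to 0.0872 over the alternatives) without ON-BC replicate 1 (0.0521), ON-BC replicate 2 (0.0762) or OFF-BC replicate 1 (0.0872), at the promoter of *Esam* (0.00806, 5.82e-05 to 0.08) without ON-BC replicate 2 (0.0641) or OFF-BC replicate 1 (0.08), in the intron of *Esam* (0.0171, 0.000754 to 0.177) without ON-BC replicate 1 (0.0656), ON-BC replicate 2 (0.077) or OFF-BC replicate 1 (0.177), and at the TSS-distal region of *Grik1* (0.0297, 0.00245 to 0.91) without ON-BC replicate 1 (0.14), ON-BC replicate 2 (0.112) or OFF-BC replicate 2 (0.32), and also with 0.5 added (0.077) and by DESeq2 (0.784, and 0.91 shrunken). At the promoter of *Opn1mw* the call against cones (0.0129, 4.91e-05 to 0.126) was lost without pan-BC replicate 2 (0.126). With 1 library left in a population, that library is assumed to vary like the others.

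With 2 libraries per population and a median of 6648830 counted reads, a 4-fold change of a region was rarely called on simulated counts. Only 200 regions were changed there, far fewer than were called in the data, which makes the adjustment for many tests stricter. The simulated rate can therefore be lower than that in the data. Regions that were not called are still not shown to be unchanged. With every library thinned to the smallest total, 4165348 reads, 56247 regions were called for pan-BC vs rod or cone and 5708 for ON-BC vs OFF-BC, so that depth in this range changed these counts less than leaving out an ON-BC or OFF-BC library changed the latter. The planned TMM scaling of the replicate correlation was replaced by log2 CPM. The planned normalization of counts per kilobase was not run because no gene lengths were used, and the difference in means was run in its place (-1.98 against -1.96). Among the results that no alternative moved by the stated criteria were the clustering of libraries, the K50, dimeric Q50 and E-box motif shares, *Lrrtm1* between ON-BC and OFF-BC, and the number of genes pan-BC vs rod or blue cone.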

Differences from the paper's values

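Tests chosen only after the results had been seen enter this part as correlations on log2 CPM and of values not on a log scale, 0.5 or 8 added before the logarithm, TMM scaling in limma, DESeq2 with shrunken fold changes and limma against no change. The reported limma test was itself chosen once the values were seen to be normalized, and edgeR against the threshold, planned as the reported test, became an alternative then. The other alternatives were set before the data were examined.

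Between rods and blue cones the paper reports 1471 genes, and 2231 were called here by limma. Among the alternatives set before the data were examined, the number was within 1.5 times the paper's with DESeq2 (2146), library size scaling (2170), at least 1 CPM in 3 libraries (2172), only the groups compared (2066), and without blue cone replicate 2 (2063), blue cone replicate 3 (2007), rod replicate 1 (2069), rod replicate 2 (2050) or rod replicate 3 (2137). It was not with edgeR's F test (4287), recomputed median-of-ratios scaling (2232), no low-count filter (2273), a replicate block (2214) or without blue cone replicate 1 (2361). Of the settings chosen after seeing the values, 8 added before the logarithm (1926) and DESeq2 with shrunken fold changes (2095, and 2087 over all genes) were also within it. TMM scaling (2244), 0.5 added (2284) and limma against no change (4302) were not. Neither was edgeR against the threshold (2739), which had been planned as the reported test. The genes that the paper calls in this comparison are not listed by name in the tables used here, so those dropped cannot be counted.

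As photoreceptor carry-over the paper removed 38 genes from those higher in pan-BC, and 80 were removed here. All alternatives set before the data were examined differed from the paper's number, from 68 (without pan-BC replicate 3) to 116 (edgeR's F test). The lowest number among settings chosen after seeing the values was 59, with 8 added before the logarithm. Among genes higher in ON-BC the paper removed 12, and 21 were removed here. The number was within 1.5 times the paper's with no low-count filter (17), only the groups compared (14), and without ON-BC replicate 1 (17), ON-BC replicate 3 (18), OFF-BC replicate 1 (18) or OFF-BC replicate 2 (18). It was not with DESeq2 (19), edgeR's F test (49), recomputed median-of-ratios scaling, library size scaling, at least 1 CPM in 3 libraries or a replicate block (21 each), an excess in both photoreceptor types (2), without ON-BC replicate 2 (20) or without OFF-BC replicate 3 (35). With 8 added before the logarithm, a setting chosen after seeing the values, it was 16.

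The paper gives Pearson correlations of 0.95 to 1.00 between ATAC-seq replicates, and the lowest and highest here were 0.867 and 0.958 on log2 values. On log2 CPM, a setting chosen after seeing the values, they were 0.896 and 0.978, and over regions with at least 10 reads in both libraries 0.888 and 0.974, so that in both settings the highest no longer differed and the lowest did. Correlating values not on a log scale, a setting chosen after seeing the values, gave 0.951 and 0.995, within the paper's range.

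For regions at least 4-fold higher in OFF-BC together with their gene, the paper counts 34 and 118 were found here. DESeq2's calls gave 46, within 1.5 times the paper's, and a 2-fold minimum (137) and the inclusion of promoters (138) did not come within it.

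Of the genes that the paper lists between ON and OFF bipolar cells, 672 were found by name, 573 were called here by limma in the same direction, and 99 were not called. Settings that call most of these are DESeq2 (660 of 672), edgeR's F test (672) and only the groups compared (659), and edgeR against the threshold (670), limma against no change (670) and 8 added before the logarithm (649), which became alternatives or were chosen after seeing the values and drop 2, 2 and 23 of the paper's genes.

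The paper describes monomeric Q50 motifs as enriched in the open chromatin of photoreceptors and not in that of bipolar cells. By the share of peaks, photoreceptor libraries (12.13%) and bipolar libraries (11.24%) did not differ here as classes (exact permutation p = 0.236), and the photoreceptor value was 1.09 times the flanks, with 0.97 in rods. The class mean joins 10.4% in rods with 13.9% in blue cones, where both libraries lay above every bipolar library. Relative to the flanks the classes did differ in the paper's direction, and so did the dimeric motif on both measures. For the dimeric motif the bipolar libraries were at 1.38 times the flanks and the photoreceptor libraries at 3.89 times.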

Other observations

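In this part the tests chosen only after the result was seen are those of library scaling for the share of regions more accessible in ON-BC, of equal numbers of peaks for the share more accessible in pan-BC, of rod cells or RNA in the ON-BC sort, of other retinal cells as the source of *Lrrtm1*, and of cone cells by genes higher in OFF-BC, at regions of cone marker genes and at bipolar-enriched regions.

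The number of genes that differ between pan-BC and rods or blue cones was set against regroupings of the same 9 libraries. Of 100 regroupings, the real one included, 1 gave as many calls, which argues against chance. Before the carry-over rule the real one gave 7215 calls, and the highest other regrouping gave 4700. Regrouping cannot separate class from study. For pan-BC against rods, pan-BC against blue cones, ON-BC against OFF-BC and rods against blue cones, 1 of 10 regroupings gave as many calls. This is the smallest share that 3 libraries against 3 can give, so that regrouping alone cannot exclude chance there.

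At regions more accessible in photoreceptors, OFF-BC lay above ON-BC, by a median of 1.31 on the log2 scale. Rod cells in the OFF-BC sort are argued against by regions more accessible in rods than in cones and pan-BC, where the median difference was -0.06. A narrower range of signal in the OFF-BC libraries is argued against as well, since the excess remained 0.92 (0.81 to 0.96 over pairs of libraries) above that of uncalled regions with the same ON-BC signal. Cone cells in the sort may contribute. Regions more accessible in cones than in rods and pan-BC gave 2.05, where OFF-BC lay 27.2% and 22.4% of the way from the ON-BC to the cone signal in its 2 libraries, and 23 regions assigned to the cone marker genes gave 23.0% (21.7% and 24.3%), while pan-BC was at 3.7% and 4.7% in the former and at 3.9% and 2.8% in the latter. The loss at bipolar-enriched regions does not follow from the same cells, since it would need 64.3% of cones. An accessibility shared by OFF bipolar cells and cones stays open and was not tested apart from the sort, because population and sort are the same libraries.

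Of 2310 regions more accessible in OFF-BC than in ON-BC, 63.2% (95% interval 61.2% to 65.1%) were also more accessible in cones than in pan-BC, against 0.2% of 3630 regions more accessible in ON-BC and 7.4% of all tested regions. Cones in the OFF-BC ATAC-seq sorts are a candidate explanation of this share. The sets were not matched on signal, and the interval counts regions, which are not independent. Pan-BC was close to ON-BC (Spearman 0.894 to 0.907), so regions higher in OFF-BC tend to be low in pan-BC. Those higher in ON-BC tend to be high in it, so the choice of regions favours this contrast even without cones. The overlap was not confined to cones. Of the 2310 regions, 41.8% were more accessible in rods than in pan-BC, against 0.7% of the 3630 and 10.4% of all tested regions. For RNA-seq, whose sorts were separate, 20.2% (16.9% to 23.9%) of 505 genes called higher in OFF-BC, with the carry-over rule not applied, were higher in blue cones than in pan-BC, against 7.2% (5.1% to 10.2%) of 414 genes higher in ON-BC and 13.7% of all tested genes. After the rule, which takes out genes that cone material would bring, the shares were 16.4% (13.4% to 20.0%) and 3.8% (2.3% to 6.2%). Cones in these sorts cannot be told apart from expression shared by OFF bipolar cells and cones by these shares, because both would raise them. Of the same 505 genes, 42.0% were lower in blue cones than in pan-BC, against 70.0% of the 414 and 22.7% of all tested genes. Most genes called higher in OFF-BC were thus not higher in blue cones than in pan-BC. At the promoter of *Esam*, cones are argued against by their own signal, with means of 6.851 normalized counts in blue and 6.658 in green cones against 92.68 in OFF-BC.

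In OFF-BC RNA-seq, replicate 3 had 55810 normalized counts of *Opn1sw*, against 4477 and 4314 in replicates 1 and 2. Cone cells in that sort may be the source, since all 7 other cone markers tested were also highest in replicate 3, by a median of 7.49 times the mean of the other 2 (*Arr3* 7782, against 782.4 and 1294). The excess was not even, from 0.947% of the blue cone level for *Cngb3* to 15.3% for *Gngt2*, and *Opn1mw*, which was left out of the test, had 690.8 against 236.9 and 618.7. Replicate 3 was also highest for some genes higher in ON-BC. *Grm6* had 592.6, against 145.3 and 64.88, and *Prkca* 533, against 105.1 and 66.08. *Nrg1*, also higher in ON-BC, was not highest there (158.9, against 108.4 and 197). Blue cones had means of 124.3 for *Grm6* and 162.9 for *Prkca*, so cones do not account for these values. Of the 9 cone markers, 8 reached 10 CPM in a bipolar population and 5 in all 3, and none is in another list. As a share of the blue cone level the median over the list was 0.922%, 1.52% and 8.42% in the OFF-BC libraries, 4.15%, 2.79% and 4.00% in pan-BC, and 0.252%, 0.241% and 0.137% in ON-BC. In pan-BC *Opn1sw* had 50740, 28150 and 42310 normalized counts. Its source there was not tested.

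Rod transcripts were higher in ON-BC than in OFF-BC. The median over 11 rod markers was 0.777% of the rod level in ON-BC and 0.0754% in OFF-BC, and for 7 of the 11 every ON-BC library lay above every OFF-BC library, which chance gives for 5% of genes. OFF-BC were sorted a second time and ON-BC were not. Rod cells or their RNA in the ON-BC sort are a candidate explanation. The shares in ON-BC ran from 0.325% to 9.0%, by 27.7 times, but the highest was that of *Gngt1* alone, which was at 7.21% in OFF-BC as well, and without it they differed by 4.33 times. *Sag* and *Pdc* had higher means in OFF-BC (2.06% against 0.987%, and 1.18% against 0.715%) through replicate 3, with 0.827%, 0.75% and 4.61% and with 0.296%, 0.283% and 2.96% in the 3 libraries, and that library also held more cone transcripts. Rod material cannot be told apart from expression in bipolar cells by this list, since 10 of its genes reached 10 CPM in a bipolar population, 5 of them in all 3, and *Nrl*, *Nr2e3* and *Gnat1* are genes the study names. A biological difference between ON and OFF bipolar cells was not tested.

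*Lrrtm1* was higher in pan-BC than in ON-BC and OFF-BC (log2 ratio to the higher of them 2.23). Retinal cells other than bipolar cells in the pan-BC sort are argued against, because 22 markers of such cells had a median of -0.09 (range -1.20 to 0.89) and 0 of them lay as far above as *Lrrtm1*. The medians were -0.17 for 7 genes of Muller glia, -0.28 for 6 of amacrine cells, 0.20 for 5 of ganglion cells and -0.12 for 4 of horizontal cells. Of these, 6, 3, 1 and 0 reached 10 CPM in a bipolar population. The most abundant were *Clu* (386 CPM in pan-BC, 346 in ON-BC and 509 in OFF-BC), *Slc6a9* (17.4, 10.3 and 36.8), *Nefl* (13.7, 8.42 and 0.755) and *Onecut2* (2.46, 5.62 and 2.45). The loss of a bipolar type from the ON-BC and OFF-BC sorts was examined by the paper with RT-qPCR, in mice with both GFP and YFP. There, cells between the ON and OFF gates expressed *Lrrtm1* and *Isl1*, and the ON and OFF cells did not express *Lrrtm1*. From this the paper concludes that this type was left out of both sorts. Neither the loss nor the difference in mouse line was tested with these libraries.

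The share of regions between ON-BC and OFF-BC that were more accessible in ON-BC was 61.1% by limma and 78.8% by DESeq2. The scaling of the libraries is argued against as the source of this gap, since limma with median-of-ratios scaling, which DESeq2 uses, gave 60.6%. Regions with few reads may contribute. Among the third of regions with the most reads the shares were 72.7% and 83.2%, a difference of 10.5 points, and among the third with the fewest they were 47.3% and 66.8%. Whether few reads are the cause cannot be told apart, because the gap narrowed and did not close. Scaling does change the share itself, which was 45.3% with library size scaling and 49.2% with TMM, and the median change of all tested regions was -0.37 among those with the fewest reads, 0.30 in the middle and 0.26 among those with the most. No statement on which subclass has more open regions is made here.

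Most regions that differed between pan-BC and photoreceptors were more accessible in pan-BC, with shares taken over regions that went in 1 direction only. More peaks called in the bipolar libraries are argued against as the whole cause, since under the 20000 highest peaks of any library the share was 62.1% and not at or below 50%. It was lower than the 75.5% over all regions, so the number of peaks may account for part of it. Study and age, which differ between the classes, stay open.

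Shares of motifs that differ between the classes were set against the same 2 explanations. More peaks in the bipolar libraries are argued against, because over the 20000 highest peaks of each library the differences were -10.61 percentage points for K50, -2.45 for monomeric Q50, -1.01 for dimeric Q50 and 9.72 for the E-box. Base composition, so far as the flanks share it, is argued against for K50, dimeric Q50 and the E-box. As ratios to the flanks their differences were -0.92, -2.52 and 0.66. For monomeric Q50 the ratio (-0.25) cannot decide, because the flanks themselves differed, with 13.4% in bipolar and 11.13% in photoreceptor libraries. Composition at the summits was not matched. A difference in regulation between the classes is therefore a hypothesis that these tests leave standing, beside study and age, with the limit that exact strings were counted and that the monomeric Q50 share did not differ over all peaks.

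Some regions changed against their assigned gene. Between pan-BC and rods, among TSS-distal regions that differed and whose gene did so too, these were 14.8% within 10 kb of the TSS, 20.4% from 10 to 50 kb and 16.4% beyond 50 kb. Assignment of distant regions to a wrong gene may contribute, with a share 1.6 points higher beyond 50 kb than within 10 kb, but this cannot be told apart because the share was highest at middle distances. At *Prkca*, which was higher in pan-BC, 7 regions were more accessible in rods and 3 in pan-BC. Among genes higher in ON-BC, 40.1% had a region changed in the same direction, against 10.5% of genes that were not called, and among genes higher in OFF-BC 21.0%, against 9.4%.

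Sex-linked transcripts went with the sexes listed for the RNA-seq libraries. Pan-BC replicates 1 and 2, from females, had 8240 and 7680 normalized counts of *Xist* and 13.8 and 8.07 of the 4 Y-linked genes together, and replicate 3, from a male, had 35.5 and 4430. Each ON-BC and OFF-BC library, from 1 male and 1 female, had both. Against a mislabelled sample, 0 of 9 libraries went against the sexes listed, which does not exclude an exchange between libraries of the same sexes. *Xist* and the Y-linked genes had 2750 and 2820 in ON-BC replicate 3. They had 3060 and 2540 in OFF-BC replicate 1, and 3630 and 1830 in OFF-BC replicate 3. The balance in ON-BC replicate 3 was thus closer to that in OFF-BC replicate 1, as the residual correlations were. Whether numbers were exchanged was not tested.

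Some genes expressed in bipolar cells were higher in replicate 3 of the photoreceptors than in replicates 1 and 2. In rods *Isl1* had 56.27, 60.44 and 153.5 normalized counts and *Grik1* 18.43, 29.71 and 130.8, and in blue cones *Isl1* had 81.23, 93.33 and 290.9. Others were not, with 978, 1085 and 997.4 for *Prkca* in rods and 194, 180.6 and 114 in blue cones, and 561.1, 538.8 and 511.4 for *Lhx4* in blue cones. In ON-BC, *Grin2b* had 40.24, 29.4 and 1050. In OFF-BC it had 1997, 682.4 and 666.5, so that the highest value there was in replicate 1. No technical or biological explanation of these values was tested.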
